# Opposing activities of oncogenic MIR17HG and tumor suppressive MIR100HG clusters and their gene targets regulate replicative senescence in human adult stem cells

**DOI:** 10.1038/s41514-017-0006-y

**Published:** 2017-04-20

**Authors:** Mary F. Lopez, Ping Niu, Lu Wang, Maryann Vogelsang, Meenakshi Gaur, Bryan Krastins, Yueqiang Zhao, Aibek Smagul, Aliya Nussupbekova, Aikan A. Akanov, I. King Jordan, Victoria V. Lunyak

## Abstract

Growing evidence suggests that many diseases of aging, including diseases associated with robust changes and adipose deports, may be caused by resident adult stem cell exhaustion due to the process called cellular senescence. Understanding how microRNA pathways can regulate cellular senescence is crucial for the development of novel diagnostic and therapeutic strategies to combat these pathologies. Herein, using integrated transcriptomic and semi-quantitative proteomic analysis, we provide a system level view of the regulation of human adipose-derived stem cell senescence by a subset of mature microRNAs (termed senescence-associated-microRNAs) produced by biogenesis of oncogenic *MIR17HG* and tumor-suppressive *MIR100HG* clusters. We demonstrate functional significance of these mature senescence-associated-microRNAs in the process of replicative senescence of human adipose-derived stem cells ex-vivo and define a set of senescence-associated-microRNA gene targets that are able to elicit, modulate and, most importantly, balance intimate connections between oncogenic and senescent events.

## Stem cells aging: balancing self-renewal halt with complexity

Mounting evidence suggests a link between cellular senescence and human adult stem cell function upon aging. Senescence is often viewed as an intrinsic program to prevent oncogenic transformation. However, the collaborative research lead by Aelan Cell Technologies suggests that replicative senescence might be more dynamic than previously anticipated. Integrated genomic and proteomic analyses of human adult stem cells revealed that subset of senescence-associated miRNAs (SA-miRNA) functionally required for establishing senescence, act to provide an intricate balance between driving and restraining cancerous events upon senescence. It is commonly believed that cancer arises as a consequence of an imbalance in cellular homeostasis. These new results shed light on the fundamental role of these SA-miRNA as functionally antagonistic regulators of gene networks, future exploration of which can help us understand the etiology underlying age-related disease and cancer.

## Introduction

Adipose tissue is not only a storage depot for triglycerides but also a critical functional organ regulating energy homeostasis. It is well known that abnormal fat accumulation and function is associated with adverse health outcomes, including obesity, type II diabetes, cardiovascular and cerebrovascular diseases and ultimately, aging. During adult adipose tissue homeostasis and turnover (tissue maintenance), adipocytes are derived from adipose tissue stem cells (ADSCs), whose origin has been traced to mural cells (also termed pericytes) residing in the perivascular niche via a specialized cell lineage differentiation process.^1–3^ ADSCs are a type of adult stem cell of mesenchymal origin that possess many of the traits common to bone marrow-derived mesenchymal stem cells (BMMSCs). New adipocyte formation is critical for adult homeostatic balance, and adipose tissue maintenance often requires a steady replenishment of cells from stem or progenitor sources.^4, 5^ However, throughout life it appears that changes in the quantity and quality of ADSCs due to external stimuli, specialized stem cell microenvironment, and/or intrinsic stem cell aging processes, can influence adipose tissue metabolism, turnover rate and regeneration and, surprisingly, also impose restrictions on ADSC immunomodulation properties invoked in settings such as tissue injury, transplantation and autoimmunity.^1, 2, 5–8^

Robust aging-related changes in tissue maintenance are thought to be caused by resident adult stem cell exhaustion due to the process called cellular senescence (SEN).^9–13^ SEN involves signaling, metabolic and cytoskeletal changes resulting in the diminished ability of cells to cope with DNA damage and to maintain the structure and function of chromatin.^2, 14^ Despite the effort to uncover crosstalk between cellular signaling pathways controlling SEN,^15, 16^ the full set of regulators involved in its establishment and maintenance are not well defined, and their complex interactions are still poorly understood.

Over the past decade, microRNAs (miRNAs) have emerged as a new dimension of sophisticated genomic regulations in a variety of physiological processes. Once the messenger RNA is targeted by miRNAs, the RNA-induced silencing complex is thought to inhibit protein production either through blocking translation or by reducing messenger RNA stability.^17–20^ A given miRNA can target a multitude of different mRNAs, and a given gene target might similarly be targeted by multiple miRNAs. For this reason, miRNAs frequently represent the central nodes of several regulatory networks and may act as rheostats to provide stability and/or fine-tuning to gene expression cascades.^21, 22^ Different miRNA expression profiles were reported for various cell types undergoing replicative SEN, such as arterial and umbilical vein-derived endothelial cells, replicating CD8(+) T cells, renal proximal tubular epithelial cells and skin fibroblasts,^23, 24^ indicating that miRNAs might play a major role in orchestrating replicative SEN.

Some miRNAs have been reported to accelerate or inhibit the process of adipocyte differentiation during adipogenesis, thereby influencing the process of cellular SEN as well as impacting the aging process in general.^25–29^ However, whether the altered miRNA profile is a consequence of SEN or whether it triggers replicative SEN is still a matter of debate. Although many methods have been proposed for miRNA target identification,^30, 31^ little is known about a specialized cohort of miRNA gene targets that can trigger and/or mediate senescent phenotypes and how downregulation in its expression is linked to restriction of proliferation capacity, diminished DNA damage repair and severe abnormality in the chromatin assembly generally observed upon SEN. Therefore, a better understanding of how miRNA pathways can regulate human adipose-derived stem cell (hADSC) SEN through their gene targets is crucial for the development of novel therapeutic strategies to combat the many diseases of aging, including diseases associated with robust changes and adipose depots.

In this manuscript, we investigate the critical role of two micro-RNA clusters, oncogenic *MIR17HG* and tumor-suppressive *MIR100HG,* in the process of replicative SEN of human adipose-derived stem cells (hADSCs) by using an integrated approach that combines RNA sequencing analysis (RNA-seq) and semi-quantitative proteomic analysis. Here, we uncover the complex interactions among several cellular processes biologically relevant for the state of cellular SEN. We provide functional evidence demonstrating that the senescent state of hADSCs is achieved by the combined action of SEN–associated miRNAs (SA-miRNAs), and we identify a set of novel gene targets that are susceptible to these miRNAs. Our data suggests a functional significance of these miRNAs in the complex SEN–associated changes within human adult adipose-derived stem cells.

## Results

### Replicative SEN of human adult ADSCs is associated with upregulation of a subset of non-coding RNA (ncRNAs)

Isolated hADSCs share many characteristics with BMMSCs, their counterparts in bone marrow.^32–34^ Similar to other types of MSCs, hADSCs are not considered to be immortal either in-vivo or ex-vivo. We and others have previously reported that isolated and ex-vivo cultured hADSCs exhibit consistent self-renewing (SR) and, upon approaching replicative SEN (Fig. 1 and Supplementary Figure S1A), cultures accumulate giant non-dividing cells, as determined by incorporation bromodeoxyuridine (BrdU) into DNA (Supplementary Figure S1B), expressing the enzyme lysosomal pH6 SEN-associated β-galactosidase (SA-β-Gal) (Fig. 1a). SEN hADSCs manifest a loss of control for chromatin organization, activate a persistent DNA damage response (DDR) (Supplementary Figure S1B and C) and manifest robust changes in transcriptional activity.^13, 35, 36^ As hADSCs approached SEN, both mediators of DDR, phosphorylated form of histone variant H2AX (γH2AX),^37^ and p53 binding protein-1,^38^ form characteristic persistent DNA damage foci (Supplementary Figure S1B and C). The presence of these foci drastically increased from very rare in SR ADSCs, to almost 90% in hADSCs approaching SEN (hADSCs) triggered by activation of the p53/P21^*WAF1/Cip1*^ pathway (Supplementary Figure S1B).^13^ 

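RNA of hADSCs was sequenced in 1 SR and 1 SEN library, each a pool of 3 lines, and the reads counted for each marker gene describe these libraries with no replicate error. *ITGB1*, which encodes CD29, had 278 reads in SR and 241 in SEN, a log_2_ SEN/SR ratio of 0.02 (95% interval −0.23 to 0.28, counting error only). *CD44* had 117 and 94 reads (−0.08, −0.49 to 0.32), and *NT5E*, which encodes CD73, had 83 and 65 (−0.12, −0.61 to 0.36). *THY1*, which encodes CD90, had 33 reads in SR and 32 in SEN (0.19, −0.56 to 0.93). *ENG*, which encodes CD105, had 7 and 18 reads (1.53, 0.26 to 3.09) and did not pass the exact test after adjustment (adjusted p = 0.316). *PECAM1*, the gene of the endothelial marker CD31, had 0 reads in SR and 1 in SEN. *CD34* and *PTPRC*, which encodes CD45, had no row in the count table, which lists a transcript only where at least 1 of the libraries has a read. Of 16 stromal surface marker genes, 14 had at least 10 reads and none of these passed the exact test in either direction (1 higher, *ALCAM*, when adjusted over the list alone). Few genes of other cell types were read often enough to test: 1 of 12 endothelial genes (*TEK*, 5 and 6 reads), 1 of 16 blood cell genes (*CD68*, 7 and 3) and 1 of 12 epithelial genes (*KRT7*, 8 and 4), and none of them passed.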

In corroboration with previous reports, cluster of differentiation (CD) antigen marker characterization revealed that SEN hADSCs robustly express stromal markers CD29, CD44, CD73, CD90, CD105 while staying negative for hematopoietic lineage markers CD31, CD34 and CD45^32^ (Fig. 1b, Supplementary Figure S2A and S2B), suggesting phenotypical stability of SEN hADSCs.

**Fig. 1:**
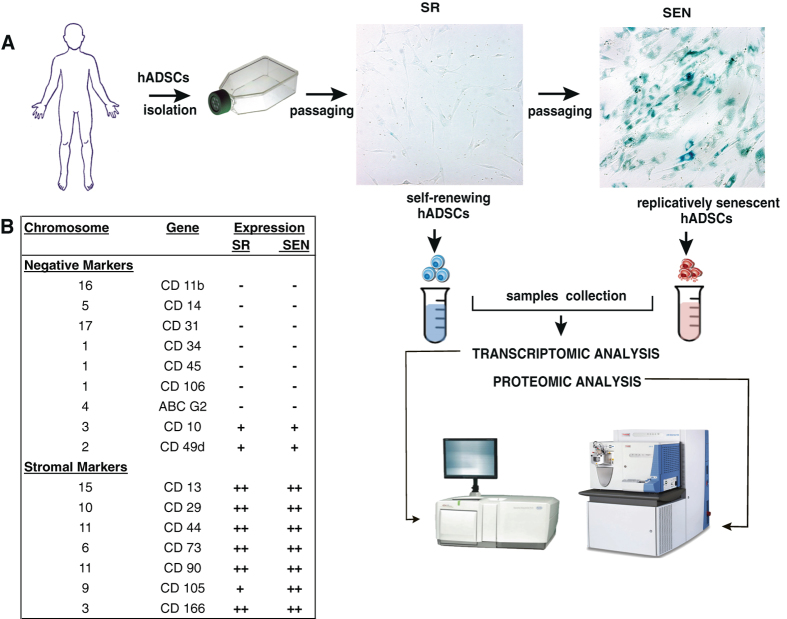
Schematic representation of sample collection for analysis and immunological stability of hADSCs upon replicative SEN. **a** hADSCs were isolated from healthy donor subcutaneous tissue and passaged ex-vivo as described in materials and methods. Colorimetric detection of SA-β-Gal (10x) in SR and SEN hADSCs is shown. Samples were collected and processed for transcriptomic and proteomic studies as described in material and methods. **b** The table summarizes immunostability of hADSCs in SR and senescent states, which were assessed by expression of MSC-positive and MSC-negative CD markers, details shown in Supplementary Table S3

We further assessed the changes associated with replicative SEN via transcriptome analysis (RNA-*seq)* and matching high-resolution LC-MS/MS differential abundance proteome analysis, a technique that can measure global changes in relative protein abundance (Fig. 1a) as described in materials and methods.^39, 40^

Comparative transcriptomic analysis (RNA-*seq*) between SR and SEN hADSCs revealed a number of ncRNAs that are upregulated in SEN compared to SR hADSCs (Fig. 2a and b, Supplementary Figure S3A, S3B and materials and methods). 

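The RNA-seq data are 2 libraries, 1 from SR hADSCs at population doubling 8 and 1 from SEN hADSCs at population doubling 40. hADSCs are mesenchymal stem cells isolated from adipose tissue, and each library was made from a pool of 3 lines, so the files used here hold no replicates of either state. The supplementary methods speak of replicates of SR and SEN cells and also of a method made for single ones, and the sample labels give 1 library per state. The paper states that its RNA isolation enriched small non-coding species and gave the read lengths a bimodal distribution. The reads, relatively long single reads of the Roche pyrosequencing platform, were mapped by the authors with BLAT to the hg18 build at 99% identity. Reads with several equally good positions were placed where RefSeq exons covered them best, which leaves genes with near-identical copies uncertain. The authors deposited the read counts of 19980 RefSeq transcripts and the RPKM of 19005 of them; the 975 transcripts without an RPKM are all non-coding (NR) entries. The counts and the RPKM are tied by a fixed rule: an RPKM is the count plus 0.5, scaled by transcript length and by a library total of 193113 reads for SR and 164714 for SEN, as recovered from small RNAs of known length. Taking the most-read transcript of each of 11162 gene symbols, 67160 SR reads and 65347 SEN reads lay in genes, or 34.8% and 39.7% of these totals. A gene with equal reads in both libraries therefore has a log_2_ SEN/SR ratio of 0.23 in the deposited RPKM, and this is also the median of the tested genes. With TMM factors that median is 0.05 and with median-of-ratios factors 0. The median gene had 4 reads over both libraries, and 2583 of the gene symbols (2502 mRNAs and 81 ncRNAs) had at least 10. These 2583 genes were compared by a 2-sided exact binomial test on their reads, with the null share set by the deposited scaling, Clopper-Pearson 95% intervals and Benjamini-Hochberg adjustment over all of them. This test compares the libraries, not the conditions: it covers counting error, and the spread between cultures is unknown. At the depth reached, a gene with 100 reads had to be 2.08-fold higher or 2.19-fold lower to pass, and a gene with 20 reads 6.64-fold higher or 16.2-fold lower.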

Differentially expressed ncRNAs are identified as those that have high levels of fold change (log_2_ SEN/SR) and significant differences in the normalized number of reads (dRPKM SEN-SR) as shown in Supplementary Figure S3B. 

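Small RNAs made up most of the ncRNAs that exceeded both thresholds of the study on the SEN side of the RPKM values, 54 gene symbols in all, with 22 microRNA hairpins and 19 snoRNAs or scaRNAs among them. Most were single reads: 35 of the 54 had 1 read over both libraries, and 44 had none in SR. The hairpins included *MIR18A* and *MIR19A* with 0 reads in SR and 1 in SEN, *MIRLET7A2* with 0 and 1, and *MIR125B1* with 1 and 2. Because a hairpin is short, 1 read of *MIR18A*, at a length of 71 bases, gives an RPKM of 128 in SEN against 36.5 for 0 reads in SR. Only 4 of the 54 had at least 10 reads, and none passed the exact test. On the other side, 48 ncRNAs were lower in SEN by the same thresholds, among them the snoRNA host gene *SNHG5* with 9 reads in SR and 3 in SEN, and none of these passed either. When the reads of each transcript were shared at random between the libraries in their overall read ratio, 100 such draws gave a mean of 53.2 ncRNAs higher (41 to 68) and 45.6 lower (34 to 59). Reading the second threshold as a difference in RPKM instead of its log_2_ gave 140 ncRNAs higher and 83 lower. Among all 81 ncRNAs with at least 10 reads, including those without an RPKM, *H19*, an imprinted long ncRNA, and *MALAT1*, an abundant nuclear ncRNA, passed the exact test as higher in SEN, and none passed as lower. *H19* had 28 reads in SR and 68 in SEN, a log_2_ ratio of 1.49 (95% interval 0.86 to 2.20, adjusted p = 2.62e-04, exact binomial test). *MALAT1* had 1052 reads in each library, so its log_2_ ratio of 0.23 (adjusted p = 0.0303, exact test) is the offset of the deposited scaling, and it did not pass with TMM factors (adjusted p = 0.988).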

The 216 ncRNAs upregulated upon SEN have been identified (shown in *red* in the upper right quadrant of Fig. 2a). Three out of four upregulated ncRNA loci (Fig. 2b) encode polycistronic transcripts that could be processed to yield multiple miRNAs (Fig. 2b): chr11:*MIR100HG* (encoding mir-125b1, mir-let7a-2, mir-100), chr13: *MIR17HG* (encoding mir-17, mir-18a, mir-19a, mir-20a, mir-19b-1, mir-92a-1) and chr22: *MIRLET7BHG* (encoding mir-3619, mir-let7a-3, mir-4763, mir-let-7b).

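Apart from *NEAT1*, the host transcripts of these loci were read rarely in both libraries. *MIR100HG* had 6 reads in SR and 12 in SEN, a log_2_ ratio of 1.17 (95% interval −0.30 to 2.93, adjusted p = 0.638, exact binomial test), and has a count but no RPKM. *MIR17HG* had 0 reads in SR and 2 in SEN for one RefSeq transcript and 0 and 1 for the other. *MIRLET7BHG* had 2 reads in SR and 3 in SEN (0.71, −2.31 to 4.40). *NEAT1*, the long ncRNA of nuclear paraspeckles and host of mir-612, was the deepest of the 4 loci with 88 reads in SR and 60 in SEN (−0.32, −0.82 to 0.17, adjusted p = 0.768, exact test). Its hairpin *MIR612* had 1 read in SR and 3 in SEN, and *MIR4763* and *MIRLET7B* of the *MIRLET7BHG* locus had 0 and 1, and 1 and 1. Hairpins lie inside or beside their host transcripts, so a read could be counted for both. No row was listed for *MIR17*, *MIR20A*, *MIR19B1*, *MIR92A1*, *MIR100*, *MIR3619* or *MIRLET7A3*. By the thresholds of the study, 6 hairpin transcripts of the loci were higher in SEN (*MIR18A*, *MIR19A*, *MIR125B1*, *MIRLET7A2*, *MIR4763* and *MIR612*), each with at most 3 SEN reads. *MIR17HG*, *MIRLET7BHG* and *NEAT1* were not, and the thresholds could not be applied to *MIR100HG*, which has no RPKM. With the second threshold read as a difference in RPKM, *MIR17HG* was higher too, by its transcript with 0 reads in SR and 1 in SEN. For *MIR100HG*, *MIR17HG* and *MIRLET7BHG* a change was not detectable at this depth: the interval of *MIR100HG*, the most read of them, reaches from lower to higher in SEN. The interval of *NEAT1* leaves out a log_2_ increase above 0.17, as far as counting error goes. It covers only the *NEAT1* transcript counted, which is 3735 bases long. Without coordinates it was not checked whether this transcript holds the mir-612 hairpin, so it need not stand for the whole locus. Of 12 genes of the microRNA pathway, 2 could be tested, *DICER1* with 7 reads in SR and 6 in SEN and *TNRC6B* with 10 and 8, and neither passed. Of 17 microRNA host genes and long ncRNAs listed before the data were examined, 9 were tested, and *H19* and *MALAT1* alone passed, also when adjusted over the list alone. The median log_2_ ratio of the 9 tested genes was −0.32, at percentile 3.20 among 10000 random gene lists matched on expression, and at percentile 57.6 with the genes of at least 20 reads alone.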

**Fig. 2:**
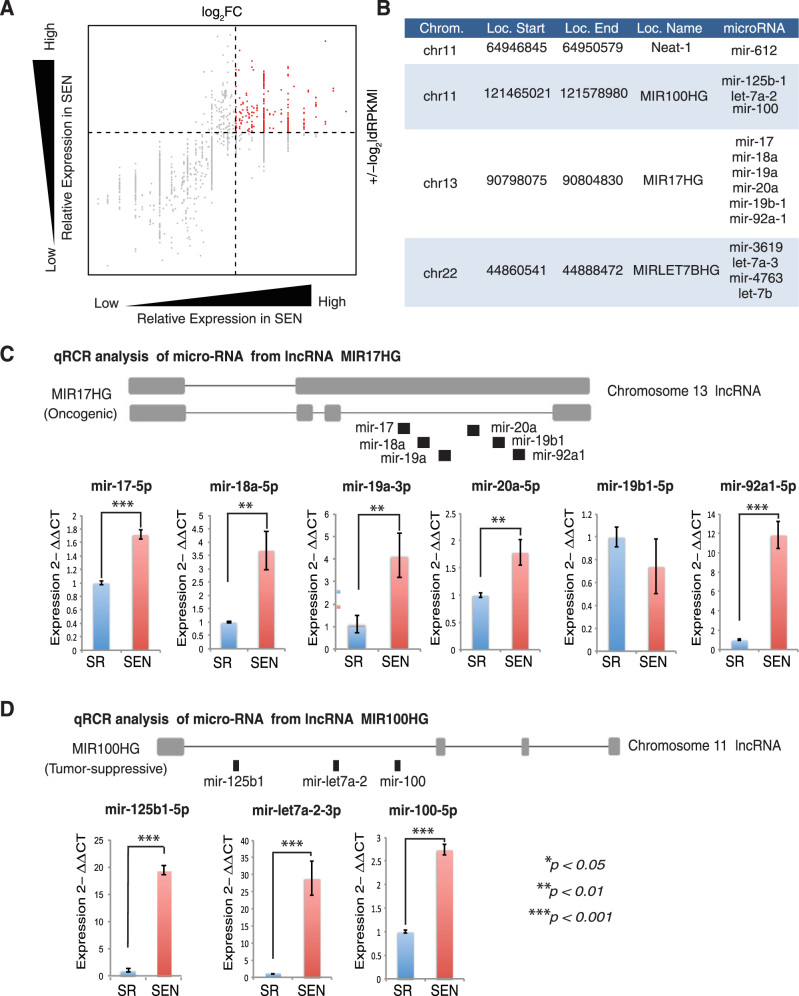
MiRNA clusters and SEN-associated miRNA (SA-miRNAs) discovered via RNA-seq analysis and experimentally validated by qPCR. **a** Differential expression of non-coding RNA genes in SR versus SEN hADSCs revealed by RNA-seq analysis. Fold-change values (log_2_ SEN/SR) are shown on the *x*-axis and RPKM differences (log_2_ SEN-SR) are shown on the *y*-axis. SEN upregulated non-coding RNA genes are shown in *red* (upper right quadrant). **b** Genomic locations and locus names for SEN upregulated miRNA gene clusters revealed by RNA-seq analysis. **c** Graphical representation of oncogenic MIR17HG locus and qPCR analysis of mature mirRNA expression in SR (*blue bar*) and senescent (SEN, *red bar*) states of hADSCs. Relative expression of either passenger strand mature miRNAs (depicted in the graphs as *-3p*) or guide strand mature miRNAs (depicted in the graphs as *-5p*) to U6 small RNA was measured. Data are shown as fold change (ΔΔC*τ*) The mean ± SD from three independent experiments is shown. The statistical difference was evaluated by Student’s *t-*test and *P-*value (*p*) related to experimental measurements and are listed under the graphs, where ***p < 0.001, **p < 0.01. **d** Graphical representation of tumor-suppressive MIR100HG locus and qPCR analysis of mature miRNA expression in SR (*blue bar*) and senescent (SEN, *red bar*) states of hADSCs. Relative expression of either passenger strand mature miRNAs (depicted in the graphs as *-3p*) or guide strand mature miRNAs (depicted in the graphs as *-5p*) to U6 small RNA was measured. Data are shown as fold change (ΔΔC*τ*) The mean ± SD from three independent experiments is shown. The statistical difference was evaluated by Student’s *t-*test and *P-*values (*p*) related to experimental measurements are listed under the graphs, where ***p *<* 0.001.

Numerous studies have been done on these ncRNA loci, reporting the potent phenotypes induced by their genetic perturbations and by overexpression/deletion of these loci-associated miRNAs, thus placing these genetic regions at the center of numerous cellular and developmental pathways.^41–43^ *MIR17HG* and *MIR100HG* clusters and their paralogs have been placed at the nexus of opposing activities during malignancy development: oncogenic^41, 44^ and tumor-suppressive,^42, 45, 46^ respectively. Similarly, the *MIRLET7BGH* cluster has been identified as a potent tumor suppressor and a regulator of cellular SEN, functionally linked to neural stem cell age-related decline through the regulation of *p16(Ink4a)*.^43, 47–49^

### Dynamic and differential expression of mature miRNAs from MIR17HG and MIR100HG clusters upon replicative SEN of hADSCs

In the context of this study, we further focused on upregulation of functionally antagonistic *MIR17HG* and *MIR100HG* miRNA-bearing loci upon senescence. The human chromosome 13 *MIR17HG* cluster (800bp) encodes six tightly grouped miRNAs with four distinct “seed” sequences^31, 50^: mir-17, mir-18a, mir-19a, mir-20a, mir-19b1, and mir-92a1 (schematically shown in Fig. 2c). The miRNAs from this locus have been designated as onco-miRNAs because of their importance in cell transformation and tumorigenesis.^41, 46^ The chromosome 11 MIR100HG cluster homes three miRNAs (mir-125b1, mir-let7a-2, mir-100) situated within a comparable genomic distance (Fig. 2d).

The miRNAs are frequently transcribed together as polycistronic primary transcripts that are processed into multiple individual mature miRNAs.^51^ To identify specific miRNA production from these clusters in SEN hADSCs, we examined the abundance of mature miRNAs originating from both guide strand (mir-*5p*) and passenger strand (mir-*3p*/ mir*) by the MystiCq miRNA qPCR assay system as described in materials and methods.

Analysis of the *MIR17HG* cluster has revealed that only mature guide strand miRNAs: mir-17-*5p*, mir-18a-*5p*, mir-20a-*5p*, mir-19b1-*5p* and mir-92a1-*5p*, are detected in both SR and SEN hADSCs (Fig. 2c). No mature passenger strands: mir-17-*3p*, miR-18a-*3p*, miR-20a-*3p*, mir-19b1-*3p* and mir-92a1-*3p*, have been observed in the tested samples. Contrary to that, only mature passenger strand miRNA for mir-19a-*3p* is robustly recorded by real-time PCR (Fig. 2c). We have observed a statistically significant SEN-related increase in production of mature miRNAs in accordance with their corresponding primary non-coding transcripts *MIR17HG*: miR-17-*5p* (*p* < 0.001), miR-18a-*5p* (*p* < 0.01), miR-20a-*5p* (*p* *<* 0.01), mir-92a1-*5p* (*p* *<* 0.001) and mir-19a-*3p* (*p* *<* 0.01) (Fig. 2c and Supplementary Figure S4A). No significant change in the mature mir-19b1-*5p* has been detected upon replicative SEN of hADSCs (Fig. 2c).

The *MIR100HG* cluster has given rise to two guide strand mature miRNAs: mir-125b1-*5p* and mir-100-*5p* in SEN hADSCs. No mature passenger strands: mir-125b1-*3p* and mir-100-*3p* have been detected in our samples. Contrary to this notion, both guide mir-let7a-2-*5p* and passenger mir-let7a-2-*3p* have been detected in both SR and SEN conditions, where the balance in the stability/maturation preference of guide mir-let7a-2-*5p* is shifted upon SEN, favoring the production of passenger strand mir-let7a-2-*3p* (greater than 25-fold upregulation shown in Fig. 2c and Supplementary Figure S3A). Interestingly, this switch in the mature strand selection for mir-let7a-2 in SEN hADSCs is not due to an increase in AGO3 protein expression as was reported previously.^52^ The level of endogenous AGO3 protein does not seem to change significantly with replicative SEN (Supplementary Figure S4B).

Together, these data provide evidence that SEN of hADSCs correlates with a dramatic upregulation of the subset of mature miRNAs from the *MIR100HG* and *MIR17HG* clusters, and for some of them, such as mir-let7a-2, a notable shift in the maturation equilibrium between guide and passenger strands of miRNA has been observed. These abundantly upregulated mature miRNAs are called herein: SEN-associated micro RNAs (SA-miRNAs).

### Identification of the gene targets of SA-miRNAs by combined transcriptome and proteome analysis

Despite a plethora of available miRNA target prediction algorithms, it remains a challenge to predict the potential target genes of a given miRNA. A number of these prediction algorithms use sequence, contextual, structural and/or evolutionary constraints and rely on subsequent validation of the targets by assessment of mRNA expression level at the large scale.^53^ However, transcriptional analysis of miRNA target genes does not fully reveal the extent to which miRNAs can exert control on protein expression levels, which have a tendency to change more dramatically than mRNA levels.^31, 54, 55^

Next, we have undertaken an integrated approach (illustrated in Fig. 1, Supplementary Figure S3C, S5 and described in materials and methods) to simultaneously explore two mechanisms by which SA-miRNAs might exert their functional effects: (1) mRNA degradation (Fig. 3a-left side of the cartoon), and (2) inhibition of protein translation without triggering mRNA decline (translational repression; Fig. 3a-right side of the cartoon).

**Fig. 3:**
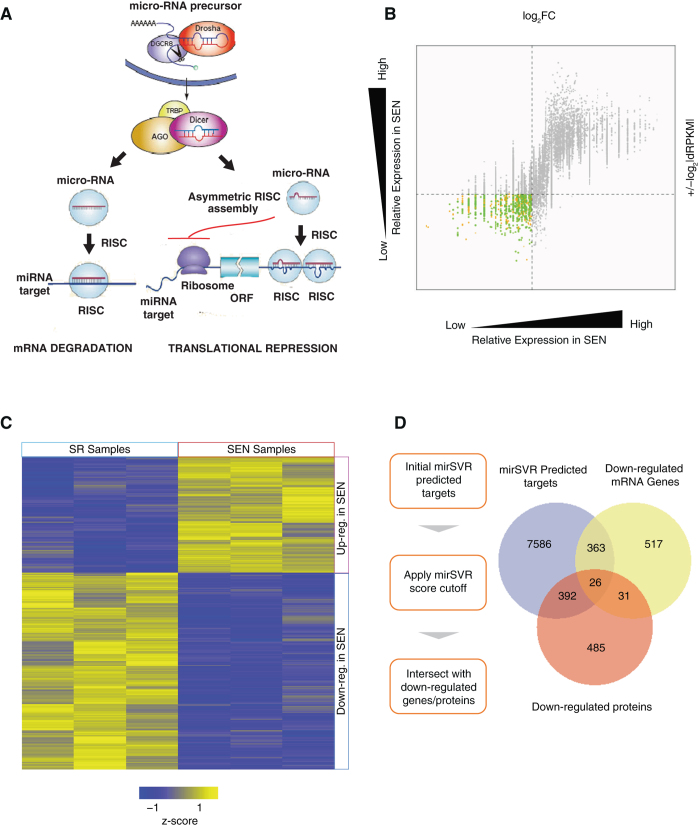
Differential expression of mRNA and protein targets of SA-miRNAs. **a** Schematic showing the mRNA degradation versus translational repression modes of miRNA regulation. **b** Differential expression of protein-coding mRNAs in SR versus SEN hADSCs. Fold-change values (log_2_ SEN/SR) are shown on the *x*-axis, and RPKM differences (log_2_ SEN-SR) are shown on the *y*-axis. SEN downregulated protein-coding mRNAs are shown in *green* (lower left quadrant). **c** Heatmap depicting differential expression of proteins in SR versus SEN hADSCs. Normalized protein expression levels are shown for three replicate samples each of SR versus SEN hADSCs (see *z-score* color scale). SEN downregulated proteins are shown in the lower right quadrant. **d** A flowchart illustrating the approach to identifying downregulated SA-miRNA targets is shown along with a Venn-diagram indicating the numbers of genes or proteins identified via each method and the numbers identified by multiple methods

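Of 42 collagen and extracellular matrix genes with enough reads, 5 were higher in the SEN library, none was lower and 37 did not pass (10 higher and 0 lower when adjusted over the list alone). *POSTN*, which encodes the matrix protein periostin, had 90 reads in SR and 177 in SEN and was 2.30-fold higher by RPKM (95% interval of log_2_ SEN/SR 0.83 to 1.59, adjusted p = 2.52e-08, exact binomial test). *COL12A1* had 181 and 260 reads (log_2_ SEN/SR 0.75, adjusted p = 2.51e-05, exact test). Both passed under each scaling. *COL3A1* (0.51), *THBS1* (0.35) and *TGFBI* (0.28) also passed, but not with TMM factors (adjusted p = 0.122, 0.351 and 0.791, exact test). Of 21 smooth muscle and cytoskeleton genes, *TPM1* (108 and 176 reads, 0.93) and *CALD1* (98 and 165 reads, 0.98), which encode the actin-binding proteins tropomyosin 1 and caldesmon, were higher and none was lower (6 higher when adjusted over the list alone). Of the senescence and p53 target genes, *CDKN1A*, which encodes P21, had 18 and 29 reads (0.90, 0.02 to 1.85) and did not pass (adjusted p = 0.464). *B2M*, the light chain of MHC class I, was the gene of 7 tested from the interferon response that was higher (37 and 77 reads, 1.28; 1 gene also when adjusted over the list alone). Of 19 stress and unfolded protein response genes, *CALR* was higher (86 and 132 reads, 0.84; 1 also when adjusted over the list alone), and of 17 chromatin remodelling and deacetylase genes, *CHD3* was (223 and 261 reads, 0.46; 1 also when adjusted over the list alone). Neither held with TMM factors (adjusted p = 0.0763 for *CALR* and 0.512 for *CHD3*, exact test). None of 27 RNA binding and splicing genes passed (*NONO* higher when adjusted over the list alone), and none of 74 cytoplasmic ribosomal protein genes did by either adjustment. Ribosomal protein genes have many processed copies in the genome, so their counts are uncertain.

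**Figure D1:**
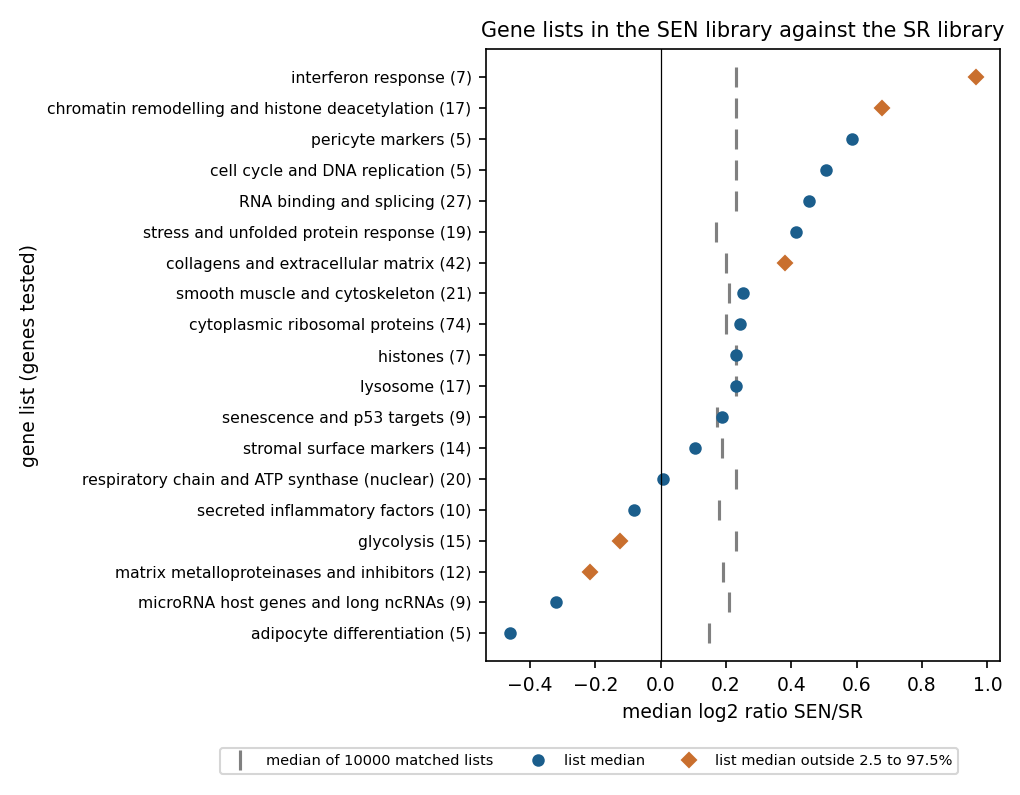
Median log_2_ ratio SEN/SR of the tested genes of each list (x-axis) for 19 gene lists (y-axis, number of genes tested in brackets), with the median of 10000 random lists matched on expression as a grey bar; orange diamonds lie outside the central 95% of the random lists. The collagen and extracellular matrix list lies at 0.38 against 0.20 in matched lists, and the list of matrix metalloproteinases and inhibitors at −0.22 against 0.19. With the genes of at least 20 reads alone, the lists of glycolysis, the interferon response and chromatin remodelling lie inside the central 95%.

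In all, 19 mRNAs were higher and 7 were lower in the SEN library at an adjusted p under 0.05. Together with the ncRNAs, 21 genes were higher and 7 lower. With TMM factors the split was 11 and 11, and with median-of-ratios factors 9 and 13. All 7 lower genes passed under each scaling, and 9 of the 21 higher ones did. The other scalings lower every log_2_ ratio, which favours the lower genes, so passing under them was a test of the higher genes alone. Among the mRNAs past the exact test with at least 20 reads, the largest ratios belonged to *PCDH18*, a protocadherin (16 and 47 reads, 1.75), *LAMB2*, a laminin chain (14 and 40, 1.71), and *MYOF*, which encodes myoferlin (29 and 62, 1.31). The amino acid transporter gene *SLC38A2* had 47 and 77 reads (0.94). *LAMB2* and *MYOF* did not pass with median-of-ratios factors (adjusted p = 0.0576 and 0.0686, exact test), nor did *SLC38A2* (0.338).

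**Figure D2:**
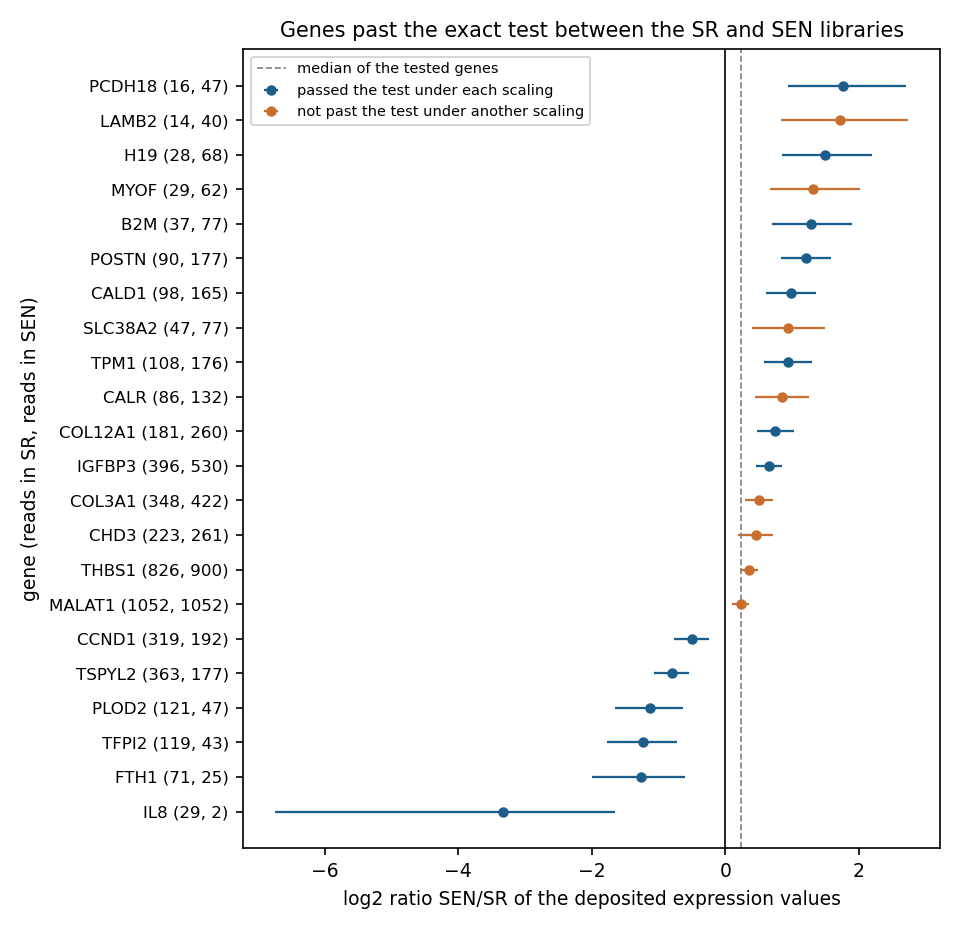
Log_2_ ratio SEN/SR (x-axis) with its 95% Clopper-Pearson interval for 22 genes past the exact test, with the reads in SR and SEN in brackets (y-axis); colours separate the 14 that passed under each scaling from the 8 that did not. The dashed line marks the median of the tested genes, 0.23, on which *MALAT1* lies.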

Since we wished to relate SA-miRNAs to the downregulation of their target genes at the level of mRNA and/or protein expression, we have focused our analysis on SEN-downregulated mRNAs and proteins. SEN-downregulated mRNAs are characterized as those that have low levels of fold change (log_2_ SEN/SR) and the smallest values for the difference in the normalized number of reads (dRPKM SEN-SR). 

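Of the mRNAs lower in SEN by the exact test, *IL8*, a neutrophil-attracting chemokine, had 29 reads in SR and 2 in SEN, a log_2_ SEN/SR ratio of −3.33 (95% interval −6.74 to −1.65, adjusted p = 4.18e-04, exact binomial test). *IL33*, an IL-1 family cytokine, had 18 and 0 reads (adjusted p = 0.00257, exact test). It was 5.12-fold lower with the SEN reads set to a floor of 3, and the 95% interval of its log_2_ ratio reached up to −1.91. *TFPI2*, a Kunitz-type protease inhibitor of the matrix, had 119 reads in SR and 43 in SEN (−1.23, −1.78 to −0.72), and *PLOD2*, a collagen lysyl hydroxylase, had 121 and 47 (−1.13, −1.65 to −0.64). *TSPYL2*, a nucleosome assembly family member, had 363 and 177 (−0.80, −1.07 to −0.54, adjusted p = 2.67e-07, exact test). *FTH1*, the ferritin heavy chain, had 71 and 25 reads (−1.26), but has many processed copies in the genome that leave its count uncertain. *CCND1*, which encodes cyclin D1, had 319 and 192 reads (−0.50, −0.77 to −0.24) and was the 1 gene of 5 tested from the cell cycle and replication list to pass, also when adjusted over the list alone. *MCM3*, *MCM4* and *MCM6* had 4 to 9 reads in SR and 6 to 11 in SEN. Of 10 secreted inflammatory factors, *IL8* and *IL33* were lower and *IGFBP3*, a carrier of insulin-like growth factors, was higher with 396 and 530 reads (0.65; 2 higher and 4 lower when adjusted over the list alone). Of 12 matrix metalloproteinases and inhibitors, *TFPI2* was lower, also when adjusted over the list alone. The list median of −0.22 lay at percentile 0.545 among matched lists. None of 15 glycolysis genes passed by either adjustment, and their median of −0.12 lay at percentile 1.31 (2.76, inside the central 95%, with the genes of at least 20 reads alone). *LDHA* had 163 and 102 reads (−0.44, adjusted p = 0.313, exact test) and passed with median-of-ratios factors (adjusted p = 0.0265).
By the thresholds of the study on the deposited RPKM, 937 mRNAs were lower and 1703 were higher in SEN. With TMM factors the numbers were 1236 lower and 1281 higher, and with median-of-ratios factors 1323 and 1201. Of the 937, 661 had fewer than 10 reads over both libraries, 361 had none in SEN and the median was 6 reads. *IL8*, *IL33*, *TFPI2*, *PLOD2*, *TSPYL2* and *FTH1* are the 6 that passed the exact test, and of the 1703, 13 passed. Sharing the reads of each transcript at random in the overall read ratio of the libraries gave a mean of 800.0 mRNAs lower (731 to 858 in 100 draws) and 1545 higher (1461 to 1658). Sharing them by the library totals of the RPKM gave 1035 lower and 1211 higher. Transcripts of the same gene were drawn separately though they can hold the same reads, which can raise the numbers in the draws.

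**Figure D3:**
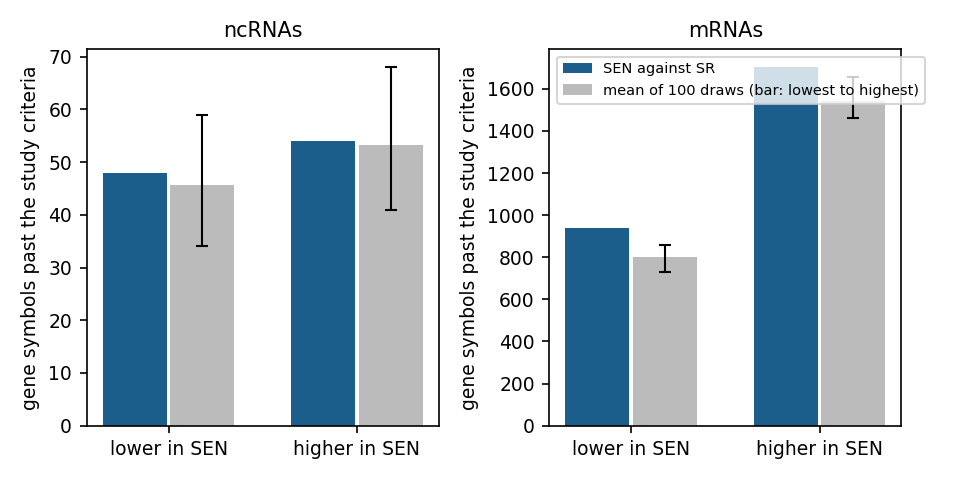
Gene symbols past the thresholds of the study (y-axis), lower or higher in SEN (x-axis), for ncRNAs and mRNAs. Blue bars are the counts from the deposited RPKM and grey bars the mean of 100 random draws that share the reads in the ratio of the libraries, with lines from the lowest to the highest draw; the ncRNA counts of 48 and 54 lie inside those lines, and the mRNA counts of 937 and 1703 lie above them.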

There are a total of 937 SEN-downregulated mRNAs that have been identified in this way (shown in *green* in the lower left quadrant of Fig. 3b). SEN-downregulated proteins have been identified by comparing protein expression levels across SR versus SEN replicate samples. There are 986 proteins that have shown significantly lower levels of expression among SEN replicates compared to SR replicates (shown in *blue* in the lower right quadrant of Fig. 3c).

Having identified SEN downregulated mRNAs and proteins in this way, we then applied the mirSVR prediction algorithm (Supplementary Figure S6) to search for potential target genes of SA-miRNAs (Fig. 2c and d) among these mRNAs and proteins (materials and methods). The mirSVR algorithm has been chosen because it combines multiple sources of information for miRNA target prediction, including gene expression data from miRNA transfection experiments, thereby allowing for a lower rate of false positive predictions (Supplementary Methods). We have undertaken a conservative approach to miRNA prediction by only selecting targets with a score <−0.2. Among 8367 targets predicted by mirSVR, 389 mRNAs, and 418 proteins have been downregulated upon SEN of hADSCs (shown as Venn diagram in Fig. 3d).

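The copy of Table S1 used here holds 309 gene symbols, of the 389 mRNAs the paper reports, so no test was run on the table as a set. The study chose these genes on the same 2 libraries, so their direction is not independent evidence. The 5 with the most SR reads were *TSPYL2*, *TFPI2*, *INHBA*, *DCBLD2* and *FAM129B*. *INHBA*, which encodes the activin A subunit, had 118 reads in SR and 63 in SEN, a log_2_ ratio of −0.67 (95% interval −1.14 to −0.22), and did not pass the exact test (adjusted p = 0.140) except with TMM or median-of-ratios factors (adjusted p = 0.0195 and 0.00940, exact test). *DCBLD2* had 74 and 39 reads (−0.69, −1.29 to −0.12, adjusted p = 0.314) and *FAM129B* 66 and 36 (−0.64, −1.27 to −0.04, adjusted p = 0.455), and neither passed. Over the whole copy, matched to 308 gene symbols of the count table, 4 genes were lower by the exact test, *TSPYL2*, *TFPI2*, *IL8* and *IL33*, and none was higher. Another 123 with at least 10 reads did not pass, and 181 had fewer than 10 reads. In SEN, 85 of the 308 had no read, and the median over both libraries was 8 reads. The paper takes predicted targets that were lower in SEN as mRNAs degraded under the SA-miRNAs, and proposes that they may represent pathways relevant to the SEN phenotype.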

Collectively, the SA-miRNA target genes captured by this approach may represent numerous biological pathways relevant to the establishment and/or maintenance of the SEN phenotype pathways in hADSCs.

### Validity and sensitivity of the integrated transcriptome and proteome approach for the identification of SA-miRNA target genes

To verify the validity and sensitivity of our integrated approach for the identification of SA-miRNA target genes, we evaluated gene expression of two previously established targets of mature mir-100 from the *MIR100HG* locus, the *HOXA1* and *SMARCA5* genes.^42, 56^ Mir-100 directly targets these genes in mammary epithelial cells, imposing epithelial-to-mesenchymal transition (EMT) through downregulation of their expression (Supplementary Figure S7A). Consistent with published findings, our LC-MS/MS proteomic data demonstrates that the protein expression levels of both SMARCA5 and HOXA1 are significantly reduced upon SEN of hADSCs (Supplementary Figure S7B) in accordance with endogenous upregulation of *mir-100-5p* (Fig. 2d). Notably, both *SMARCA5* and *HOXA1* mRNA levels in SEN cells do not show significant downregulation when compared to SR cells, thus suggesting that *mir-100-5p* operates via the translational repression pathway illustrated in Fig. 3a (right panel). These findings provide a proof-of-principle that our approach is valid and reliable for deciphering targets of SA-miRNA action.

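*SMARCA5*, which encodes the chromatin remodelling ATPase SNF2H, had 10 reads in the SR library and 9 in the SEN library. Its log_2_ SEN/SR ratio was 0.09 (95% interval −1.40 to 1.53, adjusted p = 1, exact binomial test), so a decrease or increase inside that interval was not detectable at this depth. With median-of-ratios factors the ratio was −0.14.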

### Destabilization of mRNA and translational repression through SA-miRNAs upon SEN of hADSCs

Our transcriptome analysis has revealed 389 downregulated mRNA representing SEN-associated degradation targets of SA-miRNAs in hADSCs (Fig. 3d). 

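In the copy of Table S1 held here, the chemokine gene *IL8* is listed under mir-17-5p, mir-19a-3p, mir-20a-5p and let-7a-2-3p, and *TFPI2* under mir-17-5p and mir-20a-5p. *IL33* is listed under mir-19a-3p and let-7a-2-3p, and *TSPYL2* under mir-18a-5p. These are the genes of the copy that passed the exact test as lower in SEN, so each of these 5 miRNAs has 1 or 2 such genes. No target listed for mir-92a-1-5p, mir-100-5p or mir-125b-5p passed. The lists are longest for mir-19a-3p with 108 genes, 51 of them with at least 10 reads, mir-20a-5p with 105 and 48, and mir-17-5p with 97 and 47. let-7a-2-3p has 92 genes (39 with at least 10 reads), mir-18a-5p has 47 (18), mir-125b-5p has 43 (14), mir-92a-1-5p has 34 (14) and mir-100-5p has 7 (3). Genes with no SEN read are 29 of those for mir-19a-3p, 29 for mir-20a-5p, 26 for mir-17-5p and 25 for let-7a-2-3p.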

Representative heatmaps of transcriptional changes of SA-miRNA mRNA targets for individual SA-miRNA are shown in Fig. 4a and Supplementary Figure S8A, and their expression levels are shown in Supplementary Table S1.

**Fig. 4:**
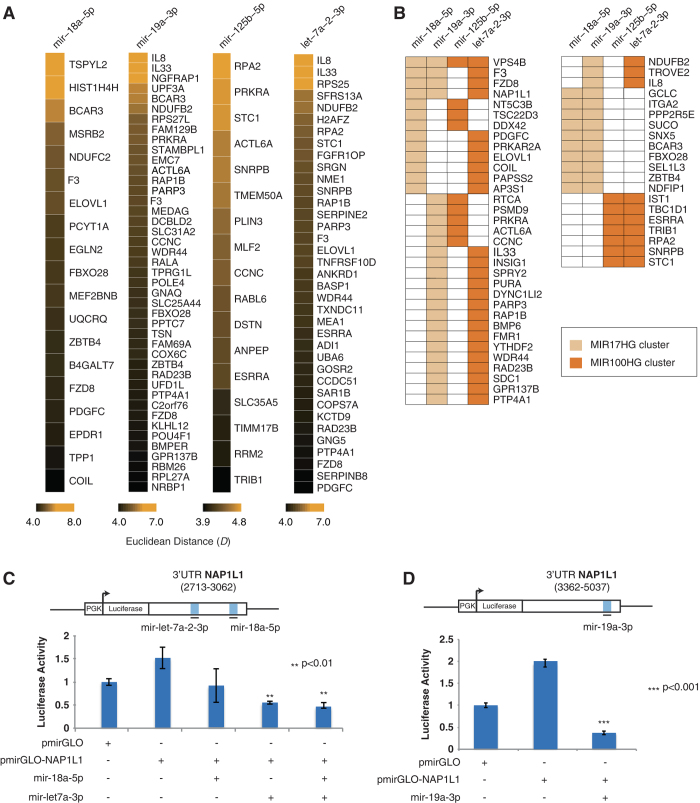
Downregulation of SA-miRNAs target genes via mRNA degradation in SEN. **a** SEN downregulated protein coding mRNAs targeted by SA-associated miRNAs. Differential expression levels are quantified by the Euclidean distance as described in the electronic supplementary materials and Supplementary Figure S2. **b** Coordinated regulation of SEN downregulated protein-coding mRNAs by multiple SA-miRNAs. Individual miRNAs are shown and color-coded according to their miRNA gene cluster. **c**, **d** Coordinated regulation of *NAP1L1* UTRs by SA-miRNAs. Schematic diagrams of predicted target sites of SA-miRNAs in the two distal portions of *NAP1L1* UTRs: A portion from 2713 to 3062 relative to the transcriptional start site TSS (**c**) and a portion from 3362 to 5037 relative to the TSS (**d**). Repression of luciferase reporters bearing the UTRs (pmirGLO-*NAP1L1)* and corresponding control luciferase vector pmirGLO by mimic SA-miRNAs (*n* = 3, mean = +/−SD, two-tailed, type 2, Student *t*-test, compared to the control vector pmirGLO). *P-*value (*p*) related to experimental measurements are listed over the graphs, where ***p *<* 0.001, **p < 0.01

Similarly, 418 out of 8367 targets predicted by mirSVR targets have shown evidence of downregulation at the level of protein expression based on the results of the LC-MS/MS proteomic analysis (Figs. 3d and 5). The heatmaps of the representative targets of the individual SA-miRNAs are shown in Fig. 5a, Supplementary S9A and detailed in Supplementary Table S2.

**Fig. 5:**
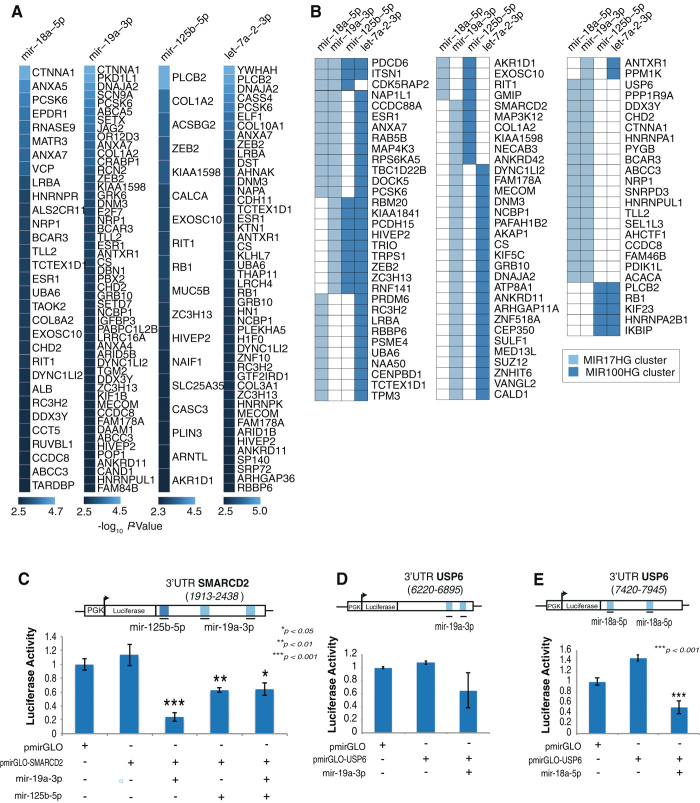
Downregulation of proteins *via* SA-miRNA-based translational repression in SEN. **a** SEN downregulated proteins targeted by SEN upregulated miRNAs. Differential protein expression is quantified by the Students’ *t-*test (-log_10_ *P*-values shown) as described in the electronic supplementary materials. **b** Coordinated regulation of SEN downregulated proteins by multiple SA-associated miRNAs. Individual miRNAs are shown and color-coded according to their miRNA gene cluster. **c** Coordinated regulation of *SMARCD2* UTR by SA-miRNAs. Schematic diagrams of the predicted target sites of SA-miRNAs in the (1913-2438) portion of *SMARCD2* UTR. **d**, **e** Coordinated regulation of *USP6* UTRs by SA-miRNAs. Schematic diagrams of the predicted target sites of SA-miRNAs in the two distal portions of *USP6* UTRs: a portion from 6220 to 6895 relatively to the transcriptional start site TSS (**d**) and a portion from 7420 to 7945 relatively to the TSS (**e**). Repression of luciferase reporters bearing the UTRs (pmirGLO-*SMARCD2* and pmirGLO-*USP6,*) and corresponding control luciferase vector pmirGLO by mimic SA-miRNAs (*n* = 3, mean = +/−SD, two-tailed, type 2, Student *t*-test, compared to the control vector pmirGLO). *P-*value (*p*) related to experimental measurements are listed over the graphs, where ***p < 0.001, **p < 0.01, *p < 0.05.

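In the copy of Table S1 held here, *NAP1L1*, which encodes a histone chaperone, is listed under 5 miRNAs (mir-17-5p, mir-18a-5p, mir-19a-3p, mir-20a-5p and let-7a-2-3p). Its most-read transcript had 20 reads in SR and 11 in SEN, a log_2_ SEN/SR ratio of −0.60 (95% interval −1.84 to 0.50, adjusted p = 0.835, exact binomial test). Table S1 also lists another transcript of the gene, the only one under mir-18a-5p, with a lower ratio. Of 308 genes in the copy, 143 are listed under 2 or more of the 8 miRNAs, 22 under 4 or more and 165 under 1. For 41 of the 143 the miRNAs are mir-17-5p and mir-20a-5p, which share a seed sequence. With that pair counted as 1, 102 genes are listed under 2 or more. The median log_2_ ratio was −1.36 for genes under 2 or more miRNAs and −1.36 for genes under 1, with medians of 9 and 7 reads over both libraries. The study chose these genes for a low ratio in the same libraries, and at so few reads many share the same ratio. The equal medians therefore do not bear on an effect of joint targeting. Of the genes under 2 or more, 66 had at least 10 reads and *IL8*, *IL33* and *TFPI2* passed the exact test as lower; of those under 1, 61 had at least 10 reads and *TSPYL2* passed.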

Interestingly, both downregulated mRNA (Fig. 4a) and numerous SA-miRNA targets associated with translation repression have shown a trend towards a potential co-regulation by two or more of the SA-mRNAs (Figs. 4b and 5b, Supplementary S8B and S9B). These results, in accordance with previously reported data, suggest that under physiological conditions many of the SA-miRNA target genes might be subjected to concurrent regulation by multiple co-expressing miRNAs from clusters with opposing biological roles: oncogenic versus tumor-suppressive.^31, 57^ This observation raises the following question: what function does the targeting of mRNA by multiple miRNAs from the same cluster or from clusters with opposing biological activity serve?

### Combinatorial regulation of SA-miRNA gene targets NAP1L1, SMARCD2 and USP6 by the miRNA from oncogenic MIR17HG and tumor-suppressive MIR100HG clusters

To answer this question, we tested the hypothesis that co-expression of multiple miRNAs induces stronger downregulation of their common targets. We have focused on three SA-miRNA target genes that exemplify the following co-targeting arrangements: (1) a critical chromatin chaperone, NAP1L1^58^ targeted by multiple miRNAs from antagonistic *MIG17HG* and *MIR100HG* clusters (Fig. 4b), (2) a component of the chromatin remodeling complex, barrier to autointegration factor complex, SMARCD2/BAF60B^59, 60^ targeted by a single miRNA from antagonistic clusters (Fig. 5b), (3) a potent oncogene, USP6/TRE17^61, 62^ targeted by multiple miRNAs with two distinct “seed” sequences from the same cluster (Fig. 5b).

To demonstrate the regulatory effects of *mir-let-7a-5p, 18a-5p and mir-19a-3p, mir-19a-5p* on NAP1L1, SMARCD2 and USP6 expression we performed in vitro luciferase assays (materials and methods). For this purpose, corresponding 3′UTRs of: (1) *NAP1L1* (3′UTR 2713-3062 and a portion of 3′UTR 3362-5037) shown in Fig. 4c and d, (2) *USP6* (portions of 3′UTR 6220-6895 and 3′UTR 7420-7945*)* shown in Fig. 5d and e, and (3) 3′UTR 1913-2438 of *SMARCD2* (Fig. 5c) genes were cloned into the pGL3-promoter vector, immediately downstream of the luciferase gene. These reporter constructs were transfected into 293T cells lacking endogenous expression of mature *mir-let-7p-2-3p*, *mir-18a-5p, mir-19a-3p or mir-125b-5p* miRNAs, either alone or in combination with synthetic small, double-stranded RNA molecules designed to mimic endogenous mature miRNA molecules, *mimic* miRNA (Sigma, St. Louis, MO), as previously described.^63, 64^ To validate our hypothesis the mimic miRNAs were transfected either alone or in combinations as described in materials and methods and shown in Figs. 4c, d and 5c, d, e.

We observed that luciferase activity in cells transfected with pGL3-*NAP1L1*-3′UTR was significantly reduced as compared with cells transfected with the control pGL3 vector only by *mir-let-7a-5p (47%)* and *mir-19a-3p (81%)* as shown in Fig. 4c and d, respectively. No significant downregulation of luciferase activeity of pGL3-*NAP1L1*-3′UTR was observed when the *mir-18a-5p* mimic was used (Fig. 4c); although, the *mir-18a-5p* mimic can efficiently downregulate luciferase activity of pGL3-*USP6* -3′UTR (65%) in similar experiments shown in Fig. 5e. This suggests that *NAP1L1* is efficiently targeted by *mir-let-7a-3p* and *mir-19a-3p*, but not *mir-18a-5p*, which originates from the same cluster, *MIR17HG*. Analysis of pGL3-*SMARCD2*-3′UTR revealed a similar trend and confirmed that *SMARCD2* is a target of two SA-miRNAs: *mir-19a-3p* and *mir-125b-5p* (Fig. 5c).

In a similar experiment, we tested two composite 3′UTR parts of the *USP6* gene (Fig. 5d and e). The 3′UTR of the *USP6* gene responded with statistical significance to only one miRNA from the *MIR17HG* cluster. Transient transfection of the mimic of *mir-18a-5p* resulted in a 65% downregulation of luciferase activity (Fig. 5e), while transfection of the mimic of *mir-19a-3p* showed no significant change (Fig. 5d). These findings argue for the preferential use of SA-miRNAs originating from the same cluster for the concurrent regulation of the same genes.

We also tested the ability of pairs of miRNAs to synergistically regulate mutual targets in order to facilitate more efficient target repression, a phenomenon known as cooperating miRNAs.^31^ Although each single SA-miRNA efficiently downregulated the *NAP1L1*, *SMARCD2* and *USP6* UTRs in transient transfection experiments (Figs. 4c and d, 5c and d), data has shown that simultaneous transfection of multiple micro-RNA mimics targeting the same UTR does not increase the efficiency of target downregulation in all of the tested reporter assay combinations. This argues against the implicit assumption that a stronger downregulation of common gene targets could be achieved by multiple simultaneously co-expressing miRNAs, thus leading to a larger response of the target to miRNA perturbation.

These data suggest that the concept of miRNA cooperativity might imply a much more sophisticated mechanism of regulation of miRNA targets than was initially anticipated. For example, selective, physiologically-relevant expression of cooperating miRNAs could be adopted by cells to facilitate distinctive and fine-tuned gene expression patterns to meet the requirements of different biological scenarios and this phenomenon is unlikely to be appropriately tested in transient transfection experiments.

### Network-based functional enrichment analysis of SA-miRNA targets

Since clustered SA-miRNAs are co-expressed at different levels upon SEN in hADSCs (Fig. 2c and d), one might expect that they jointly regulate distinct molecular pathways not only by co-targeting individual genes but also by targeting differential components of the same pathways as previously shown for *Drosophila melanogaster*.^44, 65^ With this in mind, we developed a network-based functional enrichment analysis method to visually elucidate the potential roles of, and interactions among, integrated molecular networks of functionally related gene targets of SA-miRNAs in hADSCs (see materials and methods for details on the network analysis).

SA-miRNA targets that were found to be downregulated at the mRNA (Fig. 4 and Table S1) or protein level (Fig. 5 and Supplementary Table S2), were interrogated based on their functional annotations and used to seed the network analysis.^66^ Four categories of particular interest have been identified as relevant to the establishment and maintenance of the senescent phenotype: cell cycle, chromatin, transcription/translation and histone methyltransferases. To identify functional interactions among the corresponding SA-miRNA gene targets from these four categories, we then linked these genes in a network by edges that represent known relationships between the genes based on a variety of functional interactions, such as physical protein-protein interactions, gene co-expression and text mining co-relationships. Genes that do not have any direct known relationships of this kind are transitively linked via the minimum number of possible intermediate gene nodes, some of which are not targets of SA-miRNAs but have been downregulated in SEN hADSCs (Fig. 6 open *circles*). The intermediate nodes, which were not initially identified as miRNA targets or downregulated upon SEN, are the so-called Steiner nodes shown in *gray* in Fig. 6 and described in materials and methods.

**Fig. 6:**
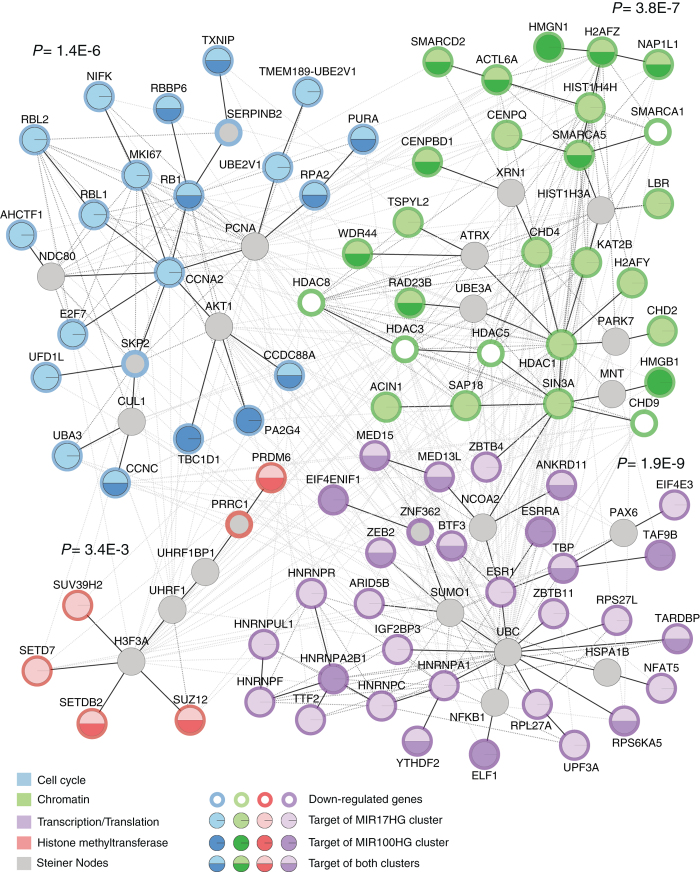
Functional relationships and enrichment of SA-miRNAs targets genes. Four functional categories of genes were evaluated for their relationships and functional enrichment using a network-based approach as described in the experimental procedures. The network nodes represent genes and are color-coded based on their functional category. The color key shows function. Gene nodes are labeled in regards to miRNA seed presence (see node label key in the Figure). Edges represent annotated protein relationships from the STRING database. *Black solid* edges represent connections of the sub-network minimal spanning trees (*i.e.* Steiner trees), *dark gray dashed* edges show additional sub-network connections, and *light gray dashed* edges represent connections between function-specific sub-networks. *P*-values indicate the extent to which each function-specific sub-network is enriched for genes from that particular functional category. Steiner nodes are shown in *gray*. Downregulated genes, which are not targeted by SA-miRNAs are shown with colored rim based on their functional category.

The network functional enrichment analysis resulted in the elucidation of four clearly defined function-specific sub-networks, each of which corresponds to a distinct functional category, along with the inter-relationships between these functional groups (Fig. 6). The coalescence of genes with the same function into discrete sub-networks supports their close functional relationships and tight interactions, and the statistical significance of the functional enrichment within these groups is represented by *P*-values (Fig. 6) determined via simulation of random Steiner networks with the same number of genes from that particular functional category as described in experimental procedures. The *P*-values represent the probability of reconstructing sub-networks of the observed sizes, or smaller, by chance; in other words, they provide significance levels for the observed functional coherence of the sub-network.

Considering that we started with less than 1% of the total human genes, the large network of functionally related clustered genes identified by this method is surprising but immediately apparent. These data indicate that SA-miRNAs jointly regulate molecular pathways not only by co-targeting individual genes but also by targeting different components of the pathways that interconnect and could be relevant to SEN of hADSCs.

### Functional significance of SA-miRNAs from the *MIR17HG* and *MIR100HG* clusters in establishment of the senescent phenotype in hADSCs

To support our hypothesis that SA-miRNAs originating from *MIR17HG* and *MIR100HG* clusters may coordinately regulate gene targets that play key functional roles in the transition of hADSCs from self-renewal to replicative SEN, we next investigated whether transient delivery of SA-miRNAs to SR ADSCs is sufficient to cause senescent phenotypes. Our data indicates that delivery of the miRNA mimics of SA-miRNAs from either *MIR100HG* or *MIR17HG* clusters separately does not result in a senescent phenotype as detected by SA-β-Gal (Fig. 7a). And are negative for additional SEN-associated markers such as immunostaining with anti-P21^*WAF1/Cip1*^ antibodies (Supplementary Figure S7F and G) and persistent SEN-associated DNA damage foci (γ−H2AX staining) (Supplementary Figure S7F and G). FITC-labeled random RNAs have been used as a control for the transfection efficiency in all of these experiments. The transfection efficiency ranges from 50 to 60% (Fig. 7d). When SA-miRNAs from both clusters were transfected into SR hADSCs, about 40% of the cells became marked by expression of SA-β-Gal (Fig. 7a), about 98% of FITC positive (FITC+) cells contained senescent-associated γ−H2AX (Fig. 7b and S1B and C), marked by proliferation arrest as detected P21^*WAF1/Cip1*^ staining and quantified by BrdU incorporation in FITC + cells (Fig. 7b and Supplementary Figure S1B). The senescent phenotype can be achieved by a range of concentrations (5pM or 10pM combined SA-miRNA mimics) widely used by others in these types of experiments (Supplementary Figure S7C).

**Fig. 7:**
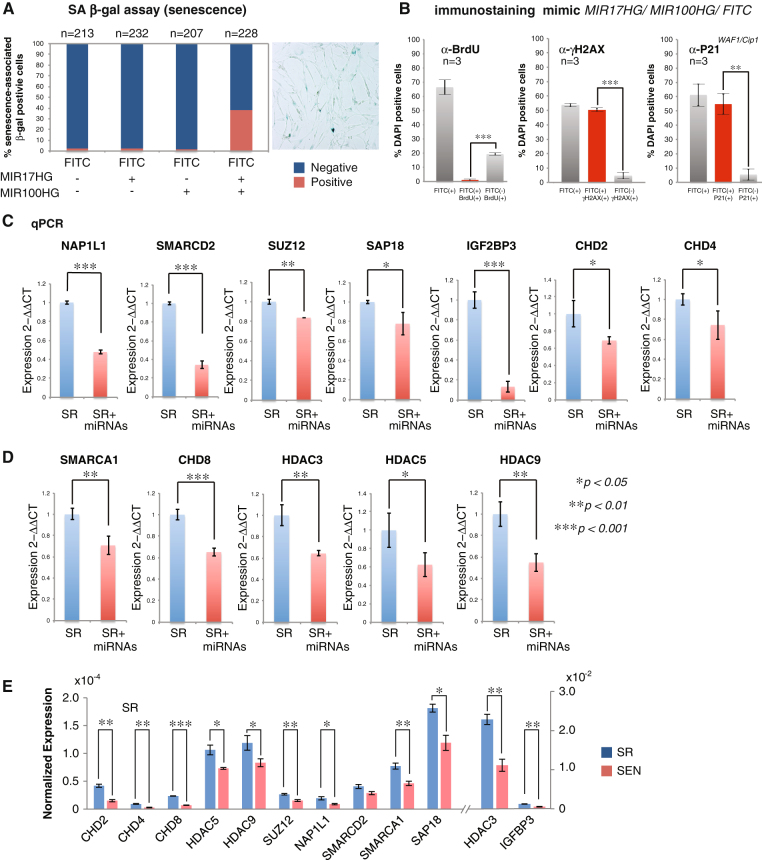
SA-miRNAs from oncogenic *MIR17HG* and tumor-suppressive *MIR100HG* clusters function to establish senescent phenotype in hADSCs. **a** Percentage of SA-β-Gal positive cells among the total amount of cells counted after transient transfection of the mimics of the SA-miRNAs from either the *MIR17HG* (*mir-17-5p*, *mir-18a-5p*, *mir-19a-3p*, *mir-20a-5p* and *mir-92a1-5p*) or the *MIR100HG* (*mir-125b1-5p*, *mir-1let7a-2-3p*, *mir-100-5p*) clusters separately or after simultaneous transfection by a full set of the SA-miRNA mimics from both clusters in SR hADSCs. SA-miRNA mimics were transfected with FITC-labeled control to account for the transfection efficiency as described in material and methods and electronic supplementary materials. The transfection efficiency for each combination is shown in (Supplementary Figure S8D) and is expressed as a percentage of green cells among the total DAPI-positive cells (*n*) counted under the fluorescent microscope. **b** Quantitation of the BrdU incorporation in SA-miRNA mimics-transfected SR hADSCs (FITC+) 72 hrs post-transfection presented as FITC+ BrdU+ (*red bar*). Quantification of cells positive for SEN-associated markers P21^*WAF1/Cip1*^ and γH2AX persistent DDR focal staining is performed under the same conditions in FITC+ (*red bars*) and FITC− cells. Results were plotted on the graphs as the averages of three independent experiments (biological replicates *n* = 3) with the standard deviation of data. Cell counted in each experiments: BrdU staining *n*_*1*_ = 440, *n*_*2*_ = 279, *n*_*3*_ = 334; γH2AX staining *n*_*1*_ = 117, *n*_*2*_ = 109, *n*_*3*_ = 133; P21^*WAF1/Cip1*^ staining *n*_*1*_ = 118, *n*_*2*_ = 135, *n*_*3*_ = 90. *P*-values *(p)* were calculated as Students’ two-tailed test: BrdU labeling experiment ***p < 0.001; γH2AX staining experiment ***p *<* 0.001; P21^*WAF1/Cip1*^ staining **p *<* 0.01. **c** The panels demonstrate direct influences of SA-miRNAs on gene transcription. Expression of the direct SA-miRNA target genes was measured by qPCR analysis in SR hADSCs (SR, *blue bars*) and SR cells transiently transfected with a full set of the SA-miRNA mimics (SR + miRNA, *red bars*). **d** The panel demonstrates indirect influences of the SA-miRNAs on gene transcription. Expression of genes previously shown to be downregulated in replicative senescent hADSCs but not identified as SA-miRNA targets was measured by qPCR analysis in SR hADSC cells (SR, *blue bars*) and in SR cells transiently transfected with the full set of SA-miRNA mimics (SR + miRNA, *red bars*). RNA was isolated from the cells 48hrs post-transfection. Samples were normalized against β-actin. Mean expression levels ± SEM (*n* = 3) are shown as fold change (ΔΔC*τ*). **e** Normalized mean protein expression levels ± SEM (*n* = 3) in SR (*blue bars*) and SEN (*red bars*) hADSCs are shown for SA-miRNA direct and indirect target genes. Statistical differences for the qPCR mRNA (**c**) and (**d**) and protein (**e**) expression comparisons were evaluated by Student’s *t*-test, where ***p *<* 0.0001, **p < 0.01, *p < 0.05.

The senescent phenotype under these conditions is similar to replicative SEN as demonstrated by downregulation of a handful of randomly selected genes (Fig. 7c, d and e). In SR hADSCs transfected with a full set of SA-miRNA mimics, we observed downregulation of endogenous mRNA from the enriched functional network that represents *SA-miRNA target genes* such as *SUZ12, NAP1L1, SMARCD2*, *SAP18, IGF2BP3, CHD2* and *CHD4* (Figs. 6 and 7c), as well as a number of the genes *not targeted by SA-miRNAs* but, nevertheless, shown to be downregulated upon replicative SEN*,* such as *SMARCA1, CHD8, HDAC3, HDAC5* and *HDAC9* (Fig. 7d and Supplementary Tables S3 and S4). Our functional test suggests that even transient delivery of a full set of mature SA-miRNA mimics in SR hADSCs is necessary and sufficient to trigger a cascade of primary (through downregulation of SA-miRNA targets) and secondary (downregulation of downstream genes) events resulting in the senescent phenotype of hADSCs.

These results further support the observation that SA-miRNAs from the *MIR17HG* and *MIR100HG* clusters with reported opposing biological activities (Fig. 2c and d) are functionally linked to the process of establishment of the cellular SEN phenotype in hADSCs and identify the direct targets through which these SA-miRNAs could exert their regulatory roles.

## Discussion

Cellular senescence involves a coordination of an extremely broad range of processes from telomere homeostasis, genome instability and DNA damage, to drastic changes in chromatin organization, inflammatory signaling and metabolic, cytoskeletal and paracrine changes.^67^ Due to the profound secretory phenotype of senescent cells, their impact on organs and tissues is far from neutral. The role of senescence in the aging of adult stem cells is tightly linked to tissue maintenance and homeostasis and often viewed as an irreversible barrier to immortalization and tumorigenesis under the assumption that senescence evolved to suppress tumorigenesis.^68, 69^ This view has been intensely debated in recent years.^70, 71^ Contrary to the hypothesis that senescence and tumorigenicity are always permanently connected and mutually exclusive, recent data monitoring *p16INK4a* in mice indicate that the activation of this hallmark of senescence is, in fact, a characteristic of all emerging cancers,^72^ thus suggesting that cellular senescence might be a quasi-stable and/or plastic cellular state prone to cancerogenesis rather than a cancer preventive mechanism.

It has been proposed that in addition to protein-coding oncogenes and tumor suppressor genes, one has to take into account miRNAs and their regulatory networks in order to understand the complex processes underlying malignant transformation.^73–75^ Concurrently, there is a considerable interest in the development of senescence-targeted cancer and metabolic therapeutics. This goal suggests the need for a system-level view of the regulation of senescence in order to identify not only reliable markers of senescence that will translate into human settings, but also to understand the intimate connections between oncogenic events and senescence better. Such approach will allow for defining a set of genetic targets that can elicit, modulate and, most importantly, balance mechanisms involved in tumor initiation, growth and progression. Our study contributes exactly to such initiative and provides measurable and reliable markers (composing SA-miRNAs and their target genes) that can be further deployed to identify mechanistic underpinnings of oncogenic and tumor-suppressive balance. Such resource has not been previously available and technically challenging to obtain.

In this study, we not only have identified a set of SA-miRNAs originating from oncogenic *MIR17HG* and tumor-suppressive *MIR100HG* clusters as potent controllers of complex and coordinated interactions among several cellular sub-processes associated with cellular senescence. Importantly, we have demonstrated functional significance of these SA-miRNAs in establishing senescent phenotype in adult adipose-derived stem cells (Fig. 7a and b, and Supplementary Figure S7E, F and G). In addition, our study functionally defines a set of gene-targets regulated by these SA-miRNAs. These target genes are linked to interconnected biological networks that control cell fate switches and, most importantly, our data suggest that balancing of these network components might be the cause and consequence of SA-miRNA–target interactions. In our proposed model of the action of SA-miRNAs, it remains unclear if forced overexpression of SA-miRNAs in SR hADSCs has physiologically relevant consequences and fully recapitulates the complexity of the hADSCs senescent phenotype in the long run. However, even in transient transfection experiments, the introduction of a set of mimic miRNAs representing SA-miRNAs produces similar to replicative SEN transcriptional outcomes, such as miRNA-induced decay of the direct SA-miRNA targets (Figs. 6 and 7c, e, and Supplementary Tables S1 and S2) and an adequate downstream response recorded as downregulation of the indirect SA-miRNA targets (Fig. 7d and e and Supplementary Table S3). Therefore, we believe that our approach accurately and comprehensively identifies SA-miRNA targets as well as functionally supports the critical role of SA-miRNAs in establishing early stages of cellular senescence. This regulatory network of miRNAs is probably highly dynamic and sensitive to external signaling. Recently, other methods were developed to capture miRNA-target interactions, however, there is still no consensus as to which approach is the most accurate and appropriate for readout of biological function.^31^

While our study does not uncover the underlying molecular mechanisms of how SA-miRNA–target interactions balance the network, particularly when miRNA expression upon SEN originates from the clusters with seemingly opposing biological roles in oncogenesis, one can put forth the following hypothesis, that similar to miRNAs and transcriptional factors that often form feed forward loops,^31, 76–78^ the SA-miRNAs in hADSCs have evolved to provide a precise target gene expression among critical SEN-associated sub-processes, such as networks controlling cell cycle, transcription/translation and, ultimately, chromatin assembly.^70, 79^ In our view, the direct effects of oncogenic SA-miRNAs on target genes might be counter-balanced by the action of tumor-suppressive SA-miRNAs on a set of different targets within the same or an interconnected network, thus buffering stochastic fluctuations^73^ in order to increase the precision of the expression of the entire regulatory network.

Relevant to this discussion is an example of malignant soft tissue tumors-rare, but aggressive malignancies. Liposarcoma is the most common soft tissue sarcoma in adults characterized by a high rate of local recurrence and high metastatic potential. It has been a subject of intensive debate that the local tumor microenvironment, cell-cell, and cell-stromal interactions are inherent in serving biochemical functions. Malignant cells perpetually stimulate host stromal, vascular and tissue-specific adult stem cells to conduct physiological invasion.^73, 74^ Senescent cells through their specific transcriptional programs and senescence-associated secretory phenotype might create a permissive “field” for the malignant cell to grow (reviewed in).^80^ On the other hand, various secreted by the growing tumor signaling molecules, such as cytokines, chemo-tactics and growth factors, also are can modulate the local environment and, in their turn, can feedback on the senescent cells (paracrine loop). Therefore, it is theoretically possible that a shift in the delicate balance between the oncogenic and tumor-suppressive events imposed by SA-miRNAs, as well as transcriptional cascades targeted by these SA-miRNAs could come to play when adipose tissue homeostasis is perturbed in disease. To support such assumption, recent study elegantly demonstrated that, indeed, sarcoma itself, prior to sarcoma invasion, can impose miRNA expression changes in pre-adipocytes and other mesechymal stromal cells through the paracrine effectors.^81^ It is plausible that similar events could be imposed on senescent ADSCs. Therefore, we speculate that the sequence of oncogenic events that can push senescent cells into a cancerous transformation may depend on the prevalence of autocrine or paracrine signals, which when received by senescent cells can shift the balance in levels of mature miRNAs. Such shift in the balancing act of microRNAs might enable underlying changing in epigenetic regulation, similar to the proposed role of the EMT and its reversal mesenchymal-epithelial transition in controlling or avoiding cancer.^70^ These autocrine or paracrine signaling upon senescence of hADSCs are subject to further investigations.

We are aware of the argument that miRNA’s impact on individual targets might depend on many dynamic factors, such as cellular localization of miRNAs and their targets, their relative concentrations, and the context-specific effects of other regulators, including transcriptional factors and RNA-binding proteins.^82–85^ Despite these arguments, the utility of our study is in the computational and functional identification of comprehensive and interconnected SA-miRNA-target regulatory networks describing the phenotypic manifestation of hADSC- SEN. Although cumulative studies of miRNA expression in different models of cellular senescence suggest that miRNA signatures of senescence are likely to be cell-type and trigger dependent with a common core of effectors, we believe that an adequate signature of senescence for adult adipose-derived stem cells would consist of a number of well-established markers, among which, SA-miRNAs and their direct targets may well be a useful addition for assessment of adipose tissue metabolism and regeneration. The SA-miRNAs identified in this study are particularly promising considering that the endogenous circulating miRNAs in human serum^86^ and other body fluids, such as cerebrospinal fluid, colostrum, peritoneal fluid, saliva, seminal fluid and urine^87^ are highly stable. Our study provides a matrix of potentially measurable markers of replicative SEN in hADSCs with a viable hypothesis that the coordinated action of these SA-miRNAs provide for the balance between driving and restraining tumor progression and may be further exploited to define correlations between these senescence-associated miRNAs and other relevant markers of disease progression as well as responses to therapeutic treatments.

## Materials and methods

### Isolation and culture of hMSCs

Human adipose derived stem cells were isolated from human subcutaneous white adipose tissue collected during liposuction procedures. The lipoaspirate was suspended in Hank’s buffered salt solution (Life Technology), 3.5% Bovine Serum Albumin (BSA, Sigma), 1% Collagenase Type II (Sigma) in 1:3 w/v ratio and shaken at 37 °C for 50 min. The cells were filtered through a 70 μm mesh cell strainer (BD Falcon #352350), treated with red blood cell lysis buffer (150 mM NH4Cl, 10 mM KHCO3, 0.1 mM EDTA, pH 7.3), and expanded ex-vivo in DMEM/F12 complete medium (DMEM/F12, 10% FBS, 100 U/ml penicillin, 100 **μ**g/ml streptomycin; Life technology) in 10% CO2 at 37 °C and passaged at 80% confluency, changing medium every 72–96 h. Cumulative population doublings were calculated by summing the population doublings (PD = log(N/N_0_) × 3.33, where N_0_ is the number of cells plated in the flask, and N is the number of cells harvested at this passage) across multiple passages as a function of the number of days it was grown in culture.

### Surface marker characterization

Five × 10^5^ cells either SR (PD8) or SEN (PD40) each were incubated for 30 min on ice in the dark with fluorochrome-conjugated antibodies (CD31, CD44, CD45 and CD105; Invitrogen) in PBS with 1% BSA (Sigma), washed and analyzed in a Guava EasyCyte Mini System (Guava Technologies, Millipore). Data analysis was done with FlowJo software (Tree Star, Ashland, OR).

### SA-β-Gal staining

A SA-β-Gal activity assay was done according to manufacturer’s instructions (BioVision). The cells were washed with PBS and fixed with fixation solution for 15 min at room temperature. The cells were washed with PBS twice and X-Gal staining solution was added with a staining supplement per well and incubated overnight at 37 °C. The cells were washed twice with PBS, and the images were captured using a microscope (Nikon, TE300, DXM1200 Digital Camera, Japan).

### Proteomic analysis and transcriptome analysis with RNA-seq

The details are given in Supplementary Experimental Procedures.

### miRNA target identification

The mRNA targets of differentially expressed miRNAs were identified using the program mirSVR. This program was chosen because it combines miRNA-mRNA binding site sequence analysis with several additional sources of contextual information, including gene expression data from miRNA transfection experiments, in order to make target predictions (Supplementary Figure S6). Accordingly, mirSVR has been shown to yield a relatively low rate of false positive predictions for miRNA target identification.^88^ mirSVR also provides scores to rank the predicted targets, and, for this study, targets with a score <−0.2 were selected for further analysis.

### Network-based functional enrichment analysis

The details of network analysis are given in Supplementary Experimental Procedures.

### RT-PCR

Total cellular RNA was extracted from cells using the TRIzol reagent^™^ (Life Technologies) according to manufacturer’s instructions. The miRNA was isolated using a mirPremier miRNA isolation kit (Sigma-Aldrich), RNA and miRNA were quantified with a NanoDrop ND-2000 Spectrophotometer (Thermo Scientific). The cDNA was synthesized by adding the purified RNA and oligo(dT) primers by using Superscript III reverse transcriptase (Life Technologies). Primers were designed by Primer3 software and shown in Supplementary Table S1. For miRNA cDNA synthesis, the Mystic miRNA cDNA synthesis Mix kit (Sigma-Aldrich) was used. All miRNA assay primers were bought from Sigma-Aldrich.

### Real-time quantitative PCR

Quantification of mRNA and miRNA expression for candidate genes was performed by real-time quantitative PCR (qRT-PCR) using the LightCycler^®^ 480 Real-Time PCR System (Roche). Total RNA and miRNA was reverse transcribed by using the high capacity superscript III reverse transcriptase (Life Technologies) and the Mystic miRNA cDNA synthesis Mix kit (Sigma-Aldrich), respectively. Primers were designed by primer3 software (Supplementary Table S5). All miRNA assay primers were bought from Sigma-Aldrich. qRT-PCR reactions were performed with the power SYBR^®^ green PCR master mix and the mystic miRNA SYBR green qPCR ReadyMix in a MicroAmp optical 96-well reaction plate. The PCR amplification of total RNA was performed in a LightCycler^®^ 480 Real-Time PCR System (Roche) using the following program: Cycle 1, 95 °C for 10 min. Cycle 2, 40 cycles of 95 °C for 15 sec, 60 °C for 60 sec. Cycle threshold (CT) values were automatically obtained. Relative expression values of RNA were obtained by normalizing CT values of the mRNA genes in comparison with CT values of the endogenous control (beta-actin) using the CT method. The PCR amplification of miRNA was performed in a LightCycler^®^ 480 Real-Time PCR System (Roche) using the following program: Cycle 1, 95 °C for 2 min. Cycle 2, 40 cycles of 95 °C for 5 sec, 60 °C for 30 sec. Relative expression values of miRNA were obtained by normalizing CT values of the miRNA genes in comparison with CT values of the endogenous control (U6) using the CT method.

**Table 1:** mRNA targets down-regulated in SEN

mir-17-5p (MIMAT0000070)							
Gene Symbol	RefSeq ID	mirSVR Score	SR	SEN	dRPKM	FC	D
TFPI2	NM_006528	−0.25	528.90	225.72	−303.17	−1.23	8.34
IL8	NM_000584	−1.18	89.60	8.90	−80.69	−3.33	7.16
INHBA	NM_002192	−0.36	282.13	177.25	−104.88	−0.67	6.75
UPF3A	NM_023011	−0.31	18.45	1.27	−17.18	−3.86	5.63
CD36	NM_001127443	−0.28	47.21	11.74	−35.47	−2.01	5.53
MMP1	NM_002421	−0.33	69.30	31.02	−38.28	−1.16	5.38
RPA2	NM_002946	−0.64	16.56	1.76	−14.79	−3.23	5.05
GMPS	NM_003875	−0.29	13.70	1.24	−12.47	−3.47	5.03
STC1	NM_003155	−1.12	39.40	13.31	−26.09	−1.57	4.96
ACTL6A	NM_004301	−0.29	23.69	4.90	−18.79	−2.27	4.80
DCTN3	NM_024348	−0.48	19.61	3.29	−16.33	−2.58	4.78
LANCL1	NM_001136574	−0.63	8.61	0.67	−7.93	−3.68	4.74
PARP3	NM_001003931	−0.44	12.09	1.29	−10.80	−3.23	4.71
F3	NM_001993	−1.18	11.90	1.27	−10.63	−3.23	4.70
DCBLD2	NM_080927	−0.58	63.32	39.36	−23.96	−0.69	4.63
TPRG1L	NM_182752	−1.03	35.20	16.26	−18.95	−1.11	4.39
FBXO28	NM_001136115	−0.50	6.41	0.58	−5.83	−3.47	4.30
URGCP	NM_001077663	−0.31	7.87	0.84	−7.03	−3.23	4.28
SLC25A44	NM_014655	−0.23	7.84	0.84	−7.01	−3.23	4.28
FBXO28	NM_015176	−0.58	6.18	0.56	−5.62	−3.47	4.27
MAF1	NM_032272	−0.35	18.96	5.13	−13.83	−1.89	4.23
SQSTM1	NM_003900	−0.98	27.66	11.51	−16.15	−1.27	4.21
M6PR	NM_002355	−0.85	9.08	1.18	−7.90	−2.94	4.19
SAR1B	NM_016103	−1.28	14.67	3.25	−11.41	−2.17	4.13
ZBTB4	NM_020899	−1.05	12.64	2.55	−10.08	−2.31	4.05
UFD1L	NM_001035247	−0.98	10.48	1.75	−8.72	−2.58	4.05
SLC35A5	NM_017945	−0.76	7.93	1.03	−6.89	−2.94	4.05
RAD23B	NM_002874	−0.76	30.48	15.32	−15.17	−0.99	4.05
MITD1	NM_138798	−0.20	14.23	3.34	−10.89	−2.09	4.03
UFD1L	NM_005659	−0.99	10.16	1.70	−8.46	−2.58	4.02
PTP4A1	NM_003463	−0.46	20.89	7.77	−13.12	−1.43	3.98
RRM2	NM_001034	−0.73	7.13	0.93	−6.21	−2.94	3.95
SERPINB8	NM_002640	−0.55	6.91	0.90	−6.01	−2.94	3.92
SLC16A7	NM_004731	−0.51	6.58	0.86	−5.72	−2.94	3.87
GPR137B	NM_003272	−0.76	8.88	1.49	−7.39	−2.58	3.87
MKRN1	NM_013446	−1.08	12.33	2.89	−9.44	−2.09	3.86
NRBP1	NM_013392	−0.76	34.15	20.71	−13.44	−0.72	3.82
PFKP	NM_002627	−1.29	30.21	17.14	−13.07	−0.82	3.80
CYTSB	NM_001033553	−0.65	5.90	0.77	−5.13	−2.94	3.77
LSM5	NM_012322	−0.42	8.06	1.35	−6.71	−2.58	3.77
FAM103A1	NM_031452	−0.89	11.30	2.65	−8.65	−2.09	3.75
TPP1	NM_000391	−0.68	10.99	2.58	−8.42	−2.09	3.72
GTDC1	NM_001006636	−1.08	6.73	1.13	−5.60	−2.58	3.58
SLC39A6	NM_012319	−0.94	23.60	12.58	−11.02	−0.91	3.58
ELK3	NM_005230	−1.22	13.24	4.23	−9.01	−1.64	3.57
MYO10	NM_012334	−0.28	16.54	6.64	−9.90	−1.32	3.56
VPS45	NM_007259	−0.40	6.43	1.08	−5.36	−2.58	3.54
PURA	NM_005859	−1.02	14.18	5.16	−9.02	−1.46	3.49
MRPL24	NM_145729	−1.24	19.55	9.82	−9.73	−0.99	3.43
MGAT2	NM_002408	−0.21	14.33	5.60	−8.73	−1.36	3.41
ACIN1	NM_014977	−0.21	14.16	5.53	−8.63	−1.36	3.39
TXNIP	NM_006472	−1.27	27.42	17.63	−9.79	−0.64	3.35
COMMD10	NM_016144	−0.30	20.00	10.66	−9.34	−0.91	3.35
C1orf9	NM_014283	−1.12	9.61	2.68	−6.93	−1.84	3.35
CCNDBP1	NM_012142	−0.34	9.22	2.49	−6.73	−1.89	3.33
UBE2B	NM_003337	−0.93	10.83	3.46	−7.36	−1.64	3.32
NTN4	NM_021229	−1.22	23.64	14.28	−9.36	−0.73	3.31
RSU1	NM_012425	−0.21	15.87	7.28	−8.59	−1.12	3.30
CENPQ	NM_018132	−1.27	7.49	1.76	−5.74	−2.09	3.28
SLC35F5	NM_025181	−1.02	22.73	13.86	−8.87	−0.71	3.23
ABR	NM_021962	−0.34	9.37	2.89	−6.48	−1.70	3.18
RAB21	NM_014999	−0.43	18.73	10.40	−8.33	−0.85	3.17
TBP	NM_003194	−0.24	6.80	1.59	−5.20	−2.09	3.17
GNPDA2	NM_138335	−1.25	6.75	1.58	−5.17	−2.09	3.16
CDCA4	NM_145701	−0.22	6.72	1.58	−5.14	−2.09	3.16
ABTB1	NM_172027	−0.27	11.79	4.61	−7.18	−1.36	3.15
AKTIP	NM_022476	−0.47	17.71	9.69	−8.02	−0.87	3.13
YIPF2	NM_024029	−0.25	22.38	14.13	−8.25	−0.66	3.12
MAGT1	NM_032121	−0.29	16.10	8.30	−7.79	−0.95	3.11
GOLGB1	NM_004487	−0.34	12.27	5.16	−7.11	−1.25	3.09
SFRS4	NM_005626	−0.24	13.30	6.00	−7.30	−1.15	3.09
TIPARP	NM_015508	−0.40	12.20	5.27	−6.93	−1.21	3.04
CEP120	NM_153223	−1.19	7.14	1.93	−5.21	−1.89	3.04
CHD9	NM_025134	−1.00	7.91	2.38	−5.52	−1.73	3.01
KDSR	NM_002035	−0.29	10.46	4.09	−6.37	−1.36	3.00
ATMIN	NM_015251	−0.60	9.05	3.12	−5.93	−1.54	2.99
ZFP91	NM_053023	−0.61	11.31	4.77	−6.53	−1.24	2.98
LIN7B	NM_022165	−1.10	10.29	4.02	−6.27	−1.36	2.97
UBE3C	NM_014671	−0.54	14.49	7.62	−6.88	−0.93	2.93
ACBD5	NM_145698	−0.71	9.75	3.81	−5.94	−1.36	2.91
NAP1L1	NM_004537	−0.25	20.71	13.62	−7.09	−0.60	2.89
NBL1	NM_182744	−0.35	13.82	7.36	−6.45	−0.91	2.84
FGL2	NM_006682	−0.77	18.81	12.09	−6.71	−0.64	2.82
RAB11FIP5	NM_015470	−1.13	12.52	6.29	−6.23	−0.99	2.82
VPS26A	NM_001035260	−0.69	9.11	3.56	−5.55	−1.36	2.82
RBL2	NM_005611	−1.08	10.07	4.35	−5.72	−1.21	2.79
PDZD11	NM_016484	−1.15	18.70	12.18	−6.52	−0.62	2.77
SSFA2	NM_006751	−0.80	12.51	6.45	−6.06	−0.95	2.77
NFAT5	NM_138713	−0.21	9.93	4.34	−5.59	−1.20	2.76
VPS26A	NM_004896	−0.71	8.63	3.37	−5.26	−1.36	2.75
SSFA2	NM_001130445	−0.77	12.23	6.31	−5.92	−0.95	2.74
CRK	NM_005206	−0.90	12.79	6.82	−5.97	−0.91	2.73
DPM2	NM_003863	−0.26	11.72	5.89	−5.83	−0.99	2.73
PPP2R5E	NM_006246	−1.19	10.00	4.51	−5.49	−1.15	2.71
ARL1	NM_001177	−0.90	18.55	12.29	−6.26	−0.59	2.71
ATP2B1	NM_001682	−0.50	10.31	4.93	−5.39	−1.07	2.65
CRK	NM_016823	−0.93	11.88	6.33	−5.55	−0.91	2.63
ATP2B1	NM_001001323	−0.44	10.08	4.82	−5.27	−1.07	2.62
MGLL	NM_001003794	−0.24	16.69	10.87	−5.82	−0.62	2.61
DYNC1LI2	NM_006141	−1.14	16.12	10.50	−5.62	−0.62	2.57
RHOT1	NM_001033568	−0.34	11.74	6.42	−5.32	−0.87	2.56
RTCD1	NM_001130841	−0.43	10.85	5.78	−5.07	−0.91	2.51
DNM1L	NM_012062	−0.53	15.16	9.87	−5.28	−0.62	2.48

mir-18a-5p (MIMAT0000072)							
Gene Symbol	RefSeq ID	mirSVR Score	SR	SEN	dRPKM	FC	D
TSPYL2	NM_022117	−0.30	665.60	381.06	−284.54	−0.80	8.19
HIST1H4H	NM_003543	−0.81	62.31	8.12	−54.19	−2.94	6.47
BCAR3	NM_003567	−1.25	15.52	0.96	−14.56	−4.02	5.57
MSRB2	NM_012228	−0.38	15.73	1.68	−14.05	−3.23	5.00
NDUFC2	NM_004549	−0.75	26.15	6.13	−20.02	−2.09	4.80
F3	NM_001993	−0.34	11.90	1.27	−10.63	−3.23	4.70
ELOVL1	NM_022821	−0.72	36.66	14.33	−22.34	−1.36	4.68
PCYT1A	NM_005017	−0.79	21.26	5.75	−15.51	−1.89	4.38
EGLN2	NM_053046	−0.35	10.38	1.35	−9.03	−2.94	4.33
FBXO28	NM_001136115	−0.57	6.41	0.58	−5.83	−3.47	4.30
FBXO28	NM_015176	−0.65	6.18	0.56	−5.62	−3.47	4.27
MEF2BNB	NM_001145784	−0.30	12.65	2.12	−10.53	−2.58	4.26
UQCRQ	NM_014402	−0.79	24.50	9.58	−14.93	−1.36	4.13
ZBTB4	NM_020899	−1.16	12.64	2.55	−10.08	−2.31	4.05
B4GALT7	NM_007255	−0.48	10.49	1.76	−8.74	−2.58	4.05
FZD8	NM_031866	−0.47	7.31	0.95	−6.36	−2.94	3.97
PDGFC	NM_016205	−1.17	12.91	3.03	−9.88	−2.09	3.91
EPDR1	NM_017549	−0.26	30.89	17.53	−13.37	−0.82	3.83
TPP1	NM_000391	−0.41	10.99	2.58	−8.42	−2.09	3.72
COIL	NM_004645	−0.23	6.88	1.15	−5.73	−2.58	3.60
CA12	NM_001218	−0.59	18.89	8.40	−10.49	−1.17	3.59
NT5C3L	NM_052935	−0.24	16.39	6.40	−9.98	−1.36	3.59
NAP1L1	NM_139207	−0.21	23.85	12.96	−10.89	−0.88	3.56
PAPSS2	NM_001015880	−0.99	20.80	10.23	−10.58	−1.02	3.55
AP3S1	NM_001284	−1.26	22.10	11.77	−10.32	−0.91	3.49
ACIN1	NM_014977	−0.24	14.16	5.53	−8.63	−1.36	3.39
SNX5	NM_014426	−0.27	16.36	7.38	−8.98	−1.15	3.37
C1orf9	NM_014283	−1.04	9.61	2.68	−6.93	−1.84	3.35
NAE1	NM_003905	−1.34	12.85	5.02	−7.83	−1.36	3.26
TSC22D3	NM_198057	−1.10	14.84	6.69	−8.15	−1.15	3.24
C9orf114	NM_016390	−0.71	6.98	1.64	−5.34	−2.09	3.20
GNPDA2	NM_138335	−0.87	6.75	1.58	−5.17	−2.09	3.16
DDX42	NM_203499	−1.09	16.50	8.51	−7.99	−0.95	3.15
GCLC	NM_001498	−0.99	12.91	5.57	−7.33	−1.21	3.12
VPS4B	NM_004869	−0.33	11.50	4.49	−7.00	−1.36	3.12
SORBS3	NM_005775	−0.31	9.12	2.92	−6.20	−1.64	3.10
DUSP5	NM_004419	−0.28	13.31	6.00	−7.31	−1.15	3.09
NDFIP1	NM_030571	−0.90	15.12	7.60	−7.52	−0.99	3.08
NT5C2	NM_001134373	−0.31	8.29	2.65	−5.64	−1.64	2.99
HSBP1L1	NM_001136180	−0.30	10.34	4.04	−6.30	−1.36	2.98
ITGA2	NM_002203	−0.63	11.52	5.01	−6.50	−1.20	2.96
MKI67IP	NM_032390	−0.27	19.37	12.23	−7.14	−0.66	2.91
PRKAR2A	NM_004157	−0.47	9.79	3.82	−5.96	−1.36	2.91
RBL2	NM_005611	−0.61	10.07	4.35	−5.72	−1.21	2.79
SEL1L3	NM_015187	−0.80	17.64	11.34	−6.30	−0.64	2.73
PPP2R5E	NM_006246	−0.32	10.00	4.51	−5.49	−1.15	2.71
ENDOD1	NM_015036	−0.24	8.28	3.23	−5.04	−1.36	2.70
XPO6	NM_015171	−0.35	14.64	8.92	−5.71	−0.71	2.61

mir-19a-3p (MIMAT0000073)							
Gene Symbol	RefSeq ID	mirSVR Score	SR	SEN	dRPKM	FC	D
IL8	NM_000584	−0.46	89.60	8.90	−80.69	−3.33	7.16
IL33	NM_033439	−0.59	35.40	1.12	−34.28	−4.98	7.13
NGFRAP1	NM_206915	−0.66	34.92	3.15	−31.77	−3.47	6.08
NGFRAP1	NM_014380	−0.65	31.96	3.41	−28.56	−3.23	5.82
UPF3A	NM_023011	−0.29	18.45	1.27	−17.18	−3.86	5.63
BCAR3	NM_003567	−0.22	15.52	0.96	−14.56	−4.02	5.57
NDUFB2	NM_004546	−0.43	68.00	30.66	−37.34	−1.15	5.35
RPS27L	NM_015920	−0.62	78.82	47.61	−31.22	−0.73	5.02
FAM129B	NM_022833	−1.14	87.20	56.11	−31.09	−0.64	5.00
PRKRA	NM_003690	−0.95	15.60	1.66	−13.93	−3.23	4.99
STAMBPL1	NM_020799	−0.54	14.26	1.52	−12.74	−3.23	4.89
EMC7	NM_020154	−0.53	46.72	20.18	−26.54	−1.21	4.88
ACTL6A	NM_004301	−0.52	23.69	4.90	−18.79	−2.27	4.80
RAP1B	NM_001010942	−1.15	55.53	30.38	−25.15	−0.87	4.73
PARP3	NM_001003931	−0.78	12.09	1.29	−10.80	−3.23	4.71
F3	NM_001993	−1.04	11.90	1.27	−10.63	−3.23	4.70
MEDAG	NM_032849	−1.18	53.08	29.21	−23.87	−0.86	4.66
DCBLD2	NM_080927	−0.32	63.32	39.36	−23.96	−0.69	4.63
SLC31A2	NM_001860	−1.22	13.14	1.71	−11.42	−2.94	4.58
CCNC	NM_005190	−0.41	19.08	3.95	−15.13	−2.27	4.53
WDR44	NM_019045	−1.34	8.12	0.73	−7.39	−3.47	4.51
RALA	NM_005402	−0.42	35.93	16.20	−19.73	−1.15	4.45
TPRG1L	NM_182752	−0.55	35.20	16.26	−18.95	−1.11	4.39
POLE4	NM_019896	−0.75	18.60	4.36	−14.24	−2.09	4.37
GNAQ	NM_002072	−0.27	17.69	4.15	−13.54	−2.09	4.30
SLC25A44	NM_014655	−0.39	7.84	0.84	−7.01	−3.23	4.28
FBXO28	NM_015176	−0.23	6.18	0.56	−5.62	−3.47	4.27
PPTC7	NM_139283	−0.70	7.60	0.81	−6.79	−3.23	4.25
TSN	NM_004622	−0.68	17.48	4.45	−13.02	−1.97	4.20
FAM69A	NM_001006605	−0.96	8.97	1.17	−7.80	−2.94	4.17
COX6C	NM_004374	−0.84	25.30	9.89	−15.41	−1.36	4.17
ZBTB4	NM_020899	−0.90	12.64	2.55	−10.08	−2.31	4.05
UFD1L	NM_001035247	−0.69	10.48	1.75	−8.72	−2.58	4.05
RAD23B	NM_002874	−0.90	30.48	15.32	−15.17	−0.99	4.05
UFD1L	NM_005659	−0.71	10.16	1.70	−8.46	−2.58	4.02
PTP4A1	NM_003463	−0.21	20.89	7.77	−13.12	−1.43	3.98
C2orf76	NM_001017927	−0.26	13.63	3.20	−10.43	−2.09	3.98
FZD8	NM_031866	−0.64	7.31	0.95	−6.36	−2.94	3.97
KLHL12	NM_021633	−0.74	6.98	0.91	−6.07	−2.94	3.93
POU4F1	NM_006237	−0.78	11.54	2.39	−9.15	−2.27	3.92
BMPER	NM_133468	−0.73	6.86	0.89	−5.96	−2.94	3.91
GPR137B	NM_003272	−0.95	8.88	1.49	−7.39	−2.58	3.87
PIK3IP1	NM_001135911	−0.63	14.06	3.80	−10.26	−1.89	3.85
RBM26	NM_022118	−0.27	6.45	0.84	−5.61	−2.94	3.85
RPL27A	NM_000990	−0.20	21.76	9.33	−12.43	−1.22	3.83
NRBP1	NM_013392	−0.96	34.15	20.71	−13.44	−0.72	3.82
PIK3IP1	NM_052880	−0.67	13.61	3.68	−9.93	−1.89	3.81
REP15	NM_001029874	−0.30	11.37	2.67	−8.70	−2.09	3.76
BMP6	NM_001718	−1.04	22.51	10.75	−11.76	−1.07	3.71
TMEM167B	NM_020141	−0.55	12.24	3.31	−8.93	−1.89	3.68
SUPV3L1	NM_003171	−0.43	7.33	1.23	−6.10	−2.58	3.67
RAB3B	NM_002867	−0.90	26.41	14.89	−11.52	−0.83	3.62
GNRH1	NM_001083111	−0.28	10.11	2.37	−7.74	−2.09	3.62
VDAC3	NM_005662	−0.20	30.78	19.10	−11.68	−0.69	3.61
GTDC1	NM_001006636	−0.23	6.73	1.13	−5.60	−2.58	3.58
ELK3	NM_005230	−1.08	13.24	4.23	−9.01	−1.64	3.57
NCBP2	NM_007362	−0.61	13.12	4.20	−8.93	−1.64	3.56
NAP1L1	NM_139207	−0.49	23.85	12.96	−10.89	−0.88	3.56
CCNA2	NM_001237	−0.65	6.48	1.08	−5.39	−2.58	3.54
SDC1	NM_002997	−1.15	18.60	8.53	−10.07	−1.12	3.52
PHLDA1	NM_007350	−0.43	18.83	8.73	−10.10	−1.11	3.52
PURA	NM_005859	−1.19	14.18	5.16	−9.02	−1.46	3.49
RAB13	NM_002870	−1.02	29.19	18.43	−10.76	−0.66	3.49
SAP18	NM_005870	−0.51	12.38	3.96	−8.42	−1.64	3.49
PSMD9	NM_002813	−0.31	12.16	3.89	−8.27	−1.64	3.46
MGAT2	NM_002408	−0.39	14.33	5.60	−8.73	−1.36	3.41
BOLA3	NM_212552	−0.37	14.02	5.48	−8.54	−1.36	3.38
TMEM106C	NM_001143842	−0.41	8.15	1.91	−6.24	−2.09	3.37
SNX5	NM_014426	−0.89	16.36	7.38	−8.98	−1.15	3.37
C1orf9	NM_014283	−1.18	9.61	2.68	−6.93	−1.84	3.35
ANTXR2	NM_058172	−0.40	17.71	8.68	−9.03	−1.03	3.34
UBE2D2	NM_003339	−1.01	10.54	3.37	−7.17	−1.64	3.28
SEC14L1	NM_003003	−0.66	7.07	1.66	−5.41	−2.09	3.21
ABR	NM_021962	−0.97	9.37	2.89	−6.48	−1.70	3.18
ATXN10	NM_013236	−1.11	16.33	8.20	−8.12	−0.99	3.18
RAB21	NM_014999	−0.45	18.73	10.40	−8.33	−0.85	3.17
TROVE2	NM_004600	−0.88	11.98	4.68	−7.30	−1.36	3.17
UBE2V1	NM_001032288	−0.43	18.21	9.96	−8.25	−0.87	3.17
NDFIP2	NM_019080	−1.04	11.68	4.56	−7.12	−1.36	3.14
YTHDF2	NM_016258	−1.11	9.31	2.98	−6.33	−1.64	3.13
AKTIP	NM_022476	−0.36	17.71	9.69	−8.02	−0.87	3.13
GCLC	NM_001498	−0.23	12.91	5.57	−7.33	−1.21	3.12
VPS4B	NM_004869	−1.18	11.50	4.49	−7.00	−1.36	3.12
GLRX5	NM_016417	−1.06	15.48	7.78	−7.70	−0.99	3.11
SETD7	NM_030648	−0.31	12.92	5.63	−7.30	−1.20	3.11
NDFIP1	NM_030571	−1.10	15.12	7.60	−7.52	−0.99	3.08
SPRY2	NM_005842	−0.27	11.04	4.32	−6.73	−1.36	3.07
UBA3	NM_003968	−1.26	20.77	12.89	−7.88	−0.69	3.06
TIPARP	NM_015508	−1.06	12.20	5.27	−6.93	−1.21	3.04
INSIG1	NM_198337	−1.01	12.38	5.58	−6.80	−1.15	2.99
ATMIN	NM_015251	−1.02	9.05	3.12	−5.93	−1.54	2.99
HNRNPF	NM_001098206	−1.10	22.48	14.90	−7.58	−0.59	2.98
ZFP91	NM_053023	−0.65	11.31	4.77	−6.53	−1.24	2.98
ARL6IP1	NM_015161	−0.76	10.29	4.02	−6.27	−1.36	2.98
ITGA2	NM_002203	−0.84	11.52	5.01	−6.50	−1.20	2.96
ACBD5	NM_145698	−1.14	9.75	3.81	−5.94	−1.36	2.91
NAP1L1	NM_004537	−0.36	20.71	13.62	−7.09	−0.60	2.89
INSIG1	NM_005542	−1.02	11.18	5.04	−6.14	−1.15	2.86
FMR1	NM_002024	−1.10	12.33	6.19	−6.13	−0.99	2.80
UTRN	NM_007124	−0.22	11.04	5.13	−5.91	−1.11	2.79
PIP4K2B	NM_003559	−0.30	7.68	2.65	−5.03	−1.54	2.79
SECISBP2L	NM_014701	−0.70	11.40	5.61	−5.80	−1.02	2.73
TMEM189-UBE2V1	NM_199203	−0.43	13.31	7.28	−6.03	−0.87	2.73
SEL1L3	NM_015187	−0.81	17.64	11.34	−6.30	−0.64	2.73
PPP2R5E	NM_006246	−1.23	10.00	4.51	−5.49	−1.15	2.71
IER5L	NM_203434	−0.24	16.24	10.08	−6.16	−0.69	2.71
CS	NM_004077	−0.76	13.05	7.14	−5.91	−0.87	2.71
DYNC1LI2	NM_006141	−0.93	16.12	10.50	−5.62	−0.62	2.57
NECAP1	NM_015509	−0.31	10.98	5.85	−5.13	−0.91	2.53
RTCD1	NM_001130841	−0.29	10.85	5.78	−5.07	−0.91	2.51
RUFY1	NM_025158	−0.52	10.85	5.78	−5.07	−0.91	2.51
DNM1L	NM_012062	−0.27	15.16	9.87	−5.28	−0.62	2.48
TNIP1	NM_006058	−0.48	13.47	8.36	−5.11	−0.69	2.45

mir-20a-5p (MIMAT0000075)							
Gene Symbol	RefSeq ID	mirSVR Score	SR	SEN	dRPKM	FC	D
TFPI2	NM_006528	−1.23	528.90	225.72	−303.17	−1.23	8.34
IL8	NM_000584	−1.18	89.60	8.90	−80.69	−3.33	7.16
INHBA	NM_002192	−0.36	282.13	177.25	−104.88	−0.67	6.75
NGFRAP1	NM_014380	−0.35	31.96	3.41	−28.56	−3.23	5.82
UPF3A	NM_023011	−0.31	18.45	1.27	−17.18	−3.86	5.63
CD36	NM_001127443	−0.28	47.21	11.74	−35.47	−2.01	5.53
MMP1	NM_002421	−0.31	69.30	31.02	−38.28	−1.16	5.38
RPA2	NM_002946	−0.63	16.56	1.76	−14.79	−3.23	5.05
GMPS	NM_003875	−0.29	13.70	1.24	−12.47	−3.47	5.03
STC1	NM_003155	−1.12	39.40	13.31	−26.09	−1.57	4.96
ACTL6A	NM_004301	−0.29	23.69	4.90	−18.79	−2.27	4.80
DCTN3	NM_024348	−0.48	19.61	3.29	−16.33	−2.58	4.78
LANCL1	NM_001136574	−0.63	8.61	0.67	−7.93	−3.68	4.74
PARP3	NM_001003931	−0.43	12.09	1.29	−10.80	−3.23	4.71
F3	NM_001993	−1.18	11.90	1.27	−10.63	−3.23	4.70
DCBLD2	NM_080927	−0.58	63.32	39.36	−23.96	−0.69	4.63
TPRG1L	NM_182752	−1.02	35.20	16.26	−18.95	−1.11	4.39
NDUFA4	NM_002489	−1.00	41.52	22.13	−19.39	−0.91	4.37
ADI1	NM_018269	−0.42	20.08	5.43	−14.65	−1.89	4.31
FBXO28	NM_001136115	−0.50	6.41	0.58	−5.83	−3.47	4.30
URGCP	NM_001077663	−0.31	7.87	0.84	−7.03	−3.23	4.28
SLC25A44	NM_014655	−0.23	7.84	0.84	−7.01	−3.23	4.28
FBXO28	NM_015176	−0.58	6.18	0.56	−5.62	−3.47	4.27
UBA6	NM_018227	−0.35	15.66	3.30	−12.37	−2.25	4.27
MAF1	NM_032272	−0.36	18.96	5.13	−13.83	−1.89	4.23
SQSTM1	NM_003900	−0.98	27.66	11.51	−16.15	−1.27	4.21
M6PR	NM_002355	−0.85	9.08	1.18	−7.90	−2.94	4.19
SAR1B	NM_016103	−1.28	14.67	3.25	−11.41	−2.17	4.13
ZBTB4	NM_020899	−1.05	12.64	2.55	−10.08	−2.31	4.05
UFD1L	NM_001035247	−0.98	10.48	1.75	−8.72	−2.58	4.05
SLC35A5	NM_017945	−0.75	7.93	1.03	−6.89	−2.94	4.05
RAD23B	NM_002874	−0.76	30.48	15.32	−15.17	−0.99	4.05
MITD1	NM_138798	−0.20	14.23	3.34	−10.89	−2.09	4.03
UFD1L	NM_005659	−0.99	10.16	1.70	−8.46	−2.58	4.02
PTP4A1	NM_003463	−0.46	20.89	7.77	−13.12	−1.43	3.98
RRM2	NM_001034	−0.73	7.13	0.93	−6.21	−2.94	3.95
SERPINB8	NM_002640	−0.52	6.91	0.90	−6.01	−2.94	3.92
SLC16A7	NM_004731	−0.51	6.58	0.86	−5.72	−2.94	3.87
GPR137B	NM_003272	−0.76	8.88	1.49	−7.39	−2.58	3.87
ERRFI1	NM_018948	−0.41	12.41	2.91	−9.50	−2.09	3.86
MKRN1	NM_013446	−1.08	12.33	2.89	−9.44	−2.09	3.86
NRBP1	NM_013392	−0.76	34.15	20.71	−13.44	−0.72	3.82
PFKP	NM_002627	−1.29	30.21	17.14	−13.07	−0.82	3.80
CYTSB	NM_001033553	−0.65	5.90	0.77	−5.13	−2.94	3.77
LSM5	NM_012322	−0.42	8.06	1.35	−6.71	−2.58	3.77
LYRM5	NM_001001660	−0.87	11.41	2.67	−8.73	−2.09	3.76
GTDC1	NM_001006636	−1.08	6.73	1.13	−5.60	−2.58	3.58
SLC39A6	NM_012319	−0.94	23.60	12.58	−11.02	−0.91	3.58
ELK3	NM_005230	−1.22	13.24	4.23	−9.01	−1.64	3.57
MYO10	NM_012334	−0.28	16.54	6.64	−9.90	−1.32	3.56
PURA	NM_005859	−1.02	14.18	5.16	−9.02	−1.46	3.49
TXNDC12	NM_015913	−0.64	14.57	5.70	−8.88	−1.36	3.43
MRPL24	NM_145729	−1.24	19.55	9.82	−9.73	−0.99	3.43
MGAT2	NM_002408	−0.21	14.33	5.60	−8.73	−1.36	3.41
ACIN1	NM_014977	−0.21	14.16	5.53	−8.63	−1.36	3.39
C4orf33	NM_001099783	−0.81	8.15	1.91	−6.24	−2.09	3.37
TXNIP	NM_006472	−1.27	27.42	17.63	−9.79	−0.64	3.35
COMMD10	NM_016144	−0.30	20.00	10.66	−9.34	−0.91	3.35
C1orf9	NM_014283	−1.06	9.61	2.68	−6.93	−1.84	3.35
CCNDBP1	NM_012142	−0.34	9.22	2.49	−6.73	−1.89	3.33
UBE2B	NM_003337	−0.93	10.83	3.46	−7.36	−1.64	3.32
NTN4	NM_021229	−1.21	23.64	14.28	−9.36	−0.73	3.31
RSU1	NM_012425	−0.21	15.87	7.28	−8.59	−1.12	3.30
CENPQ	NM_018132	−1.27	7.49	1.76	−5.74	−2.09	3.28
COPG2	NM_012133	−0.46	7.47	1.75	−5.72	−2.09	3.27
SLC35F5	NM_025181	−1.02	22.73	13.86	−8.87	−0.71	3.23
ABR	NM_021962	−0.34	9.37	2.89	−6.48	−1.70	3.18
RAB21	NM_014999	−0.43	18.73	10.40	−8.33	−0.85	3.17
TBP	NM_003194	−0.24	6.80	1.59	−5.20	−2.09	3.17
GNPDA2	NM_138335	−1.25	6.75	1.58	−5.17	−2.09	3.16
CDCA4	NM_145701	−0.22	6.72	1.58	−5.14	−2.09	3.16
ABTB1	NM_172027	−0.27	11.79	4.61	−7.18	−1.36	3.15
HMGN4	NM_006353	−0.78	6.58	1.54	−5.04	−2.09	3.13
AKTIP	NM_022476	−0.47	17.71	9.69	−8.02	−0.87	3.13
YIPF2	NM_024029	−0.25	22.38	14.13	−8.25	−0.66	3.12
MAGT1	NM_032121	−0.29	16.10	8.30	−7.79	−0.95	3.11
GOLGB1	NM_004487	−0.34	12.27	5.16	−7.11	−1.25	3.09
SFRS4	NM_005626	−0.24	13.30	6.00	−7.30	−1.15	3.09
DCAF16	NM_017741	−0.85	7.40	2.00	−5.40	−1.89	3.08
TIPARP	NM_015508	−0.40	12.20	5.27	−6.93	−1.21	3.04
CEP120	NM_153223	−1.19	7.14	1.93	−5.21	−1.89	3.04
CHD9	NM_025134	−1.00	7.91	2.38	−5.52	−1.73	3.01
KDSR	NM_002035	−0.29	10.46	4.09	−6.37	−1.36	3.00
ATMIN	NM_015251	−0.60	9.05	3.12	−5.93	−1.54	2.99
ZFP91	NM_053023	−0.61	11.31	4.77	−6.53	−1.24	2.98
LIN7B	NM_022165	−1.10	10.29	4.02	−6.27	−1.36	2.97
UBE3C	NM_014671	−0.54	14.49	7.62	−6.88	−0.93	2.93
ACBD5	NM_145698	−0.71	9.75	3.81	−5.94	−1.36	2.91
NAP1L1	NM_004537	−0.24	20.71	13.62	−7.09	−0.60	2.89
NBL1	NM_182744	−0.36	13.82	7.36	−6.45	−0.91	2.84
FGL2	NM_006682	−0.77	18.81	12.09	−6.71	−0.64	2.82
RAB11FIP5	NM_015470	−1.13	12.52	6.29	−6.23	−0.99	2.82
VPS26A	NM_001035260	−0.69	9.11	3.56	−5.55	−1.36	2.82
MAPKSP1	NM_021970	−0.30	9.07	3.55	−5.53	−1.36	2.81
RBL2	NM_005611	−1.07	10.07	4.35	−5.72	−1.21	2.79
PDZD11	NM_016484	−1.15	18.70	12.18	−6.52	−0.62	2.77
SSFA2	NM_006751	−0.80	12.51	6.45	−6.06	−0.95	2.77
VPS26A	NM_004896	−0.70	8.63	3.37	−5.26	−1.36	2.75
SSFA2	NM_001130445	−0.77	12.23	6.31	−5.92	−0.95	2.74
CRK	NM_005206	−0.91	12.79	6.82	−5.97	−0.91	2.73
DPM2	NM_003863	−0.26	11.72	5.89	−5.83	−0.99	2.73
PPP2R5E	NM_006246	−1.19	10.00	4.51	−5.49	−1.15	2.71
ARL1	NM_001177	−0.90	18.55	12.29	−6.26	−0.59	2.71
ATP2B1	NM_001682	−0.52	10.31	4.93	−5.39	−1.07	2.65
CRK	NM_016823	−0.93	11.88	6.33	−5.55	v0.91	2.63
ATP2B1	NM_001001323	−0.46	10.08	4.82	−5.27	−1.07	2.62
MGLL	NM_001003794	−0.24	16.69	10.87	−5.82	−0.62	2.61
DYNC1LI2	NM_006141	−1.14	16.12	10.50	−5.62	−0.62	2.57
RHOT1	NM_001033568	−0.34	11.74	6.42	−5.32	−0.87	2.56
RTCD1	NM_001130841	−0.62	10.85	5.78	−5.07	−0.91	2.51
DNM1L	NM_012062	−0.50	15.16	9.87	−5.28	−0.62	2.48

mir-100-5p (MIMAT0000098)							
Gene Symbol	RefSeq ID	mirSVR Score	SR	SEN	dRPKM	FC	D
RAP1B	NM_001010942	−1.14	55.53	30.38	−25.15	−0.87	4.73
FZD8	NM_031866	−1.14	7.31	0.95	−6.36	−2.94	3.97
EPDR1	NM_017549	−0.37	30.89	17.53	−13.37	−0.82	3.83
PL-5283	NM_001130929	−0.39	13.47	3.65	−9.83	−1.89	3.80
SIAH2	NM_005067	−1.15	6.92	1.16	−5.76	−2.58	3.61
TSC22D3	NM_198057	−0.60	14.84	6.69	−8.15	−1.15	3.24
C9orf123	NM_033428	−0.92	9.37	3.66	−5.71	−1.36	2.86

mir-125b-5p (MIMAT0000423)							
Gene Symbol	RefSeq ID	mirSVR Score	SR	SEN	dRPKM	FC	D
RPA2	NM_002946	−0.41	16.56	1.76	−14.79	−3.23	5.05
PRKRA	NM_003690	−0.22	15.60	1.66	−13.93	−3.23	4.99
STC1	NM_003155	−0.56	39.40	13.31	−26.09	−1.57	4.96
ACTL6A	NM_004301	−0.28	23.69	4.90	−18.79	−2.27	4.80
SNRPB	NM_003091	−0.62	29.19	7.90	−21.29	−1.89	4.80
TMEM50A	NM_014313	−0.44	43.86	19.78	−24.09	−1.15	4.73
PLIN3	NM_005817	−0.32	38.73	16.86	−21.86	−1.20	4.61
MLF2	NM_005439	−0.34	24.20	6.55	−17.65	−1.89	4.55
CCNC	NM_005190	−0.42	19.08	3.95	−15.13	−2.27	4.53
RABL6	NM_024718	−0.36	9.10	0.97	−8.13	−3.23	4.42
DSTN	NM_006870	−0.22	56.15	35.73	−20.41	−0.65	4.40
ANPEP	NM_001150	−0.32	58.88	39.09	−19.79	−0.59	4.35
ESRRA	NM_004451	−0.93	10.49	1.37	−9.13	−2.94	4.34
SLC35A5	NM_017945	−0.24	7.93	1.03	−6.89	−2.94	4.05
TIMM17B	NM_005834	−0.28	13.63	3.20	−10.43	−2.09	3.98
RRM2	NM_001034	−0.35	7.13	0.93	−6.21	−2.94	3.95
TRIB1	NM_025195	−0.30	6.42	0.84	−5.58	−2.94	3.85
HAX1	NM_006118	−0.25	19.83	7.75	−12.08	−1.36	3.84
TCTA	NM_022171	−0.26	8.44	1.41	−7.03	−2.58	3.82
ZNF828	NM_001164145	−0.96	6.17	0.80	−5.36	−2.94	3.81
KIAA0174	NM_014761	−0.65	20.94	9.05	−11.90	−1.21	3.77
OSBPL9	NM_148909	−1.22	9.94	2.33	−7.61	−2.09	3.60
NT5C3L	NM_052935	−0.45	16.39	6.40	−9.98	−1.36	3.59
TBC1D1	NM_015173	−0.40	10.47	2.67	−7.80	−1.97	3.56
PSMD9	NM_002813	−0.95	12.16	3.89	−8.27	−1.64	3.46
TXNIP	NM_006472	−0.45	27.42	17.63	−9.79	−0.64	3.35
PRRC1	NM_130809	−0.96	10.49	3.24	−7.25	−1.70	3.32
FIBP	NM_198897	−0.83	19.64	10.47	−9.17	−0.91	3.32
MRPL10	NM_145255	−0.21	7.40	1.74	−5.67	−2.09	3.26
TSC22D3	NM_198057	−0.71	14.84	6.69	−8.15	−1.15	3.24
MED15	NM_015889	−0.22	11.93	4.66	−7.27	−1.36	3.17
ABTB1	NM_172027	−0.30	11.79	4.61	−7.18	−1.36	3.15
DDX42	NM_203499	−0.48	16.50	8.51	−7.99	−0.95	3.15
ZSWIM6	NM_020928	−1.26	8.94	2.76	−6.18	−1.70	3.13
VPS4B	NM_004869	−1.11	11.50	4.49	−7.00	−1.36	3.12
GOLGB1	NM_004487	−0.23	12.27	5.16	−7.11	−1.25	3.09
OAZ2	NM_002537	−0.40	14.86	7.92	−6.94	−0.91	2.94
PSMG3	NM_001134340	−0.22	9.97	3.90	−6.07	−1.36	2.93
TAF9B	NM_015975	−1.04	8.67	3.39	−5.28	−1.36	2.76
HAS1	NM_001523	−0.35	16.13	10.18	−5.95	−0.66	2.66
MRPS10	NM_018141	−0.21	15.73	9.93	−5.80	−0.66	2.62
SLC39A9	NM_018375	−0.84	13.90	8.43	−5.47	−0.72	2.56
RTCD1	NM_001130841	−0.43	10.85	5.78	−5.07	−0.91	2.51

mir-92a-1-5p (MIMAT0004507)							
Gene Symbol	RefSeq ID	mirSVR Score	SR	SEN	dRPKM	FC	D
H2AFZ	NM_002106	−0.30	68.35	35.26	−33.09	−0.95	5.14
RAP1B	NM_001010942	−0.22	55.53	30.38	−25.15	−0.87	4.73
TMEM50A	NM_014313	−1.03	43.86	19.78	−24.09	−1.15	4.73
ATPIF1	NM_178191	−0.24	25.56	7.88	−17.67	−1.70	4.48
MEA1	NM_014623	−0.51	44.85	24.54	−20.31	−0.87	4.43
ZFAND3	NM_021943	−0.20	8.55	0.91	−7.63	−3.23	4.36
EGLN2	NM_053046	−0.37	10.38	1.35	−9.03	−2.94	4.33
LOC729991	NM_001145784	−0.46	12.65	2.12	−10.53	−2.58	4.26
NR3C1	NM_001020825	−0.64	26.80	10.96	−15.84	−1.29	4.19
PA2G4	NM_006191	−0.81	22.68	8.09	−14.59	−1.49	4.14
MRPS18B	NM_014046	−0.25	18.57	5.94	−12.63	−1.64	4.01
PTP4A1	NM_003463	−0.51	20.89	7.77	−13.12	−1.43	3.98
SERPINB8	NM_002640	−0.49	6.91	0.90	−6.01	−2.94	3.92
TCTA	NM_022171	−0.21	8.44	1.41	−7.03	−2.58	3.82
CYTSB	NM_001033553	−0.21	5.90	0.77	−5.13	−2.94	3.77
TPP1	NM_000391	−0.55	10.99	2.58	−8.42	−2.09	3.72
HIST1H2BM	NM_003521	−0.29	17.42	6.81	−10.61	−1.36	3.67
IP6K2	NM_001005911	−0.59	10.42	2.44	−7.98	−2.09	3.65
ABCF1	NM_001025091	−0.27	18.69	7.89	−10.80	−1.24	3.65
SIAH2	NM_005067	−0.63	6.92	1.16	−5.76	−2.58	3.61
OSBPL9	NM_148909	−0.54	9.94	2.33	−7.61	−2.09	3.60
IP6K2	NM_001146179	−0.56	9.89	2.32	−7.57	−2.09	3.59
C17orf49	NM_001142798	−0.24	20.07	10.08	−9.99	−0.99	3.47
AIDA	NM_022831	−0.21	24.98	15.15	−9.83	−0.72	3.38
DPT	NM_001937	−1.04	7.49	1.76	−5.74	−2.09	3.28
CCDC92	NM_025140	−0.33	7.22	1.69	−5.53	−2.09	3.23
NOL10	NM_024894	−0.59	14.08	6.08	−8.00	−1.21	3.23
MED15	NM_015889	−0.24	11.93	4.66	−7.27	−1.36	3.17
C20orf132	NM_213632	−0.24	11.75	4.59	−7.16	−1.36	3.15
AKTIP	NM_022476	−0.25	17.71	9.69	−8.02	−0.87	3.13
TPBG	NM_006670	−0.21	12.98	6.27	−6.71	−1.05	2.94
SRR	NM_021947	−0.95	9.41	3.68	−5.73	−1.36	2.86
POGK	NM_017542	−0.87	7.39	2.36	−5.03	−1.64	2.85
DDX24	NM_020414	−0.26	20.20	13.39	−6.81	−0.59	2.83
DPM2	NM_003863	−0.32	11.72	5.89	−5.83	−0.99	2.73

let-7a-2-3p (MIMAT0010195)							
Gene Symbol	RefSeq ID	mirSVR Score	SR	SEN	dRPKM	FC	D
IL8	NM_000584	−0.31	89.60	8.90	−80.69	−3.33	7.16
IL33	NM_033439	−1.22	35.40	1.12	−34.28	−4.98	7.13
RPS25	NM_001028	−1.27	268.93	142.20	−126.74	−0.92	7.05
SFRS13A	NM_054016	−0.29	14.40	0.99	−13.41	−3.86	5.38
NDUFB2	NM_004546	−0.37	68.00	30.66	−37.34	−1.15	5.35
H2AFZ	NM_002106	−0.26	68.35	35.26	−33.09	−0.95	5.14
RPA2	NM_002946	−0.24	16.56	1.76	−14.79	−3.23	5.05
SNRPB	NM_198216	−0.67	33.43	9.04	−24.38	−1.89	4.98
STC1	NM_003155	−1.19	39.40	13.31	−26.09	−1.57	4.96
FGFR1OP	NM_007045	−1.26	15.11	1.61	−13.50	−3.23	4.95
SRGN	NM_002727	−0.72	64.01	36.31	−27.70	−0.82	4.86
NME1	NM_198175	−0.30	52.74	26.50	−26.24	−0.99	4.82
SNRPB	NM_003091	−0.82	29.19	7.90	−21.29	−1.89	4.80
RAP1B	NM_001010942	−0.48	55.53	30.38	−25.15	−0.87	4.73
SERPINE2	NM_006216	−0.41	69.92	44.34	−25.57	−0.66	4.72
PARP3	NM_001003931	−0.66	12.09	1.29	−10.80	−3.23	4.71
F3	NM_001993	−0.29	11.90	1.27	−10.63	−3.23	4.70
ELOVL1	NM_022821	−0.40	36.66	14.33	−22.34	−1.36	4.68
TNFRSF10D	NM_003840	−0.26	57.91	33.52	−24.39	−0.79	4.68
ANKRD1	NM_014391	−0.21	30.17	10.76	−19.40	−1.49	4.53
BASP1	NM_006317	−0.59	50.43	28.72	−21.71	−0.81	4.51
WDR44	NM_019045	−0.40	8.12	0.73	−7.39	−3.47	4.51
TXNDC11	NM_015914	−0.23	9.35	1.00	−8.35	−3.23	4.45
MEA1	NM_014623	−1.13	44.85	24.54	−20.31	−0.87	4.43
ESRRA	NM_004451	−0.69	10.49	1.37	−9.13	−2.94	4.34
ADI1	NM_018269	−0.52	20.08	5.43	−14.65	−1.89	4.31
UBA6	NM_018227	−0.23	15.66	3.30	−12.37	−2.25	4.27
GOSR2	NM_054022	−0.48	12.34	2.07	−10.27	−2.58	4.24
CCDC51	NM_024661	−0.25	12.03	2.02	−10.02	−2.58	4.21
SAR1B	NM_016103	−0.38	14.67	3.25	−11.41	−2.17	4.13
COPS7A	NM_016319	−0.58	26.65	11.51	−15.14	−1.21	4.10
KCTD9	NM_017634	−0.27	26.65	11.60	−15.04	−1.20	4.09
RAD23B	NM_002874	−0.66	30.48	15.32	−15.17	−0.99	4.05
GNG5	NM_005274	−0.99	41.76	26.36	−15.40	−0.66	4.00
PTP4A1	NM_003463	−0.82	20.89	7.77	−13.12	−1.43	3.98
FZD8	NM_031866	−0.59	7.31	0.95	−6.36	−2.94	3.97
SERPINB8	NM_002640	−0.92	6.91	0.90	−6.01	−2.94	3.92
PDGFC	NM_016205	−0.41	12.91	3.03	−9.88	−2.09	3.91
GPR137B	NM_003272	−0.43	8.88	1.49	−7.39	−2.58	3.87
TRIB1	NM_025195	−0.38	6.42	0.84	−5.58	−2.94	3.85
PTPLAD1	NM_016395	−0.32	15.33	4.73	−10.60	−1.70	3.81
KIAA0174	NM_014761	−0.54	20.94	9.05	−11.90	−1.21	3.77
HMGN1	NM_004965	−0.24	33.75	20.95	−12.80	−0.69	3.74
BMP6	NM_001718	−0.26	22.51	10.75	−11.76	−1.07	3.71
DHX36	NM_020865	−0.64	10.76	2.52	−8.23	−2.09	3.69
TPM3	NM_001043352	−0.57	24.53	12.71	−11.82	−0.95	3.69
BAG3	NM_004281	−1.28	7.05	1.18	−5.87	−2.58	3.63
COIL	NM_004645	−1.02	6.88	1.15	−5.73	−2.58	3.60
WSB1	NM_015626	−0.94	22.86	11.79	−11.07	−0.95	3.60
DENR	NM_003677	−0.85	19.45	8.93	−10.53	−1.12	3.58
TBC1D1	NM_015173	−0.58	10.47	2.67	−7.80	−1.97	3.56
NAP1L1	NM_139207	−0.52	23.85	12.96	−10.89	−0.88	3.56
PAPSS2	NM_001015880	−0.94	20.80	10.23	−10.58	−1.02	3.55
SDC1	NM_002997	−0.48	18.60	8.53	−10.07	−1.12	3.52
PURA	NM_005859	−0.22	14.18	5.16	−9.02	−1.46	3.49
MPPE1	NM_023075	−0.80	6.13	1.03	−5.10	−2.58	3.49
AP3S1	NM_001284	−0.31	22.10	11.77	−10.32	−0.91	3.49
DCTN2	NM_006400	−1.31	22.62	12.38	−10.24	−0.87	3.47
SEC62	NM_003262	−0.46	16.23	6.96	−9.27	−1.22	3.44
SFRS13A	NM_006625	−0.29	17.03	7.68	−9.35	−1.15	3.42
DCAF12	NM_015397	−0.59	9.17	2.48	−6.69	−1.89	3.33
GM2A	NM_000405	−0.37	9.13	2.47	−6.66	−1.89	3.32
UBE2B	NM_003337	−0.41	10.83	3.46	−7.36	−1.64	3.32
FAM24A	NM_001029888	−0.23	13.03	5.09	−7.94	−1.36	3.28
PSMA5	NM_002790	−1.18	8.80	2.38	−6.42	−1.89	3.28
DEPDC7	NM_001077242	−0.23	7.38	1.73	−5.65	−2.09	3.26
RNF152	NM_173557	−1.23	7.17	1.68	−5.49	−2.09	3.23
RHBDL2	NM_017821	−1.28	7.05	1.65	−5.39	−2.09	3.21
ANP32B	NM_006401	−1.34	17.62	9.39	−8.23	−0.91	3.17
TROVE2	NM_004600	−0.92	11.98	4.68	−7.30	−1.36	3.17
TBP	NM_003194	−1.24	6.80	1.59	−5.20	−2.09	3.17
RPF1	NM_025065	−1.25	11.80	4.61	−7.19	−1.36	3.15
METTL3	NM_019852	−0.27	6.62	1.55	−5.07	−2.09	3.14
YTHDF2	NM_016258	−0.27	9.31	2.98	−6.33	−1.64	3.13
VPS4B	NM_004869	−0.77	11.50	4.49	−7.00	−1.36	3.12
SNX2	NM_003100	−1.21	11.27	4.40	−6.86	−1.36	3.09
SFRS4	NM_005626	−1.17	13.30	6.00	−7.30	−1.15	3.09
KLHL7	NM_001031710	−0.94	8.97	2.87	−6.10	−1.64	3.08
SPRY2	NM_005842	−0.31	11.04	4.32	−6.73	−1.36	3.07
INSIG1	NM_198337	−0.75	12.38	5.58	−6.80	−1.15	2.99
CSTF3	NM_001033506	−1.28	10.37	4.05	−6.32	−1.36	2.98
LIN7B	NM_022165	−0.61	10.29	4.02	−6.27	−1.36	2.97
STXBP1	NM_001032221	−0.24	10.11	3.95	−6.16	−1.36	2.95
MFSD1	NM_022736	−1.12	9.87	3.86	−6.01	−1.36	2.92
STXBP1	NM_003165	−0.22	9.79	3.83	−5.96	−1.36	2.91
PRKAR2A	NM_004157	−1.19	9.79	3.82	−5.96	−1.36	2.91
NAP1L1	NM_004537	−0.39	20.71	13.62	−7.09	−0.60	2.89
C1QBP	NM_001212	−1.34	20.04	13.05	−6.99	−0.62	2.87
SLC33A1	NM_004733	−0.22	7.48	2.39	−5.09	−1.64	2.87
INSIG1	NM_005542	−0.76	11.18	5.04	−6.14	−1.15	2.86
LZIC	NM_032368	−0.42	12.88	6.47	−6.41	−0.99	2.86
ANKRD17	NM_032217	−0.50	9.11	3.56	−5.55	−1.36	2.82
FMR1	NM_002024	−1.08	12.33	6.19	−6.13	−0.99	2.80
ATP2B1	NM_001682	−0.24	10.31	4.93	−5.39	−1.07	2.65
ATP2B1	NM_001001323	−0.20	10.08	4.82	−5.27	−1.07	2.62
FAHD1	NM_031208	−0.67	10.76	5.41	−5.35	−0.99	2.62
DYNC1LI2	NM_006141	−0.53	16.12	10.50	−5.62	−0.62	2.57
RHOT1	NM_001033568	−0.21	11.74	6.42	−5.32	−0.87	2.56

### Luciferase assay

The luciferase reporter constructs were built as previously described.^63^ NAP1L1-1 (350bp, 2713-3062) and NAP1L1-2 (675bp, 3362-5037) from the 3′ UTR of human *NAP1L1* gene, USP6-1 (675bp, 6220-6895) and USP6-2 (527bp, 7420-7945) from the 3′UTR of human *USP6* gene and SMARCD2 (525bp, 1913-2438) from the 3′ UTR of human *SMARCD2* gene were amplified using the primer sets (shown in Supplementary Experimental Procedures). Purified PCR products were cloned into multiple cloning sites of the pmirGLO dual-luciferase miRNA target expression vector (Promega) downstream of the firefly luciferase gene. The primer sequences were flanked by SacI and SalI sites to generate pmirGLO-*NAP1L1-1*, pmirGLO-*NAP1L1-2*, pmirGLO-*SMARCD2*, pmirGLO-*USP6-1* and pmirGLO-*USP6-2*. Details are given in Supplementary Experimental Procedures.

### Mimic miRNA transfection studies

The hADSCs (SR (PD8)) were seeded on 4-well slides at a density of 1 × 10^4^ cells/well 1 day before transfection with 5 and 10 pmol each of different miRNA mimics to SA-miRNA using Fugene 6 (Promega). 48 h after transfection, SA-β-Gal staining was performed according to manufacturer’s instructions (BioVision), RNA extraction and the subsequent real-time qPCR were performed to detect target gene expression.

### Statistical analysis

Data points from individual assays represent mean ± SEM. The statistical significance between two conditions was assessed by a two-tailed unpaired *t*-test. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, and n.s. represents *p* ≥ 0.05.

## Data access

The raw data files are being passed to NCBI’s Sequence Read Archive (SRA).Link from GEO records GSE77284 study at: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE77284. A description of the data formats, software tools to manipulate these data formats, and all codes implementing the statistical models described herein can also be found in the supplementary information on line.

## Electronic supplementary material

Supplementary Methods

Supplementary Figure1

Supplementary Figure2

Supplementary Figure3

Supplementary Figure4

Supplementary Figure5

Supplementary Figure6

Supplementary Figure7

Supplementary Figure8

Supplementary Figure9

Supplementary Figure legends

Supplementary Table1

Supplementary Table2

Supplementary Table3

Supplementary Table4

## Electronic supplementary material

Supplementary Information accompanies the paper on the *npj Aging and Mechanisms of Disease* website (doi:10.1038/s41514-017-0006-y).

# Supplementary material for: Opposing activities of oncogenic MIR17HG and tumor suppressive MIR100HG clusters and their gene targets regulate replicative senescence in human adult stem cells
**Source:** NPJ Aging Mech Dis. 2017 Apr 20;3:7. doi: 10.1038/s41514-017-0006-y
**Supplement:** Supplementary file 1 — Supplementary Methods

**SUPPLEMENTARY ON LINE EXPERIMENTAL PROCEDURES**.

**Antibodies**

Primary antibodies used were: 53BP1 (Bethyl Laboratories #A300-273A), BrdU (Bu20a, # 5292, Cell Signalling), PML (N-19; Santa Cruz), P21*^WAF1/CIP^* (# 8587, Cell Signalling) γH2AX (Millipore #05-636, Millipore) CD31 (Invitrogen #HMCD3101), CD44 (Invitrogen #HMCD4401), CD45 (Invitrogen #HMCD4501), CD105 (Invitrogen #HMCD10520) Secondary antibodies were AlexaFlour® conjugated donkey antibodies (Invitrogen and TermoFisher).

**Immunofluorescence**

1–3×10^4^ cells/well in 4-well slides were fixed with 4% paraformaldehyde and permeabilized with PBS, 0.5% Triton X-100. The blocking and antibody incubations were performed in 4% normal donkey serum (NDS; Jackson Immunochemicals) in PBS. The nuclei were counter-stained with 100 ng/ml 4′, 6-diamidino-2-phenylindole (DAPI; Sigma), and the slides were mounted in ProLong® Gold anti-fade aqueous mounting medium (Invitrogen). Epifluorescence images were acquired on an Olympus BX60 fluorescence microscope with Spotfire 3.2.4 software (Diagnostics Instruments).

**Proteomic Analysis**

***Sample Preparation***

Pellets from approximately 10 ^8^ cells were either SR or SEN lysed in 0.4 ml of lysis buffer (8M Gu-HCL + DTT). Samples were subsequently alkylated with 45mM Iodoacetic acid (500mM stock concentration in 1 M Ammonium Bicarbonate) in the dark for 1 hr at room temperature. Residual alkylation agent was then reacted with 15 mM DTT. Samples were then diluted with 25 mM TrisHCl 5 mM CaCl2 to 2.5mL and added to a glass vial of trypsin (Pierce, 20ug, in 250uL of 25mM acetic acid). Samples were allowed to digest for 20 hrs at room temperature. Samples were quenched with formic acid and introduced into the mass spectrometer.

***Liquid Chromatography and High-resolution Mass Spectrometry***

Stem cell samples were prepared as described above and 1ug was injected onto a Thermo Scientific Easy nLC system configured with a 10 cm x 100 um trap column and a 25 cm x 100 um ID resolving column. Buffer A was 98% water, 2% methanol, and 0.2% formic acid. Buffer B was 10% water, 10% isopropanol, 80% acetonitrile, and 0.2% formic acid. Samples were loaded at 4 uL/min for 10 min, and a gradient from 0-45% B at 375 nL/min was run over 130 min, for a total run time of 150 min (including regeneration and sample loading). The Thermo Scientific LTQ Orbitrap Velos mass-spectrometer was run in a standard Top-10 data-dependent configuration except that a higher trigger threshold (20 K) was used to ensure that the MS2 did not interfere with the full-scan duty cycle. This ensured optimal full-scan data for quantification. MS2 fragmentation and analysis were performed in the ion trap mass analyzer. Samples were run in triplicate.

***MS Data Analysis***

Protein identification was performed using ThermoScientific Proteome Discoverer version 1.4 (including Sequest and Percolator algorithms) using the RefSeqHuman sequence database. The Percolator peptide confidence filter was set to “high”. Protein quantification was performed using Pinpoint version 1.4 software. The Pinpoint quantification workflow included importing the Proteome Discoverer.msf files as spectral libraries. Identified peptides were subsequently quantified in MS.raw files using the Pinpoint peak finding, chromatographic alignment, and area calculation algorithms.

***LC-MS/MS Proteome Expression Analysis***

Peptide expression levels are taken as the total area under the LC-MS/MS relative intensity curve (Supplementary Figure 5A), and individual peptides were unambiguously assigned to proteins using the Pinpoint software, version 1.4 (ThermoScientific) as described above. The areas *A* of all peptides *i* assigned to an individual protein *I* were summed to yield raw (non-normalized) protein expression levels: $I= \sum_{i=1}^{n} A_{i}$.

The raw protein expression levels *I* for each individual library, characterized as described in the previous section, were normalized against the total size of the library. For each protein *i* from library *j*, the normalized expression level *I’* is calculated as: $I^{'}= \frac{I_{i,j}}{\sum_{k=1}^{N} I_{k}}$, where *N* is the total number of proteins from library *j* (Supplementary Figure 5). Normalized protein expression levels for the three individual SR libraries and the three individual SEN libraries were compared using the Student’s *t-*test with a *P*-value cutoff of 0.05 to identify proteins that are differentially expressed between SR and SEN hADSCs.

***Transcriptome Analysis with RNA-seq***

Characterization of gene expression levels with RNA-seq was performed on replicates of self-renewing (SR) and senescent (SEN) human adult adipose- derived mesenchymal stem cells (hADSCs) using the Roche 454 sequencing platform. Individual sequence reads were mapped to the human genome reference sequence (UCSC hg18; NCBI build 36.1) using the program BLAT. (Kent 2002) BLAT was used in light of the relatively long sequence reads provided by 454 (avg=216bp; Supplementary Figure 3A), and the program was run with default settings with the exception that the minimal sequence identity was set to 99%. Ties between multi-mapping sequence reads were broken by selecting the mapping location where the read was maximally covered by NCBI RefSeq annotated exons.

Analysis of differential gene expression levels between SR and SEN cells was performed using an approach adopted from a recently developed method that was designed to be accurate at the relatively low sequencing depth provided by 454 and for single replicate experiments (Tarazona, Garcia-Alcalde et al. 2011). Our adoption of this approach employs a combination of two-parameters in order to define differential expression levels between genes: 1) the difference in the number reads *per* kilobase *per* million mapped reads ($dRPKM$) and 2) the expression fold-change ($FC$) level. This approach controls for liabilities of each individual metric; in particular, $dRPKM$ is biased towards highly expressed genes, whereas $FC$ is biased towards lowly expressed genes. In this approach, $dRPKM$ is defined as: ${RPKM}_{SR}-{RPKM}_{SEN}$, and $FC$ is defined as: $\log_{2} {{RPKM}_{SR}}/{{RPKM}_{SEN}}$. For each locus, $dRPKM$ and $FC$ are plotted as a point in two-dimensional Euclidean space, and the Euclidean Distance ($D$) between the origin and the point is taken to represent the differential expression level. This approach was used separately to evaluate the differential expression of mRNAs and non-coding RNAs, including miRNAs, which are typically expressed at lower levels. For each class of RNA, empirical distributions of $Ed$ were evaluated to call genes as differentially expressed. 

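Table S3, of which the first 1999 rows were held here, lists for each gene the distance *D* made from FC and dRPKM. Its values follow from FC and log_2_ of the absolute dRPKM to within 1.05e-05 in all 1999 rows, and the smallest absolute dRPKM among the targets in Table S1, 5.03, has a log_2_ of 2.33. The dRPKM threshold of 2.32 for mRNAs was therefore applied to log_2_ of the absolute RPKM difference. The threshold of 4.07 for ncRNAs was read in the same way here, though the smallest dRPKM of Table S1 bears on mRNAs alone. With this reading 54 ncRNAs were higher in SEN, against 216 in the paper, so it is less certain for ncRNAs. On this scale *MIR17HG*, with an RPKM of 2.79 in SR and 9.82 in SEN for its shorter transcript, stays under the ncRNA threshold, and *IL8*, *TFPI2* and *TSPYL2* exceed those for mRNAs. *CCND1* does not reach the FC threshold of 0.58. Applied to the RPKM difference itself, the same thresholds gave 1904 mRNAs lower and 3211 higher.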

For non-coding RNAs, differentially expressed genes are considered as those with |*FC*| > 0.95 and |*dRPKM*| > 4.07, and for mRNAs differentially expressed genes are considered as those with|*FC*| > 0.58 and |*dRPKM*| > 2.32 (Supplementary Figure 3B).

***Network-based Functional Enrichment Analysis***

The set of genes that were characterized as both targets of SEN upregulated miRNAs (Figure 2) and found to be downregulated in SEN hADSCs were manually analyzed based on functional annotations in the STRING database (Szklarczyk, Franceschini et al. 2011). Proteins from four annotation categories of interest – cell cycle, chromatin, transcription/translation and histone methyltransferases – were selected for functional enrichment analysis using a network-based approach. The network enrichment approach developed and applied here yields function-specific sub-networks based on the functional interactions in the STRING database, with edge confidence levels >0.4. For each set of functionally annotated proteins, a Steiner tree was built; the Steiner tree is the minimal spanning tree that connects all of the functionally annotated seed proteins by introducing the fewest number of intermediate proteins (*i.e.* Steiner nodes). Functional enrichment for these sub-networks was evaluated *via* the implementation of a previously described simulation approach (Talkowski, Rosenfeld et al. 2012). For each function-specific sub-network, the observed score (*NS*) is computed $NS=G/T$ where *G* is the number of functionally annotated seed proteins and *T* is the total number of proteins in the network. A null set of expected NS scores is then simulated by randomly selecting *G* seed proteins from the same underlying degree distribution and then constructing the Steiner tree of size *T* from these random seeds. The *P*-value for each sub-network is computed via a *z*-test comparing the observed *NS* score versus the expected *NS* score distribution.

***RT-PCR***

Primers were designed by Primer3 software and shown in Table 1.

**Table 1. mRNA qPCR primers**

| Gene | Forward Primer | Reverse Primer |
| --- | --- | --- |
| NAP1L1 | 5’ CTGGCTCCCCATACTAGTCG 3’ | 5’CTTGAAGGGCTGCAAGAATC 3’ |
| USP6 | 5’ ACCATCACAGGCTCTTCA CC 3’ | 5’ AACGATCAATGCTGCTGTTG 3’ |
| SMARCD2 | 5’ ACCCCATTGTCATCAACCAT 3’ | 5’ TCTCTGGGTCTTCAGCTGGT 3’ |
| CHD2 | 5’GATGACGAAGCTCCCAAAG 3’ | 5’TAGATGCTCCAGTGGCTCCT 3’ |
| CHD4 | 5’CATCGATGGTGGAATCACTG 3’ | 5’ATCCGGTGAGCTCTGCTAAA 3’ |
| CHD8 | 5’ATGCGGATTGTGAAGAAGGA3’ | 5’GGCTCTTCATCCTCATGGAA3’ |
| HDAC3 | 5’TGGCTTCTGCTATGTCAACG 3’ | 5’TCTCTGCCCCGACTTCATAC3’ |
| HDAC5 | 5’TCTGAACCACTGCATTTCCA 3’ | 5’GCCTGGACCGTAATTTCAGA 3’ |
| HDAC9 | 5’CAGGCGGAAGGATGGAAATG3’ | 5’ATGCGTTGCTGTGAAACCAT3’ |
| WDR44 | 5’TCTCTCCTAACCGCAAGCAT3’ | 5’AGCTCTCTCCCAGAGTTGGA 3’ |
| SAP18 | 5’CCACTGTTGCTACGGGTCTT 3’ | 5’CCACTGTTGCTACGGGTCTT 3’ |
| SUZ12 | 5’GCCTTTGAGAAGCCAACACA3’ | 5’CTGCAAATGAGCTGACAAGC3’ |
| SMARCA1 | 5’AGGGCGAGAAGAAGAAGGAG3’ | 5’TCTGTGCTGAAGGCTGAATG3’ |
| IGF2BP3 | 5’TCCAAGCAGAAACCATGTGA3’ | 5’ACTTACAAGCCGCAGAGGTG3’ |

***Luciferase assay***

**Table 2. Luciferase vector pmirGLO construction primers**

| 3’UTR of gene | Primers |
| --- | --- |
| NAP1L1-1  (2713-3062) | Forward 5’ CCC GAG CTC GCT TAA AGT ATG AGT ATGTCA CT 3’  Reverse 5’ CCC GTC GAC AAA ACA AAT CTT GGA CCT TGT GA 3’ |
| NAP1L1-2  (3362-5037) | Forward 5’ CCC GAG CTC TGA AGC AGT ATT AGC ATC ACT3’  Reverse 5’ CCC GTC GAC TAT TAT TTC ACC ATC ACC ATT TAC A 3’ |
| SMARCD2  (1913-2438) | Forward 5’ CCC GAG CTC CTG CTC AGG GAT CTT TCT TCC C 3’  Reverse 5’ CCC GTC GAC AAA AAA AGT GGC TCC CAC ATA GA 3’ |
| USP6-1  (6220-6895) | Forward 5’CCC GAG CTC ATA TGT AGT GAG TAT AGA GTT TAC CCA A 3’  Reverse 5’ CCC GTC GAC TTT GCA TGT GTT CTC TCT TTT TTA AAG T3’ |
| USP6-2  (7420-7945) | Forward 5’ CCC GAG CTC AAA TTG AAA TCC TTT TCA GAA AAA A 3’  Reverse 5’ CCC GTC GAC AAA AAC AGC ACA TAG AGG C 3’ |

The ready-to-use microRNA mimics are small, double-stranded RNA molecules designed to mimic endogenous mature microRNA (miRNA) molecules. When transfected into cells, they can regulate gene expression in different manners, including translational repression, mRNA cleavage, and deadenylation, imitating the native miRNA. The relative luciferase activity was measured as previously described (Anbazhagan, Priyamvada et al. 2014). 1X10^4^ 293T cells were seeded per well into 96-well plates one day before transfection with 500ng pmirGLO/pmirGLO-UTR constructs alone or in combination with 1 pmol different microRNA mimics to SA-miRNA (Sigma, MISSION^®^ microRNA Mimic), using Fugene6 (Promega) according to manufacturer’s instructions. Forty-eight hours post-transfection, cells were lysed in a passive lysis buffer (Promega). The luciferase activity was then determined using the Dual Luciferase Assay Kit (Promega). Renilla luciferase activity was used as a control. Subsequently, the firefly luciferase activity was normalized to renilla luciferase activity. The 3’-UTR activity was calculated as a ratio of firefly luciferase to renilla luciferase. All of the experiments were repeated three times.

# Supplementary material for: Opposing activities of oncogenic MIR17HG and tumor suppressive MIR100HG clusters and their gene targets regulate replicative senescence in human adult stem cells
**Source:** NPJ Aging Mech Dis. 2017 Apr 20;3:7. doi: 10.1038/s41514-017-0006-y
**Supplement:** Supplementary file 8 — Supplementary Figure7

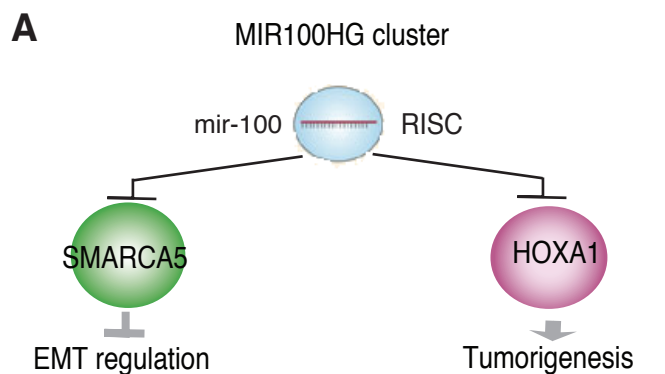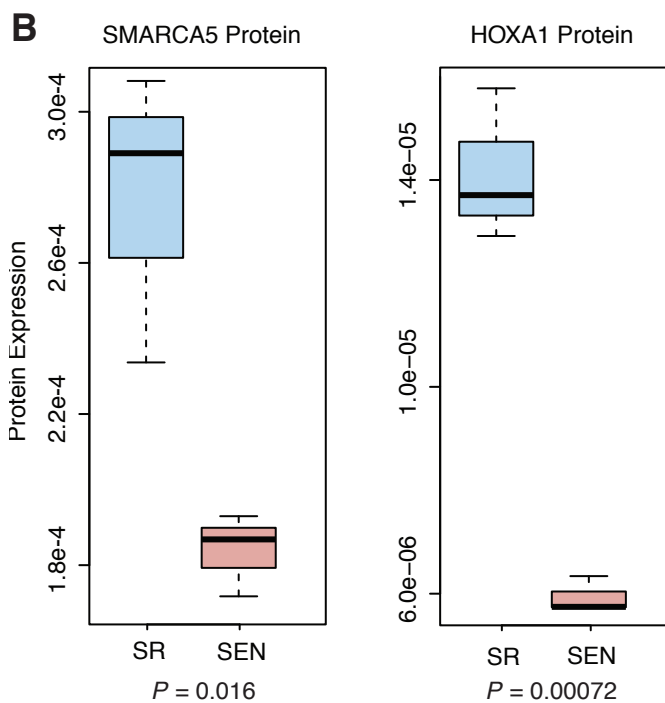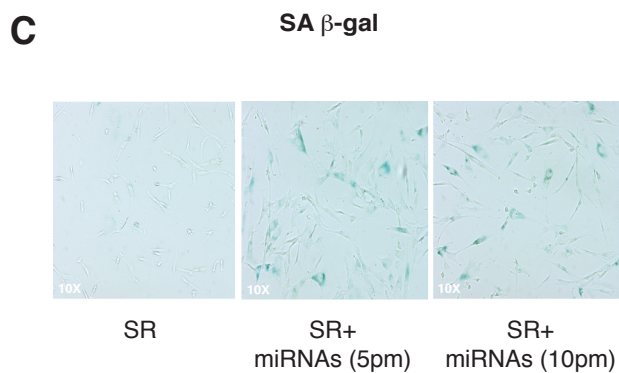

Transfection efficiency (FITC)

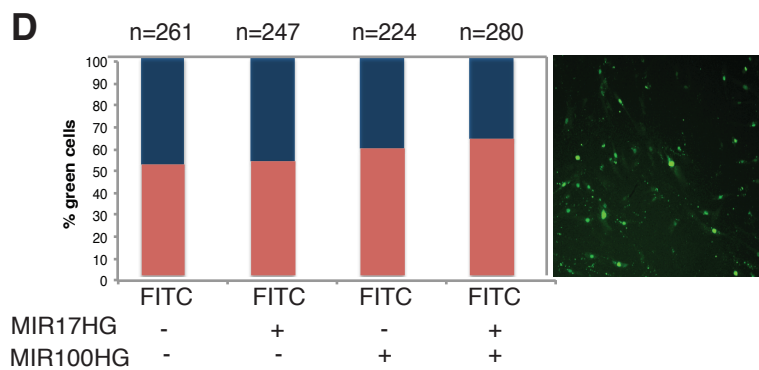

E immunostaining mimic MIR17HG/ MIR100HG/ FITC

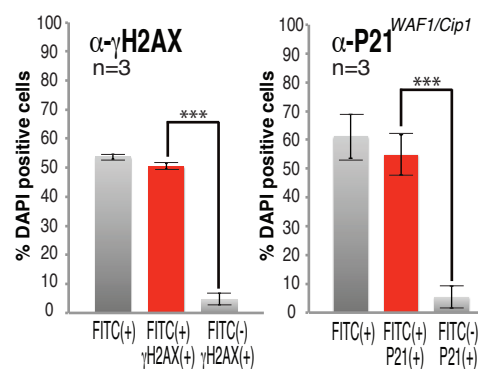

F immunostaining mimic MIR100HG/ FITC

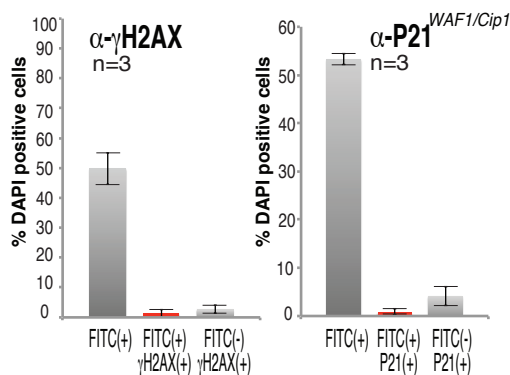

G immunostaining mimic MIR17HG/ FITC

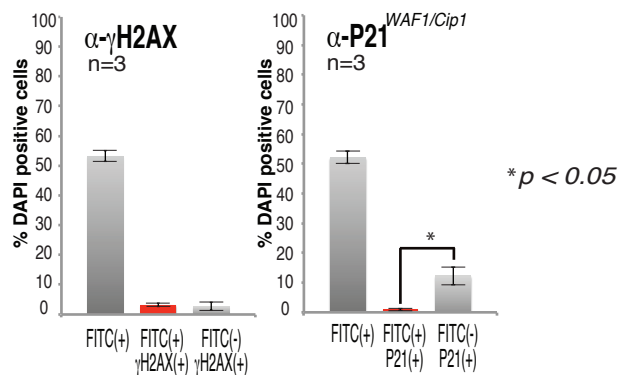

Supl. Fig.7

# Supplementary material for: Opposing activities of oncogenic MIR17HG and tumor suppressive MIR100HG clusters and their gene targets regulate replicative senescence in human adult stem cells
**Source:** NPJ Aging Mech Dis. 2017 Apr 20;3:7. doi: 10.1038/s41514-017-0006-y
**Supplement:** Supplementary file 11 — Supplementary Figure legends

**SUPPLEMENTARY FIGURES LEGENDS**

**Supplementary Figure S1**. ***Ex-vivo* senescence of hADSCs is associated with formation of persistent DNA damage foci and** P21^WAF1/Cip1^ **upregulation.** (A) Representative growth curve of hADSCs. Two distinct states are shown: SR- self-renewing (population doubling <12); SEN- senescent (population doubling >39), gray line depicts preSEN- pre-senescent (population doubling 29-39) that were not included in our analysis. Cumulative population doublings PD were described in *^13^*. (B) Immunohistochemical detection of 5’-bromo-2’deoxyuridine (BrdU) incorporation, P21^WAF1/Cip1^ and γH2AX in senescent (SEN) and self-renewing (SR) populations of hADSCs. Examples (10X and 20X magnification) are shown in inserts. DNA was detected with DAPI. Quantification of senescent phenotype in hADSC: bar graphs correspond to a percentage of BrdU, P21^WAF1/Cip1^ and γH2AX positive cells in DAPI-stained total cell population, based on three independent experiments (n=3). Total amount of the cells counted in three experiments: BrdU staining- (SR) *n_1_*=61, *n_2_*=62, *n_3_*=76 (SEN) *n_1_*=56, *n_2_*=133, *n_3_*=88; P21^WAF1/Cip1^ staining- (SR: *n_1_*=193, *n_2_*=143, *n_3_*=179) (SEN: *n_1_*=180, *n_2_*=156, *n_3_*=173); γH2AX immunostaining- (SR *n_1_*=207, *n_2_*=208, *n_3_*=152) (SEN *n_1_*=142, *n_2_*=215, *n_3_*=142). Bars are the standard deviations from the mean. (C) DNA damage response (DDR) in senescent (SEN) hADSCs. Representative immunostaining for the persistent DNA damage response upon senescence of hADSCs. Representative image of a single nucleus is shown. Spatial relationship between 53BP1(red) and PML bodies (green), γH2AX (green) and 53BP1 (red) and PML bodies (green) and γH2AX (red) confirms the formation of persistent DNA damage foci associated with hADSCs senescence.

**Supplementary Figure S2**. **Immunophenotype of hADSCs upon senescence.** (A) Representative FACS analysis of hADSCs. SR (PD8) hADSCs were stained with FITC (CD 31, CD44 and CD 45) or AlexaFlour-488 (CD105) conjugated antibodies against cell surface markers and subjected to flow cytometry analysis. The cell populations are shown as fluorescence to side scatter graphs (top), and the histograms (bottom) of stained cells (blue line) compared to unstained cells (red line); with the percentage of positive cells indicated. (B) Representative analysis of *CD105*, *CD 44* and *β-actin* gene transcription by RNa-seq (SR (PD8), SEN (PD40)). Sequencing tracks are uploaded to the UCSC genome browser and details of the analysis are shown in the on line Experimental Procedures and Supplementary Table S3.

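*ACTB*, which encodes β-actin, had 112 reads in the SR library and 122 in the SEN library, a log_2_ SEN/SR ratio of 0.35 (95% interval −0.03 to 0.74, adjusted p = 0.557, exact binomial test). Set against *ACTB* in the same library, which needs no scaling, *CD44* had 104 reads per 100 *ACTB* reads in SR and 77.0 in SEN (Fisher's exact test, 2-sided p = 0.129). CD105, encoded by *ENG*, had 6.25 reads per 100 *ACTB* reads in SR and 14.8 in SEN (Fisher's exact test, 2-sided p = 0.0896). Neither ratio differed between the libraries beyond counting error. Of the other surface markers, *ALCAM* (CD166) had 95 and 123 reads (0.60, 0.20 to 1.00, adjusted p = 0.128, exact test), *ANPEP* (CD13) had 41 and 23, *MME* (CD10) had 3 and 8, and *ITGA4* (CD49d) had 10 and 6, and none of these passed.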

**Supplementary Figure S3**. **RNA-seq analysis for evaluating differential gene expression between SR versus SEN hADSCs.** (A) Length distributions of RNA-seq reads for SR (blue) and SEN (red) hADSCs. The distributions are bimodal owing to the RNA isolation approach used to enrich for small non-coding RNA species (see Experimental Procedures). (B) The approach used to identify SEN upregulated genes. A combination of fold-change (*FC*) and RPKM differences (*dRPKM*) was used as described in on line Experimental Procedures. *FC* and *dRPKM* distributions are shown along with the empirically determined cut-offs above which genes are considered to be SEN upregulated (red). *FC* and *dRPKM* are jointly analyzed with the Euclidean distance (E*d*) to quantify the extent of differential expression. (C) The overall scheme used to find differentially expressed miRNAs, which have mRNA target predictions from the mirSVR program, is shown along with the corresponding numbers of miRNAs identified at each step.

**Supplementary Figure S4**. **Mir-let7a-5p and AGO-3 analysis in hADSCs upon senescence.** (A) qPCR analysis of mature miRNA expression in self-renewing (SR, blue bar) and senescent (SEN, red bar) states of hADSCs. Relative expression guide strand of mature microRNA mir-let7a- (depicted in the graphs as *-5p*) to U6 small RNA was measured. Data are shown as fold change $\left( \Delta\Delta∁\tau\right).$ Mean$\pm$ SD from three independent experiments is shown. The statistical difference was evaluated by Student’s *t-*test and *P-*values (*p*) related to experimental measurements are listed under the graphs, where ****p* *< 0.001*. (B) Protein levels of AGO-3 protein measured in the proteomic study as described in on line Experimental Procedures. Differential expression of proteins upon self-renewal (SR) and senescence (SEN) of hADSCs. Normalized protein expression levels are shown for three replicate samples each of SR versus SEN hADSCs.

**Supplementary Figure S5. Proteomic analysis scheme for evaluating differential expression between SR versus SEN hADSCs.** (A) Schematic illustrating the proteomic analysis workflow and the approach used to quantify and normalize protein expression levels based on the LC-MS/MS proteome profiling. (B) Distributions of normalized protein expression levels for the three SR and three SEN libraries analyzed here.

**Supplementary Figure S6.** **Overview of the approach used to predict miRNA targets *via* the mirSVR program.** The mirSRV program’s approach to identifying potential miRNA targets is distinguished by its use of mRNA expression data from miRNA transfection experiments in HeLa cells along with sequence and contextual data for miRNA-mRNA seed matching regions.

**Supplementary Figure S7**. **Regulation of SMARCA5 and HOXA1 by the MIR100HG cluster and assessment of senescence-associated markers in transfection experiments with mimic miRNAs.** (A) Schematic of previously demonstrated *mir-100* regulation of SMARCA5 and HOXA1 along with the downstream functional effects. (B) SR versus SEN protein expression levels for SMARCA5 and HOXA1. Protein expression values are shown for three replicates each for SR and SEN along with the significance of the differences (Student’s *t-*test). (C) Representative field depicting SA-β-Gal positivity of self-renewing hADSCs (SR) and self-renewing hADSCs after transfection by 5pM or 10pM of the full set of mimics of SA-miRNAs (SR+miRNAs). (D) The transfection efficiency was assessed by co-transfecting mimics with FITC-labelled control as described in on line Experimental Procedures. Green cells were calculated 72 hrs after transfection of the mimics of MIR17HG (mir-17-5p, mir-18a-5p, mir-19a-3p, mir-20a-5p and mir-92a1-5p) or the MIR100HG (mir-125b1-5p, mir-1let7a-2-3p, mir-100-5p) clusters separately or after simultaneous transfection by the full set of SA-miRNA mimics from both clusters in SR hADSCs. DAPI was used for staining cell nuclei. Transfection efficiency for each combination is expressed as a percentage of green cells among the total amount of cells (DAPI) (n) counted under the fluorescent microscope. (E) Quantitation of the cell containing γH2AX persistent DDR focal staining in SA-miRNA mimics-transfected SR hADSCs (FITC+) at 72 hrs post-transfection presented as FITC^+^γH2AX^+^ (red bar). Quantification of FITC^+^  (red bar) and FITC^-^ cells positive for senescence-associated markers P21^WAF1/Cip1^ staining is performed in similar fashion. Results were plotted on graphs as averages of three independent experiments (biological replicates n=3) with the standard deviation of data. Amount of total cell counted in each experiments; γH2AX staining *n_1_*=117, *n_2_*=109, *n_3_*=133; P21^WAF1/Cip1^ staining *n_1_*=118, *n_2_*=135, *n_3_*=90. (F) Quantitation of cells containing γH2AX persistent DDR focal staining in MIR100HG mimics-transfected SR hADSCs (FITC+) at 72 hrs post-transfection is presented as FITC^+^γH2AX^+^ (red bar). Quantification of cells positive for senescence-associated markers P21^WAF1/Cip1^ staining is performed in separate experiments under the same conditions in FITC^+^ and FITC^-^ cells. Results were plotted on graphs as averages of three independent experiments (biological replicates n=3) with the standard deviation of data. Amount of total cell counted in each experiments; γH2AX staining *n_1_*=112, *n_2_*=90, *n_3_*=111; P21^WAF1/Cip1^ staining *n_1_*=117, *n_2_*=145, *n_3_*=224. (G) Similar quantifications as in (F) were performed in SR hADSCs transfected with MIR17HG mimics. Results were plotted on graphs as averages of three independent experiments (biological replicates n=3) with the standard deviation of data. Amount of total cell counted in each experiments; γH2AX staining *n_1_*=80, *n_2_*=90, *n_3_*=113; P21^WAF1/Cip1^ staining *n_1_*=134, *n_2_*=147, *n_3_*=144. Statistical differences in (E), (F) and (G) for senescence–associated markers comparisons in FITC^+^ and FITC^-^ cells were evaluated by Student’s *t*-test, where ****p* *< 0.0001*, **p* *<0.05*.

**Supplementary Figure S8**. **Downregulation of genes via SA-miRNA-based mRNA degradation.** (A) SEN downregulated protein-coding mRNAs targeted by SA-miRNAs. Differential expression levels are quantified by the Euclidean distance (*Ed*) as described in on line Experimental Procedures and Supplementary Figure S3. (B) SA-miRNA seed analysis in downregulated upon senescence mRNAs reveled that these genes might be regulated by coordinate action of multiple SA-miRNAs from two independent clusters. Individual miRNAs are shown and color-coded according to their miRNA gene cluster.

**Supplementary Figure S9**. **Downregulation of SEN proteins via miRNA-based translational repression.** (A) SEN down-regulated proteins targeted by SA-miRNAs. Differential protein expression is quantified by the Students’ *t-*test (-log_10_ *P*-values shown) as described in on line Experimental Procedures. (B) Coordinate regulation of SEN downregulated proteins by multiple SA-miRNAs. Individual miRNAs are shown and color-coded according to their miRNA gene cluster.

**Supplementary Table S1**. **List of mRNA targets downregulated in SEN hADSCs.** Data are shown for targets of eight SA-miRNAs from the MIR17HG and MIR100HG clusters. For each downregulated target, a gene symbol and NCBI Reference Sequence identifier are shown along with a mirSVR score and expression data. The mirSVR score indicates the predicted downregulation of the target gene by its cognate miRNA; lower scores indicate stronger predictions. RPKM expression levels are shown for SR and SEN hADSCs along with the expression level differences (*dRPKM*) for SEN-SR and the fold-change (*FC*=log_2_SEN/SR). *Ed* is the Euclidean distance measure of differential expression described in on line Experimental Procedures and Supplementary Figure S3.

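An RPKM in Table S1 comes from very different numbers of reads. *TSPYL2* rests on 540 reads over both libraries, *INHBA* on 181, *TFPI2* on 162 and *IL33* on 18. Every RPKM in the 558 rows held here equals the deposited value to within 0.00498, which is rounding. Because 0.5 was added to each count, a transcript with 0 reads has an RPKM above 0 that depends on its length, and its FC is set by that added value. *IL33*, with no SEN read, is such a case. The FC of *TSPYL2* computed from the counts is −0.80 and that of *TFPI2* is −1.23, and the paper's values for them are −0.80 and −1.23.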

**Supplementary Table S2**. **List of protein targets downregulated in SEN hADSCs.** Data are shown for targets of eight SA-miRNAs from the MIR17HG and MIR100HG clusters, and for each downregulated target a gene symbol and NCBI Reference Sequence identifier are shown along with a mirSVR score and expression data. Protein expression levels are shown as the mean normalized values (n=3 replicates), and the difference in the mean normalized values (Diff Mean=SEN-SR) are shown. *P*-values were computed using the Students’ *t-*test as described in on line Experimental Procedures.

**Supplementary Table S3**. **Results of the RNA-seq transcriptomic analysis.** Gene symbols and Reference Sequence identifiers are shown for all genes analyzed along with the RPKM expression levels for SR and SEN hADSCs. Expression level differences (*dRPKM*) for SEN-SR and fold-change (*FC*=log_2_SEN/SR) values are shown for all genes along with *Ed*, which is the Euclidean distance measure of differential expression described in on line Experimental Procedures and Supplementary Figure S3.

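The deposited RPKM match the rows of Table S3 held here with a largest relative difference of 4.84e-06. In these values, *FN1*, which encodes fibronectin, was the gene with the most reads in both libraries, 1502 in SR and 1224 in SEN. *MALAT1* was the most-read ncRNA in both. The 10 most-read genes took 12.6% of the gene reads in SR and 12.5% in SEN. *FN1* had an FC of −0.07 (adjusted p = 0.798, exact binomial test) under the deposited scaling and −0.25 with TMM factors, where it passed as lower (adjusted p = 0.00224).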

**Supplementary Table S4**. **Results of the proteomic analysis.** Gene symbols and Reference Sequence identifiers are shown for all proteins analyzed along with the mean normalized protein expression levels (n=3 replicates) for SR and SEN hADSCs. Differences in the mean normalized protein expression levels (Diff Mean=SEN-SR) are shown along with *P*-values computed using the Students’ *t-test* as described in on line Experimental Procedures and shown in the Figure 3C heatmap.

# Supplementary material for: Opposing activities of oncogenic MIR17HG and tumor suppressive MIR100HG clusters and their gene targets regulate replicative senescence in human adult stem cells
**Source:** NPJ Aging Mech Dis. 2017 Apr 20;3:7. doi: 10.1038/s41514-017-0006-y
**Supplement:** Supplementary file 12 — Supplementary Table1

Table S1 mRNA Targets Down-regulated in SEN

mir-17-5p (MIMAT0000070)							
Gene Symbol	RefSeq ID	mirSVR Score	SR	SEN	dRPKM	FC	D
TFPI2	NM_006528	-0.25	528.90	225.72	-303.17	-1.23	8.34
IL8	NM_000584	-1.18	89.60	8.90	-80.69	-3.33	7.16
INHBA	NM_002192	-0.36	282.13	177.25	-104.88	-0.67	6.75
UPF3A	NM_023011	-0.31	18.45	1.27	-17.18	-3.86	5.63
CD36	NM_001127443	-0.28	47.21	11.74	-35.47	-2.01	5.53
MMP1	NM_002421	-0.33	69.30	31.02	-38.28	-1.16	5.38
RPA2	NM_002946	-0.64	16.56	1.76	-14.79	-3.23	5.05
GMPS	NM_003875	-0.29	13.70	1.24	-12.47	-3.47	5.03
STC1	NM_003155	-1.12	39.40	13.31	-26.09	-1.57	4.96
ACTL6A	NM_004301	-0.29	23.69	4.90	-18.79	-2.27	4.80
DCTN3	NM_024348	-0.48	19.61	3.29	-16.33	-2.58	4.78
LANCL1	NM_001136574	-0.63	8.61	0.67	-7.93	-3.68	4.74
PARP3	NM_001003931	-0.44	12.09	1.29	-10.80	-3.23	4.71
F3	NM_001993	-1.18	11.90	1.27	-10.63	-3.23	4.70
DCBLD2	NM_080927	-0.58	63.32	39.36	-23.96	-0.69	4.63
TPRG1L	NM_182752	-1.03	35.20	16.26	-18.95	-1.11	4.39
FBXO28	NM_001136115	-0.50	6.41	0.58	-5.83	-3.47	4.30
URGCP	NM_001077663	-0.31	7.87	0.84	-7.03	-3.23	4.28
SLC25A44	NM_014655	-0.23	7.84	0.84	-7.01	-3.23	4.28
FBXO28	NM_015176	-0.58	6.18	0.56	-5.62	-3.47	4.27
MAF1	NM_032272	-0.35	18.96	5.13	-13.83	-1.89	4.23
SQSTM1	NM_003900	-0.98	27.66	11.51	-16.15	-1.27	4.21
M6PR	NM_002355	-0.85	9.08	1.18	-7.90	-2.94	4.19
SAR1B	NM_016103	-1.28	14.67	3.25	-11.41	-2.17	4.13
ZBTB4	NM_020899	-1.05	12.64	2.55	-10.08	-2.31	4.05
UFD1L	NM_001035247	-0.98	10.48	1.75	-8.72	-2.58	4.05
SLC35A5	NM_017945	-0.76	7.93	1.03	-6.89	-2.94	4.05
RAD23B	NM_002874	-0.76	30.48	15.32	-15.17	-0.99	4.05
MITD1	NM_138798	-0.20	14.23	3.34	-10.89	-2.09	4.03
UFD1L	NM_005659	-0.99	10.16	1.70	-8.46	-2.58	4.02
PTP4A1	NM_003463	-0.46	20.89	7.77	-13.12	-1.43	3.98
RRM2	NM_001034	-0.73	7.13	0.93	-6.21	-2.94	3.95
SERPINB8	NM_002640	-0.55	6.91	0.90	-6.01	-2.94	3.92
SLC16A7	NM_004731	-0.51	6.58	0.86	-5.72	-2.94	3.87
GPR137B	NM_003272	-0.76	8.88	1.49	-7.39	-2.58	3.87
MKRN1	NM_013446	-1.08	12.33	2.89	-9.44	-2.09	3.86
NRBP1	NM_013392	-0.76	34.15	20.71	-13.44	-0.72	3.82
PFKP	NM_002627	-1.29	30.21	17.14	-13.07	-0.82	3.80

CYTSB	NM_001033553	-0.65	5.90	0.77	-5.13	-2.94	3.77
LSM5	NM_012322	-0.42	8.06	1.35	-6.71	-2.58	3.77
FAM103A1	NM_031452	-0.89	11.30	2.65	-8.65	-2.09	3.75
TPP1	NM_000391	-0.68	10.99	2.58	-8.42	-2.09	3.72
GTDC1	NM_001006636	-1.08	6.73	1.13	-5.60	-2.58	3.58
SLC39A6	NM_012319	-0.94	23.60	12.58	-11.02	-0.91	3.58
ELK3	NM_005230	-1.22	13.24	4.23	-9.01	-1.64	3.57
MYO10	NM_012334	-0.28	16.54	6.64	-9.90	-1.32	3.56
VPS45	NM_007259	-0.40	6.43	1.08	-5.36	-2.58	3.54
PURA	NM_005859	-1.02	14.18	5.16	-9.02	-1.46	3.49
MRPL24	NM_145729	-1.24	19.55	9.82	-9.73	-0.99	3.43
MGAT2	NM_002408	-0.21	14.33	5.60	-8.73	-1.36	3.41
ACIN1	NM_014977	-0.21	14.16	5.53	-8.63	-1.36	3.39
TXNIP	NM_006472	-1.27	27.42	17.63	-9.79	-0.64	3.35
COMMD10	NM_016144	-0.30	20.00	10.66	-9.34	-0.91	3.35
C1orf9	NM_014283	-1.12	9.61	2.68	-6.93	-1.84	3.35
CCNDBP1	NM_012142	-0.34	9.22	2.49	-6.73	-1.89	3.33
UBE2B	NM_003337	-0.93	10.83	3.46	-7.36	-1.64	3.32
NTN4	NM_021229	-1.22	23.64	14.28	-9.36	-0.73	3.31
RSU1	NM_012425	-0.21	15.87	7.28	-8.59	-1.12	3.30
CENPQ	NM_018132	-1.27	7.49	1.76	-5.74	-2.09	3.28
SLC35F5	NM_025181	-1.02	22.73	13.86	-8.87	-0.71	3.23
ABR	NM_021962	-0.34	9.37	2.89	-6.48	-1.70	3.18
RAB21	NM_014999	-0.43	18.73	10.40	-8.33	-0.85	3.17
TBP	NM_003194	-0.24	6.80	1.59	-5.20	-2.09	3.17
GNPDA2	NM_138335	-1.25	6.75	1.58	-5.17	-2.09	3.16
CDCA4	NM_145701	-0.22	6.72	1.58	-5.14	-2.09	3.16
ABTB1	NM_172027	-0.27	11.79	4.61	-7.18	-1.36	3.15
AKTIP	NM_022476	-0.47	17.71	9.69	-8.02	-0.87	3.13
YIPF2	NM_024029	-0.25	22.38	14.13	-8.25	-0.66	3.12
MAGT1	NM_032121	-0.29	16.10	8.30	-7.79	-0.95	3.11
GOLGB1	NM_004487	-0.34	12.27	5.16	-7.11	-1.25	3.09
SFRS4	NM_005626	-0.24	13.30	6.00	-7.30	-1.15	3.09
TIPARP	NM_015508	-0.40	12.20	5.27	-6.93	-1.21	3.04
CEP120	NM_153223	-1.19	7.14	1.93	-5.21	-1.89	3.04
CHD9	NM_025134	-1.00	7.91	2.38	-5.52	-1.73	3.01
KDSR	NM_002035	-0.29	10.46	4.09	-6.37	-1.36	3.00
ATMIN	NM_015251	-0.60	9.05	3.12	-5.93	-1.54	2.99
ZFP91	NM_053023	-0.61	11.31	4.77	-6.53	-1.24	2.98
LIN7B	NM_022165	-1.10	10.29	4.02	-6.27	-1.36	2.97
UBE3C	NM_014671	-0.54	14.49	7.62	-6.88	-0.93	2.93
ACBD5	NM_145698	-0.71	9.75	3.81	-5.94	-1.36	2.91
NAP1L1	NM_004537	-0.25	20.71	13.62	-7.09	-0.60	2.89

NBL1	NM_182744	-0.35	13.82	7.36	-6.45	-0.91	2.84
FGL2	NM_006682	-0.77	18.81	12.09	-6.71	-0.64	2.82
RAB11FIP5	NM_015470	-1.13	12.52	6.29	-6.23	-0.99	2.82
VPS26A	NM_001035260	-0.69	9.11	3.56	-5.55	-1.36	2.82
RBL2	NM_005611	-1.08	10.07	4.35	-5.72	-1.21	2.79
PDZD11	NM_016484	-1.15	18.70	12.18	-6.52	-0.62	2.77
SSFA2	NM_006751	-0.80	12.51	6.45	-6.06	-0.95	2.77
NFAT5	NM_138713	-0.21	9.93	4.34	-5.59	-1.20	2.76
VPS26A	NM_004896	-0.71	8.63	3.37	-5.26	-1.36	2.75
SSFA2	NM_001130445	-0.77	12.23	6.31	-5.92	-0.95	2.74
CRK	NM_005206	-0.90	12.79	6.82	-5.97	-0.91	2.73
DPM2	NM_003863	-0.26	11.72	5.89	-5.83	-0.99	2.73
PPP2R5E	NM_006246	-1.19	10.00	4.51	-5.49	-1.15	2.71
ARL1	NM_001177	-0.90	18.55	12.29	-6.26	-0.59	2.71
ATP2B1	NM_001682	-0.50	10.31	4.93	-5.39	-1.07	2.65
CRK	NM_016823	-0.93	11.88	6.33	-5.55	-0.91	2.63
ATP2B1	NM_001001323	-0.44	10.08	4.82	-5.27	-1.07	2.62
MGLL	NM_001003794	-0.24	16.69	10.87	-5.82	-0.62	2.61
DYNC1LI2	NM_006141	-1.14	16.12	10.50	-5.62	-0.62	2.57
RHOT1	NM_001033568	-0.34	11.74	6.42	-5.32	-0.87	2.56
RTCD1	NM_001130841	-0.43	10.85	5.78	-5.07	-0.91	2.51
DNM1L	NM_012062	-0.53	15.16	9.87	-5.28	-0.62	2.48

mir-18a-5p (MIMAT0000072)							
Gene Symbol	RefSeq ID	mirSVR Score	SR	SEN	dRPKM	FC	D
TSPYL2	NM_022117	-0.30	665.60	381.06	-284.54	-0.80	8.19
HIST1H4H	NM_003543	-0.81	62.31	8.12	-54.19	-2.94	6.47
BCAR3	NM_003567	-1.25	15.52	0.96	-14.56	-4.02	5.57
MSRB2	NM_012228	-0.38	15.73	1.68	-14.05	-3.23	5.00
NDUFC2	NM_004549	-0.75	26.15	6.13	-20.02	-2.09	4.80
F3	NM_001993	-0.34	11.90	1.27	-10.63	-3.23	4.70
ELOVL1	NM_022821	-0.72	36.66	14.33	-22.34	-1.36	4.68
PCYT1A	NM_005017	-0.79	21.26	5.75	-15.51	-1.89	4.38
EGLN2	NM_053046	-0.35	10.38	1.35	-9.03	-2.94	4.33
FBXO28	NM_001136115	-0.57	6.41	0.58	-5.83	-3.47	4.30
FBXO28	NM_015176	-0.65	6.18	0.56	-5.62	-3.47	4.27
MEF2BNB	NM_001145784	-0.30	12.65	2.12	-10.53	-2.58	4.26
UQCRCQ	NM_014402	-0.79	24.50	9.58	-14.93	-1.36	4.13
ZBTB4	NM_020899	-1.16	12.64	2.55	-10.08	-2.31	4.05
B4GALT7	NM_007255	-0.48	10.49	1.76	-8.74	-2.58	4.05
FZD8	NM_031866	-0.47	7.31	0.95	-6.36	-2.94	3.97

PDGFC	NM_016205	-1.17	12.91	3.03	-9.88	-2.09	3.91
EPDR1	NM_017549	-0.26	30.89	17.53	-13.37	-0.82	3.83
TPP1	NM_000391	-0.41	10.99	2.58	-8.42	-2.09	3.72
COIL	NM_004645	-0.23	6.88	1.15	-5.73	-2.58	3.60
CA12	NM_001218	-0.59	18.89	8.40	-10.49	-1.17	3.59
NT5C3L	NM_052935	-0.24	16.39	6.40	-9.98	-1.36	3.59
NAP1L1	NM_139207	-0.21	23.85	12.96	-10.89	-0.88	3.56
PAPSS2	NM_001015880	-0.99	20.80	10.23	-10.58	-1.02	3.55
AP3S1	NM_001284	-1.26	22.10	11.77	-10.32	-0.91	3.49
ACIN1	NM_014977	-0.24	14.16	5.53	-8.63	-1.36	3.39
SNX5	NM_014426	-0.27	16.36	7.38	-8.98	-1.15	3.37
C1orf9	NM_014283	-1.04	9.61	2.68	-6.93	-1.84	3.35
NAE1	NM_003905	-1.34	12.85	5.02	-7.83	-1.36	3.26
TSC22D3	NM_198057	-1.10	14.84	6.69	-8.15	-1.15	3.24
C9orf114	NM_016390	-0.71	6.98	1.64	-5.34	-2.09	3.20
GNPDA2	NM_138335	-0.87	6.75	1.58	-5.17	-2.09	3.16
DDX42	NM_203499	-1.09	16.50	8.51	-7.99	-0.95	3.15
GCLC	NM_001498	-0.99	12.91	5.57	-7.33	-1.21	3.12
VPS4B	NM_004869	-0.33	11.50	4.49	-7.00	-1.36	3.12
SORBS3	NM_005775	-0.31	9.12	2.92	-6.20	-1.64	3.10
DUSP5	NM_004419	-0.28	13.31	6.00	-7.31	-1.15	3.09
NDFIP1	NM_030571	-0.90	15.12	7.60	-7.52	-0.99	3.08
NT5C2	NM_001134373	-0.31	8.29	2.65	-5.64	-1.64	2.99
HSBP1L1	NM_001136180	-0.30	10.34	4.04	-6.30	-1.36	2.98
ITGA2	NM_002203	-0.63	11.52	5.01	-6.50	-1.20	2.96
MKI67IP	NM_032390	-0.27	19.37	12.23	-7.14	-0.66	2.91
PRKAR2A	NM_004157	-0.47	9.79	3.82	-5.96	-1.36	2.91
RBL2	NM_005611	-0.61	10.07	4.35	-5.72	-1.21	2.79
SEL1L3	NM_015187	-0.80	17.64	11.34	-6.30	-0.64	2.73
PPP2R5E	NM_006246	-0.32	10.00	4.51	-5.49	-1.15	2.71
ENDOD1	NM_015036	-0.24	8.28	3.23	-5.04	-1.36	2.70
XPO6	NM_015171	-0.35	14.64	8.92	-5.71	-0.71	2.61

mir-19a-3p (MIMAT0000073)							
Gene Symbol	RefSeq ID	mirSVR Score	SR	SEN	dRPKM	FC	D
IL8	NM_000584	-0.46	89.60	8.90	-80.69	-3.33	7.16
IL33	NM_033439	-0.59	35.40	1.12	-34.28	-4.98	7.13
NGFRAP1	NM_206915	-0.66	34.92	3.15	-31.77	-3.47	6.08
NGFRAP1	NM_014380	-0.65	31.96	3.41	-28.56	-3.23	5.82
UPF3A	NM_023011	-0.29	18.45	1.27	-17.18	-3.86	5.63
BCAR3	NM_003567	-0.22	15.52	0.96	-14.56	-4.02	5.57

NDUFB2	NM_004546	-0.43	68.00	30.66	-37.34	-1.15	5.35
RPS27L	NM_015920	-0.62	78.82	47.61	-31.22	-0.73	5.02
FAM129B	NM_022833	-1.14	87.20	56.11	-31.09	-0.64	5.00
PRKRA	NM_003690	-0.95	15.60	1.66	-13.93	-3.23	4.99
STAMBPL1	NM_020799	-0.54	14.26	1.52	-12.74	-3.23	4.89
EMC7	NM_020154	-0.53	46.72	20.18	-26.54	-1.21	4.88
ACTL6A	NM_004301	-0.52	23.69	4.90	-18.79	-2.27	4.80
RAP1B	NM_001010942	-1.15	55.53	30.38	-25.15	-0.87	4.73
PARP3	NM_001003931	-0.78	12.09	1.29	-10.80	-3.23	4.71
F3	NM_001993	-1.04	11.90	1.27	-10.63	-3.23	4.70
MEDAG	NM_032849	-1.18	53.08	29.21	-23.87	-0.86	4.66
DCBLD2	NM_080927	-0.32	63.32	39.36	-23.96	-0.69	4.63
SLC31A2	NM_001860	-1.22	13.14	1.71	-11.42	-2.94	4.58
CCNC	NM_005190	-0.41	19.08	3.95	-15.13	-2.27	4.53
WDR44	NM_019045	-1.34	8.12	0.73	-7.39	-3.47	4.51
RALA	NM_005402	-0.42	35.93	16.20	-19.73	-1.15	4.45
TPRG1L	NM_182752	-0.55	35.20	16.26	-18.95	-1.11	4.39
POLE4	NM_019896	-0.75	18.60	4.36	-14.24	-2.09	4.37
GNAQ	NM_002072	-0.27	17.69	4.15	-13.54	-2.09	4.30
SLC25A44	NM_014655	-0.39	7.84	0.84	-7.01	-3.23	4.28
FBXO28	NM_015176	-0.23	6.18	0.56	-5.62	-3.47	4.27
PPTC7	NM_139283	-0.70	7.60	0.81	-6.79	-3.23	4.25
TSN	NM_004622	-0.68	17.48	4.45	-13.02	-1.97	4.20
FAM69A	NM_001006605	-0.96	8.97	1.17	-7.80	-2.94	4.17
COX6C	NM_004374	-0.84	25.30	9.89	-15.41	-1.36	4.17
ZBTB4	NM_020899	-0.90	12.64	2.55	-10.08	-2.31	4.05
UFD1L	NM_001035247	-0.69	10.48	1.75	-8.72	-2.58	4.05
RAD23B	NM_002874	-0.90	30.48	15.32	-15.17	-0.99	4.05
UFD1L	NM_005659	-0.71	10.16	1.70	-8.46	-2.58	4.02
PTP4A1	NM_003463	-0.21	20.89	7.77	-13.12	-1.43	3.98
C2orf76	NM_001017927	-0.26	13.63	3.20	-10.43	-2.09	3.98
FZD8	NM_031866	-0.64	7.31	0.95	-6.36	-2.94	3.97
KLHL12	NM_021633	-0.74	6.98	0.91	-6.07	-2.94	3.93
POU4F1	NM_006237	-0.78	11.54	2.39	-9.15	-2.27	3.92
BMPER	NM_133468	-0.73	6.86	0.89	-5.96	-2.94	3.91
GPR137B	NM_003272	-0.95	8.88	1.49	-7.39	-2.58	3.87
PIK3IP1	NM_001135911	-0.63	14.06	3.80	-10.26	-1.89	3.85
RBM26	NM_022118	-0.27	6.45	0.84	-5.61	-2.94	3.85
RPL27A	NM_000990	-0.20	21.76	9.33	-12.43	-1.22	3.83
NRBP1	NM_013392	-0.96	34.15	20.71	-13.44	-0.72	3.82
PIK3IP1	NM_052880	-0.67	13.61	3.68	-9.93	-1.89	3.81
REP15	NM_001029874	-0.30	11.37	2.67	-8.70	-2.09	3.76
BMP6	NM_001718	-1.04	22.51	10.75	-11.76	-1.07	3.71

TMEM167B	NM_020141	-0.55	12.24	3.31	-8.93	-1.89	3.68
SUPV3L1	NM_003171	-0.43	7.33	1.23	-6.10	-2.58	3.67
RAB3B	NM_002867	-0.90	26.41	14.89	-11.52	-0.83	3.62
GNRH1	NM_001083111	-0.28	10.11	2.37	-7.74	-2.09	3.62
VDAC3	NM_005662	-0.20	30.78	19.10	-11.68	-0.69	3.61
GTDC1	NM_001006636	-0.23	6.73	1.13	-5.60	-2.58	3.58
ELK3	NM_005230	-1.08	13.24	4.23	-9.01	-1.64	3.57
NCBP2	NM_007362	-0.61	13.12	4.20	-8.93	-1.64	3.56
NAP1L1	NM_139207	-0.49	23.85	12.96	-10.89	-0.88	3.56
CCNA2	NM_001237	-0.65	6.48	1.08	-5.39	-2.58	3.54
SDC1	NM_002997	-1.15	18.60	8.53	-10.07	-1.12	3.52
PHLDA1	NM_007350	-0.43	18.83	8.73	-10.10	-1.11	3.52
PURA	NM_005859	-1.19	14.18	5.16	-9.02	-1.46	3.49
RAB13	NM_002870	-1.02	29.19	18.43	-10.76	-0.66	3.49
SAP18	NM_005870	-0.51	12.38	3.96	-8.42	-1.64	3.49
PSMD9	NM_002813	-0.31	12.16	3.89	-8.27	-1.64	3.46
MGAT2	NM_002408	-0.39	14.33	5.60	-8.73	-1.36	3.41
BOLA3	NM_212552	-0.37	14.02	5.48	-8.54	-1.36	3.38
TMEM106C	NM_001143842	-0.41	8.15	1.91	-6.24	-2.09	3.37
SNX5	NM_014426	-0.89	16.36	7.38	-8.98	-1.15	3.37
C1orf9	NM_014283	-1.18	9.61	2.68	-6.93	-1.84	3.35
ANTXR2	NM_058172	-0.40	17.71	8.68	-9.03	-1.03	3.34
UBE2D2	NM_003339	-1.01	10.54	3.37	-7.17	-1.64	3.28
SEC14L1	NM_003003	-0.66	7.07	1.66	-5.41	-2.09	3.21
ABR	NM_021962	-0.97	9.37	2.89	-6.48	-1.70	3.18
ATXN10	NM_013236	-1.11	16.33	8.20	-8.12	-0.99	3.18
RAB21	NM_014999	-0.45	18.73	10.40	-8.33	-0.85	3.17
TROVE2	NM_004600	-0.88	11.98	4.68	-7.30	-1.36	3.17
UBE2V1	NM_001032288	-0.43	18.21	9.96	-8.25	-0.87	3.17
NDFIP2	NM_019080	-1.04	11.68	4.56	-7.12	-1.36	3.14
YTHDF2	NM_016258	-1.11	9.31	2.98	-6.33	-1.64	3.13
AKTIP	NM_022476	-0.36	17.71	9.69	-8.02	-0.87	3.13
GCLC	NM_001498	-0.23	12.91	5.57	-7.33	-1.21	3.12
VPS4B	NM_004869	-1.18	11.50	4.49	-7.00	-1.36	3.12
GLRX5	NM_016417	-1.06	15.48	7.78	-7.70	-0.99	3.11
SETD7	NM_030648	-0.31	12.92	5.63	-7.30	-1.20	3.11
NDFIP1	NM_030571	-1.10	15.12	7.60	-7.52	-0.99	3.08
SPRY2	NM_005842	-0.27	11.04	4.32	-6.73	-1.36	3.07
UBA3	NM_003968	-1.26	20.77	12.89	-7.88	-0.69	3.06
TIPARP	NM_015508	-1.06	12.20	5.27	-6.93	-1.21	3.04
INSIG1	NM_198337	-1.01	12.38	5.58	-6.80	-1.15	2.99
ATMIN	NM_015251	-1.02	9.05	3.12	-5.93	-1.54	2.99
HNRNPf	NM_001098206	-1.10	22.48	14.90	-7.58	-0.59	2.98

ZFP91	NM_053023	-0.65	11.31	4.77	-6.53	-1.24	2.98
ARL6IP1	NM_015161	-0.76	10.29	4.02	-6.27	-1.36	2.98
ITGA2	NM_002203	-0.84	11.52	5.01	-6.50	-1.20	2.96
ACBD5	NM_145698	-1.14	9.75	3.81	-5.94	-1.36	2.91
NAP1L1	NM_004537	-0.36	20.71	13.62	-7.09	-0.60	2.89
INSIG1	NM_005542	-1.02	11.18	5.04	-6.14	-1.15	2.86
FMR1	NM_002024	-1.10	12.33	6.19	-6.13	-0.99	2.80
UTRN	NM_007124	-0.22	11.04	5.13	-5.91	-1.11	2.79
PIP4K2B	NM_003559	-0.30	7.68	2.65	-5.03	-1.54	2.79
SECISBP2L	NM_014701	-0.70	11.40	5.61	-5.80	-1.02	2.73
TMEM189-UBE2V1	NM_199203	-0.43	13.31	7.28	-6.03	-0.87	2.73
SEL1L3	NM_015187	-0.81	17.64	11.34	-6.30	-0.64	2.73
PPP2R5E	NM_006246	-1.23	10.00	4.51	-5.49	-1.15	2.71
IER5L	NM_203434	-0.24	16.24	10.08	-6.16	-0.69	2.71
CS	NM_004077	-0.76	13.05	7.14	-5.91	-0.87	2.71
DYNC1LI2	NM_006141	-0.93	16.12	10.50	-5.62	-0.62	2.57
NECAP1	NM_015509	-0.31	10.98	5.85	-5.13	-0.91	2.53
RTCD1	NM_001130841	-0.29	10.85	5.78	-5.07	-0.91	2.51
RUFY1	NM_025158	-0.52	10.85	5.78	-5.07	-0.91	2.51
DNM1L	NM_012062	-0.27	15.16	9.87	-5.28	-0.62	2.48
TNIP1	NM_006058	-0.48	13.47	8.36	-5.11	-0.69	2.45

mir-20a-5p (MIMAT0000075)							
Gene Symbol	RefSeq ID	mirSVR Score	SR	SEN	dRPKM	FC	D
TFPI2	NM_006528	-1.23	528.90	225.72	-303.17	-1.23	8.34
IL8	NM_000584	-1.18	89.60	8.90	-80.69	-3.33	7.16
INHBA	NM_002192	-0.36	282.13	177.25	-104.88	-0.67	6.75
NGFRAP1	NM_014380	-0.35	31.96	3.41	-28.56	-3.23	5.82
UPF3A	NM_023011	-0.31	18.45	1.27	-17.18	-3.86	5.63
CD36	NM_001127443	-0.28	47.21	11.74	-35.47	-2.01	5.53
MMP1	NM_002421	-0.31	69.30	31.02	-38.28	-1.16	5.38
RPA2	NM_002946	-0.63	16.56	1.76	-14.79	-3.23	5.05
GMPS	NM_003875	-0.29	13.70	1.24	-12.47	-3.47	5.03
STC1	NM_003155	-1.12	39.40	13.31	-26.09	-1.57	4.96
ACTL6A	NM_004301	-0.29	23.69	4.90	-18.79	-2.27	4.80
DCTN3	NM_024348	-0.48	19.61	3.29	-16.33	-2.58	4.78
LANCL1	NM_001136574	-0.63	8.61	0.67	-7.93	-3.68	4.74
PARP3	NM_001003931	-0.43	12.09	1.29	-10.80	-3.23	4.71
F3	NM_001993	-1.18	11.90	1.27	-10.63	-3.23	4.70
DCBLD2	NM_080927	-0.58	63.32	39.36	-23.96	-0.69	4.63
TPRG1L	NM_182752	-1.02	35.20	16.26	-18.95	-1.11	4.39

NDUFA4	NM_002489	-1.00	41.52	22.13	-19.39	-0.91	4.37
ADI1	NM_018269	-0.42	20.08	5.43	-14.65	-1.89	4.31
FBXO28	NM_001136115	-0.50	6.41	0.58	-5.83	-3.47	4.30
URGCP	NM_001077663	-0.31	7.87	0.84	-7.03	-3.23	4.28
SLC25A44	NM_014655	-0.23	7.84	0.84	-7.01	-3.23	4.28
FBXO28	NM_015176	-0.58	6.18	0.56	-5.62	-3.47	4.27
UBA6	NM_018227	-0.35	15.66	3.30	-12.37	-2.25	4.27
MAF1	NM_032272	-0.36	18.96	5.13	-13.83	-1.89	4.23
SQSTM1	NM_003900	-0.98	27.66	11.51	-16.15	-1.27	4.21
M6PR	NM_002355	-0.85	9.08	1.18	-7.90	-2.94	4.19
SAR1B	NM_016103	-1.28	14.67	3.25	-11.41	-2.17	4.13
ZBTB4	NM_020899	-1.05	12.64	2.55	-10.08	-2.31	4.05
UFD1L	NM_001035247	-0.98	10.48	1.75	-8.72	-2.58	4.05
SLC35A5	NM_017945	-0.75	7.93	1.03	-6.89	-2.94	4.05
RAD23B	NM_002874	-0.76	30.48	15.32	-15.17	-0.99	4.05
MITD1	NM_138798	-0.20	14.23	3.34	-10.89	-2.09	4.03
UFD1L	NM_005659	-0.99	10.16	1.70	-8.46	-2.58	4.02
PTP4A1	NM_003463	-0.46	20.89	7.77	-13.12	-1.43	3.98
RRM2	NM_001034	-0.73	7.13	0.93	-6.21	-2.94	3.95
SERPINB8	NM_002640	-0.52	6.91	0.90	-6.01	-2.94	3.92
SLC16A7	NM_004731	-0.51	6.58	0.86	-5.72	-2.94	3.87
GPR137B	NM_003272	-0.76	8.88	1.49	-7.39	-2.58	3.87
ERRFI1	NM_018948	-0.41	12.41	2.91	-9.50	-2.09	3.86
MKRN1	NM_013446	-1.08	12.33	2.89	-9.44	-2.09	3.86
NRBP1	NM_013392	-0.76	34.15	20.71	-13.44	-0.72	3.82
PFKP	NM_002627	-1.29	30.21	17.14	-13.07	-0.82	3.80
CYTSB	NM_001033553	-0.65	5.90	0.77	-5.13	-2.94	3.77
LSM5	NM_012322	-0.42	8.06	1.35	-6.71	-2.58	3.77
LYRM5	NM_001001660	-0.87	11.41	2.67	-8.73	-2.09	3.76
GTDC1	NM_001006636	-1.08	6.73	1.13	-5.60	-2.58	3.58
SLC39A6	NM_012319	-0.94	23.60	12.58	-11.02	-0.91	3.58
ELK3	NM_005230	-1.22	13.24	4.23	-9.01	-1.64	3.57
MYO10	NM_012334	-0.28	16.54	6.64	-9.90	-1.32	3.56
PURA	NM_005859	-1.02	14.18	5.16	-9.02	-1.46	3.49
TXNDC12	NM_015913	-0.64	14.57	5.70	-8.88	-1.36	3.43
MRPL24	NM_145729	-1.24	19.55	9.82	-9.73	-0.99	3.43
MGAT2	NM_002408	-0.21	14.33	5.60	-8.73	-1.36	3.41
ACIN1	NM_014977	-0.21	14.16	5.53	-8.63	-1.36	3.39
C4orf33	NM_001099783	-0.81	8.15	1.91	-6.24	-2.09	3.37
TXNIP	NM_006472	-1.27	27.42	17.63	-9.79	-0.64	3.35
COMMD10	NM_016144	-0.30	20.00	10.66	-9.34	-0.91	3.35
C1orf9	NM_014283	-1.06	9.61	2.68	-6.93	-1.84	3.35
CCNDBP1	NM_012142	-0.34	9.22	2.49	-6.73	-1.89	3.33

UBE2B	NM_003337	-0.93	10.83	3.46	-7.36	-1.64	3.32
NTN4	NM_021229	-1.21	23.64	14.28	-9.36	-0.73	3.31
RSU1	NM_012425	-0.21	15.87	7.28	-8.59	-1.12	3.30
CENPQ	NM_018132	-1.27	7.49	1.76	-5.74	-2.09	3.28
COPG2	NM_012133	-0.46	7.47	1.75	-5.72	-2.09	3.27
SLC35F5	NM_025181	-1.02	22.73	13.86	-8.87	-0.71	3.23
ABR	NM_021962	-0.34	9.37	2.89	-6.48	-1.70	3.18
RAB21	NM_014999	-0.43	18.73	10.40	-8.33	-0.85	3.17
TBP	NM_003194	-0.24	6.80	1.59	-5.20	-2.09	3.17
GNPDA2	NM_138335	-1.25	6.75	1.58	-5.17	-2.09	3.16
CDCA4	NM_145701	-0.22	6.72	1.58	-5.14	-2.09	3.16
ABTB1	NM_172027	-0.27	11.79	4.61	-7.18	-1.36	3.15
HMGNA4	NM_006353	-0.78	6.58	1.54	-5.04	-2.09	3.13
AKTIP	NM_022476	-0.47	17.71	9.69	-8.02	-0.87	3.13
YIPF2	NM_024029	-0.25	22.38	14.13	-8.25	-0.66	3.12
MAGT1	NM_032121	-0.29	16.10	8.30	-7.79	-0.95	3.11
GOLGB1	NM_004487	-0.34	12.27	5.16	-7.11	-1.25	3.09
SFRS4	NM_005626	-0.24	13.30	6.00	-7.30	-1.15	3.09
DCAF16	NM_017741	-0.85	7.40	2.00	-5.40	-1.89	3.08
TIPARP	NM_015508	-0.40	12.20	5.27	-6.93	-1.21	3.04
CEP120	NM_153223	-1.19	7.14	1.93	-5.21	-1.89	3.04
CHD9	NM_025134	-1.00	7.91	2.38	-5.52	-1.73	3.01
KDSR	NM_002035	-0.29	10.46	4.09	-6.37	-1.36	3.00
ATMIN	NM_015251	-0.60	9.05	3.12	-5.93	-1.54	2.99
ZFP91	NM_053023	-0.61	11.31	4.77	-6.53	-1.24	2.98
LIN7B	NM_022165	-1.10	10.29	4.02	-6.27	-1.36	2.97
UBE3C	NM_014671	-0.54	14.49	7.62	-6.88	-0.93	2.93
ACBD5	NM_145698	-0.71	9.75	3.81	-5.94	-1.36	2.91
NAP1L1	NM_004537	-0.24	20.71	13.62	-7.09	-0.60	2.89
NBL1	NM_182744	-0.36	13.82	7.36	-6.45	-0.91	2.84
FGL2	NM_006682	-0.77	18.81	12.09	-6.71	-0.64	2.82
RAB11FIP5	NM_015470	-1.13	12.52	6.29	-6.23	-0.99	2.82
VPS26A	NM_001035260	-0.69	9.11	3.56	-5.55	-1.36	2.82
MAPKSP1	NM_021970	-0.30	9.07	3.55	-5.53	-1.36	2.81
RBL2	NM_005611	-1.07	10.07	4.35	-5.72	-1.21	2.79
PDZD11	NM_016484	-1.15	18.70	12.18	-6.52	-0.62	2.77
SSFA2	NM_006751	-0.80	12.51	6.45	-6.06	-0.95	2.77
VPS26A	NM_004896	-0.70	8.63	3.37	-5.26	-1.36	2.75
SSFA2	NM_001130445	-0.77	12.23	6.31	-5.92	-0.95	2.74
CRK	NM_005206	-0.91	12.79	6.82	-5.97	-0.91	2.73
DPM2	NM_003863	-0.26	11.72	5.89	-5.83	-0.99	2.73
PPP2R5E	NM_006246	-1.19	10.00	4.51	-5.49	-1.15	2.71
ARL1	NM_001177	-0.90	18.55	12.29	-6.26	-0.59	2.71

ATP2B1	NM_001682	-0.52	10.31	4.93	-5.39	-1.07	2.65
CRK	NM_016823	-0.93	11.88	6.33	-5.55	-0.91	2.63
ATP2B1	NM_001001323	-0.46	10.08	4.82	-5.27	-1.07	2.62
MGLL	NM_001003794	-0.24	16.69	10.87	-5.82	-0.62	2.61
DYNC1LI2	NM_006141	-1.14	16.12	10.50	-5.62	-0.62	2.57
RHOT1	NM_001033568	-0.34	11.74	6.42	-5.32	-0.87	2.56
RTCD1	NM_001130841	-0.62	10.85	5.78	-5.07	-0.91	2.51
DNM1L	NM_012062	-0.50	15.16	9.87	-5.28	-0.62	2.48

mir-100-5p (MIMAT0000098)							
Gene Symbol	RefSeq ID	mirSVR Score	SR	SEN	dRPKM	FC	D
RAP1B	NM_001010942	-1.14	55.53	30.38	-25.15	-0.87	4.73
FZD8	NM_031866	-1.14	7.31	0.95	-6.36	-2.94	3.97
EPDR1	NM_017549	-0.37	30.89	17.53	-13.37	-0.82	3.83
PL-5283	NM_001130929	-0.39	13.47	3.65	-9.83	-1.89	3.80
SIAH2	NM_005067	-1.15	6.92	1.16	-5.76	-2.58	3.61
TSC22D3	NM_198057	-0.60	14.84	6.69	-8.15	-1.15	3.24
C9orf123	NM_033428	-0.92	9.37	3.66	-5.71	-1.36	2.86

mir-125b-5p (MIMAT0000423)							
Gene Symbol	RefSeq ID	mirSVR Score	SR	SEN	dRPKM	FC	D
RPA2	NM_002946	-0.41	16.56	1.76	-14.79	-3.23	5.05
PRKRA	NM_003690	-0.22	15.60	1.66	-13.93	-3.23	4.99
STC1	NM_003155	-0.56	39.40	13.31	-26.09	-1.57	4.96
ACTL6A	NM_004301	-0.28	23.69	4.90	-18.79	-2.27	4.80
SNRPB	NM_003091	-0.62	29.19	7.90	-21.29	-1.89	4.80
TMEM50A	NM_014313	-0.44	43.86	19.78	-24.09	-1.15	4.73
PLIN3	NM_005817	-0.32	38.73	16.86	-21.86	-1.20	4.61
MLF2	NM_005439	-0.34	24.20	6.55	-17.65	-1.89	4.55
CCNC	NM_005190	-0.42	19.08	3.95	-15.13	-2.27	4.53
RABL6	NM_024718	-0.36	9.10	0.97	-8.13	-3.23	4.42
DSTN	NM_006870	-0.22	56.15	35.73	-20.41	-0.65	4.40
ANPEP	NM_001150	-0.32	58.88	39.09	-19.79	-0.59	4.35
ESRRA	NM_004451	-0.93	10.49	1.37	-9.13	-2.94	4.34
SLC35A5	NM_017945	-0.24	7.93	1.03	-6.89	-2.94	4.05
TIMM17B	NM_005834	-0.28	13.63	3.20	-10.43	-2.09	3.98
RRM2	NM_001034	-0.35	7.13	0.93	-6.21	-2.94	3.95
TRIB1	NM_025195	-0.30	6.42	0.84	-5.58	-2.94	3.85

HAX1	NM_006118	-0.25	19.83	7.75	-12.08	-1.36	3.84
TCTA	NM_022171	-0.26	8.44	1.41	-7.03	-2.58	3.82
ZNF828	NM_001164145	-0.96	6.17	0.80	-5.36	-2.94	3.81
KIAA0174	NM_014761	-0.65	20.94	9.05	-11.90	-1.21	3.77
OSBPL9	NM_148909	-1.22	9.94	2.33	-7.61	-2.09	3.60
NT5C3L	NM_052935	-0.45	16.39	6.40	-9.98	-1.36	3.59
TBC1D1	NM_015173	-0.40	10.47	2.67	-7.80	-1.97	3.56
PSMD9	NM_002813	-0.95	12.16	3.89	-8.27	-1.64	3.46
TXNIP	NM_006472	-0.45	27.42	17.63	-9.79	-0.64	3.35
PRRC1	NM_130809	-0.96	10.49	3.24	-7.25	-1.70	3.32
FIBP	NM_198897	-0.83	19.64	10.47	-9.17	-0.91	3.32
MRPL10	NM_145255	-0.21	7.40	1.74	-5.67	-2.09	3.26
TSC22D3	NM_198057	-0.71	14.84	6.69	-8.15	-1.15	3.24
MED15	NM_015889	-0.22	11.93	4.66	-7.27	-1.36	3.17
ABTB1	NM_172027	-0.30	11.79	4.61	-7.18	-1.36	3.15
DDX42	NM_203499	-0.48	16.50	8.51	-7.99	-0.95	3.15
ZSWIM6	NM_020928	-1.26	8.94	2.76	-6.18	-1.70	3.13
VPS4B	NM_004869	-1.11	11.50	4.49	-7.00	-1.36	3.12
GOLGB1	NM_004487	-0.23	12.27	5.16	-7.11	-1.25	3.09
OAZ2	NM_002537	-0.40	14.86	7.92	-6.94	-0.91	2.94
PSMG3	NM_001134340	-0.22	9.97	3.90	-6.07	-1.36	2.93
TAF9B	NM_015975	-1.04	8.67	3.39	-5.28	-1.36	2.76
HAS1	NM_001523	-0.35	16.13	10.18	-5.95	-0.66	2.66
MRPS10	NM_018141	-0.21	15.73	9.93	-5.80	-0.66	2.62
SLC39A9	NM_018375	-0.84	13.90	8.43	-5.47	-0.72	2.56
RTCD1	NM_001130841	-0.43	10.85	5.78	-5.07	-0.91	2.51

mir-92a-1-5p (MIMAT0004507)							
Gene Symbol	RefSeq ID	mirSVR Score	SR	SEN	dRPKM	FC	D
H2AFZ	NM_002106	-0.30	68.35	35.26	-33.09	-0.95	5.14
RAP1B	NM_001010942	-0.22	55.53	30.38	-25.15	-0.87	4.73
TMEM50A	NM_014313	-1.03	43.86	19.78	-24.09	-1.15	4.73
ATPIF1	NM_178191	-0.24	25.56	7.88	-17.67	-1.70	4.48
MEA1	NM_014623	-0.51	44.85	24.54	-20.31	-0.87	4.43
ZFAND3	NM_021943	-0.20	8.55	0.91	-7.63	-3.23	4.36
EGLN2	NM_053046	-0.37	10.38	1.35	-9.03	-2.94	4.33
LOC729991	NM_001145784	-0.46	12.65	2.12	-10.53	-2.58	4.26
NR3C1	NM_001020825	-0.64	26.80	10.96	-15.84	-1.29	4.19
PA2G4	NM_006191	-0.81	22.68	8.09	-14.59	-1.49	4.14
MRPS18B	NM_014046	-0.25	18.57	5.94	-12.63	-1.64	4.01
PTP4A1	NM_003463	-0.51	20.89	7.77	-13.12	-1.43	3.98

SERPINB8	NM_002640	-0.49	6.91	0.90	-6.01	-2.94	3.92
TCTA	NM_022171	-0.21	8.44	1.41	-7.03	-2.58	3.82
CYTSB	NM_001033553	-0.21	5.90	0.77	-5.13	-2.94	3.77
TPP1	NM_000391	-0.55	10.99	2.58	-8.42	-2.09	3.72
HIST1H2BM	NM_003521	-0.29	17.42	6.81	-10.61	-1.36	3.67
IP6K2	NM_001005911	-0.59	10.42	2.44	-7.98	-2.09	3.65
ABCF1	NM_001025091	-0.27	18.69	7.89	-10.80	-1.24	3.65
SIAH2	NM_005067	-0.63	6.92	1.16	-5.76	-2.58	3.61
OSBPL9	NM_148909	-0.54	9.94	2.33	-7.61	-2.09	3.60
IP6K2	NM_001146179	-0.56	9.89	2.32	-7.57	-2.09	3.59
C17orf49	NM_001142798	-0.24	20.07	10.08	-9.99	-0.99	3.47
AIDA	NM_022831	-0.21	24.98	15.15	-9.83	-0.72	3.38
DPT	NM_001937	-1.04	7.49	1.76	-5.74	-2.09	3.28
CCDC92	NM_025140	-0.33	7.22	1.69	-5.53	-2.09	3.23
NOL10	NM_024894	-0.59	14.08	6.08	-8.00	-1.21	3.23
MED15	NM_015889	-0.24	11.93	4.66	-7.27	-1.36	3.17
C20orf132	NM_213632	-0.24	11.75	4.59	-7.16	-1.36	3.15
AKTIP	NM_022476	-0.25	17.71	9.69	-8.02	-0.87	3.13
TPBG	NM_006670	-0.21	12.98	6.27	-6.71	-1.05	2.94
SRR	NM_021947	-0.95	9.41	3.68	-5.73	-1.36	2.86
POGK	NM_017542	-0.87	7.39	2.36	-5.03	-1.64	2.85
DDX24	NM_020414	-0.26	20.20	13.39	-6.81	-0.59	2.83
DPM2	NM_003863	-0.32	11.72	5.89	-5.83	-0.99	2.73

let-7a-2-3p (MIMAT0010195)							
Gene Symbol	RefSeq ID	mirSVR Score	SR	SEN	dRPMK	FC	D
IL8	NM_000584	-0.31	89.60	8.90	-80.69	-3.33	7.16
IL33	NM_033439	-1.22	35.40	1.12	-34.28	-4.98	7.13
RPS25	NM_001028	-1.27	268.93	142.20	-126.74	-0.92	7.05
SFRS13A	NM_054016	-0.29	14.40	0.99	-13.41	-3.86	5.38
NDUFB2	NM_004546	-0.37	68.00	30.66	-37.34	-1.15	5.35
H2AFZ	NM_002106	-0.26	68.35	35.26	-33.09	-0.95	5.14
RPA2	NM_002946	-0.24	16.56	1.76	-14.79	-3.23	5.05
SNRPB	NM_198216	-0.67	33.43	9.04	-24.38	-1.89	4.98
STC1	NM_003155	-1.19	39.40	13.31	-26.09	-1.57	4.96
FGFR1OP	NM_007045	-1.26	15.11	1.61	-13.50	-3.23	4.95
SRGN	NM_002727	-0.72	64.01	36.31	-27.70	-0.82	4.86
NME1	NM_198175	-0.30	52.74	26.50	-26.24	-0.99	4.82
SNRPB	NM_003091	-0.82	29.19	7.90	-21.29	-1.89	4.80
RAP1B	NM_001010942	-0.48	55.53	30.38	-25.15	-0.87	4.73
SERPINE2	NM_006216	-0.41	69.92	44.34	-25.57	-0.66	4.72

PARP3	NM_001003931	-0.66	12.09	1.29	-10.80	-3.23	4.71
F3	NM_001993	-0.29	11.90	1.27	-10.63	-3.23	4.70
ELOVL1	NM_022821	-0.40	36.66	14.33	-22.34	-1.36	4.68
TNFRSF10D	NM_003840	-0.26	57.91	33.52	-24.39	-0.79	4.68
ANKRD1	NM_014391	-0.21	30.17	10.76	-19.40	-1.49	4.53
BASP1	NM_006317	-0.59	50.43	28.72	-21.71	-0.81	4.51
WDR44	NM_019045	-0.40	8.12	0.73	-7.39	-3.47	4.51
TXNDC11	NM_015914	-0.23	9.35	1.00	-8.35	-3.23	4.45
MEA1	NM_014623	-1.13	44.85	24.54	-20.31	-0.87	4.43
ESRRA	NM_004451	-0.69	10.49	1.37	-9.13	-2.94	4.34
ADI1	NM_018269	-0.52	20.08	5.43	-14.65	-1.89	4.31
UBA6	NM_018227	-0.23	15.66	3.30	-12.37	-2.25	4.27
GOSR2	NM_054022	-0.48	12.34	2.07	-10.27	-2.58	4.24
CCDC51	NM_024661	-0.25	12.03	2.02	-10.02	-2.58	4.21
SAR1B	NM_016103	-0.38	14.67	3.25	-11.41	-2.17	4.13
COPS7A	NM_016319	-0.58	26.65	11.51	-15.14	-1.21	4.10
KCTD9	NM_017634	-0.27	26.65	11.60	-15.04	-1.20	4.09
RAD23B	NM_002874	-0.66	30.48	15.32	-15.17	-0.99	4.05
GNG5	NM_005274	-0.99	41.76	26.36	-15.40	-0.66	4.00
PTP4A1	NM_003463	-0.82	20.89	7.77	-13.12	-1.43	3.98
FZD8	NM_031866	-0.59	7.31	0.95	-6.36	-2.94	3.97
SERPINB8	NM_002640	-0.92	6.91	0.90	-6.01	-2.94	3.92
PDGFC	NM_016205	-0.41	12.91	3.03	-9.88	-2.09	3.91
GPR137B	NM_003272	-0.43	8.88	1.49	-7.39	-2.58	3.87
TRIB1	NM_025195	-0.38	6.42	0.84	-5.58	-2.94	3.85
PTPLAD1	NM_016395	-0.32	15.33	4.73	-10.60	-1.70	3.81
KIAA0174	NM_014761	-0.54	20.94	9.05	-11.90	-1.21	3.77
HMGN1	NM_004965	-0.24	33.75	20.95	-12.80	-0.69	3.74
BMP6	NM_001718	-0.26	22.51	10.75	-11.76	-1.07	3.71
DHX36	NM_020865	-0.64	10.76	2.52	-8.23	-2.09	3.69
TPM3	NM_001043352	-0.57	24.53	12.71	-11.82	-0.95	3.69
BAG3	NM_004281	-1.28	7.05	1.18	-5.87	-2.58	3.63
COIL	NM_004645	-1.02	6.88	1.15	-5.73	-2.58	3.60
WSB1	NM_015626	-0.94	22.86	11.79	-11.07	-0.95	3.60
DENR	NM_003677	-0.85	19.45	8.93	-10.53	-1.12	3.58
TBC1D1	NM_015173	-0.58	10.47	2.67	-7.80	-1.97	3.56
NAP1L1	NM_139207	-0.52	23.85	12.96	-10.89	-0.88	3.56
PAPSS2	NM_001015880	-0.94	20.80	10.23	-10.58	-1.02	3.55
SDC1	NM_002997	-0.48	18.60	8.53	-10.07	-1.12	3.52
PURA	NM_005859	-0.22	14.18	5.16	-9.02	-1.46	3.49
MPPE1	NM_023075	-0.80	6.13	1.03	-5.10	-2.58	3.49
AP3S1	NM_001284	-0.31	22.10	11.77	-10.32	-0.91	3.49
DCTN2	NM_006400	-1.31	22.62	12.38	-10.24	-0.87	3.47

SEC62	NM_003262	-0.46	16.23	6.96	-9.27	-1.22	3.44
SFRS13A	NM_006625	-0.29	17.03	7.68	-9.35	-1.15	3.42
DCAF12	NM_015397	-0.59	9.17	2.48	-6.69	-1.89	3.33
GM2A	NM_000405	-0.37	9.13	2.47	-6.66	-1.89	3.32
UBE2B	NM_003337	-0.41	10.83	3.46	-7.36	-1.64	3.32
FAM24A	NM_001029888	-0.23	13.03	5.09	-7.94	-1.36	3.28
PSMA5	NM_002790	-1.18	8.80	2.38	-6.42	-1.89	3.28
DEPDC7	NM_001077242	-0.23	7.38	1.73	-5.65	-2.09	3.26
RNF152	NM_173557	-1.23	7.17	1.68	-5.49	-2.09	3.23
RHBDL2	NM_017821	-1.28	7.05	1.65	-5.39	-2.09	3.21
ANP32B	NM_006401	-1.34	17.62	9.39	-8.23	-0.91	3.17
TROVE2	NM_004600	-0.92	11.98	4.68	-7.30	-1.36	3.17
TBP	NM_003194	-1.24	6.80	1.59	-5.20	-2.09	3.17
RPF1	NM_025065	-1.25	11.80	4.61	-7.19	-1.36	3.15
METTL3	NM_019852	-0.27	6.62	1.55	-5.07	-2.09	3.14
YTHDF2	NM_016258	-0.27	9.31	2.98	-6.33	-1.64	3.13
VPS4B	NM_004869	-0.77	11.50	4.49	-7.00	-1.36	3.12
SNX2	NM_003100	-1.21	11.27	4.40	-6.86	-1.36	3.09
SFRS4	NM_005626	-1.17	13.30	6.00	-7.30	-1.15	3.09
KLHL7	NM_001031710	-0.94	8.97	2.87	-6.10	-1.64	3.08
SPRY2	NM_005842	-0.31	11.04	4.32	-6.73	-1.36	3.07
INSIG1	NM_198337	-0.75	12.38	5.58	-6.80	-1.15	2.99
CSTF3	NM_001033506	-1.28	10.37	4.05	-6.32	-1.36	2.98
LIN7B	NM_022165	-0.61	10.29	4.02	-6.27	-1.36	2.97
STXBP1	NM_001032221	-0.24	10.11	3.95	-6.16	-1.36	2.95
MFSD1	NM_022736	-1.12	9.87	3.86	-6.01	-1.36	2.92
STXBP1	NM_003165	-0.22	9.79	3.83	-5.96	-1.36	2.91
PRKAR2A	NM_004157	-1.19	9.79	3.82	-5.96	-1.36	2.91
NAP1L1	NM_004537	-0.39	20.71	13.62	-7.09	-0.60	2.89
C1QBP	NM_001212	-1.34	20.04	13.05	-6.99	-0.62	2.87
SLC33A1	NM_004733	-0.22	7.48	2.39	-5.09	-1.64	2.87
INSIG1	NM_005542	-0.76	11.18	5.04	-6.14	-1.15	2.86
LZIC	NM_032368	-0.42	12.88	6.47	-6.41	-0.99	2.86
ANKRD17	NM_032217	-0.50	9.11	3.56	-5.55	-1.36	2.82
FMR1	NM_002024	-1.08	12.33	6.19	-6.13	-0.99	2.80
ATP2B1	NM_001682	-0.24	10.31	4.93	-5.39	-1.07	2.65
ATP2B1	NM_001001323	-0.20	10.08	4.82	-5.27	-1.07	2.62
FAHD1	NM_031208	-0.67	10.76	5.41	-5.35	-0.99	2.62
DYNC1LI2	NM_006141	-0.53	16.12	10.50	-5.62	-0.62	2.57
RHOT1	NM_001033568	-0.21	11.74	6.42	-5.32	-0.87	2.56

# Supplementary material for: Opposing activities of oncogenic MIR17HG and tumor suppressive MIR100HG clusters and their gene targets regulate replicative senescence in human adult stem cells
**Source:** NPJ Aging Mech Dis. 2017 Apr 20;3:7. doi: 10.1038/s41514-017-0006-y
**Supplement:** Supplementary file 13 — Supplementary Table2

Table S2 Protein Targets Down-regulated in SEN

mir-17-5p (MIMAT0000070)						
Gene Symbol	RefSeq ID	mirSVR Score	SR	SEN	Diff Mean	P-value
FPR1	NP_002020	-0.21	9.26E-06	2.59E-06	-6.67E-06	7.93E-05
SH3GLB1	NP_057093	-0.44	1.92E-05	6.38E-06	-1.28E-05	1.18E-04
DNALI1	NP_003453	-0.20	3.16E-05	1.51E-05	-1.65E-05	1.61E-04
RCN2	NP_002893	-0.21	1.11E-05	6.78E-06	-4.30E-06	3.58E-04
IGFBP7	NP_001544	-0.23	1.20E-05	4.12E-06	-7.89E-06	3.70E-04
CA10	NP_001076002	-0.67	2.84E-05	7.68E-06	-2.08E-05	4.35E-04
ZEB2	NP_055610	-0.54	3.21E-05	8.87E-06	-2.32E-05	5.33E-04
KIAA1598	NP_060800	-1.25	5.37E-05	3.34E-05	-2.03E-05	5.48E-04
NUP205	NP_055950	-1.28	2.54E-05	1.12E-05	-1.43E-05	5.66E-04
MAP2	NP_002365	-0.33	8.61E-05	3.58E-05	-5.03E-05	5.76E-04
FGD5	NP_689749	-1.18	1.52E-05	9.77E-06	-5.40E-06	6.26E-04
COL15A1	NP_001846	-0.83	3.44E-05	1.26E-05	-2.18E-05	7.09E-04
AHNAK	NP_001611	-1.29	2.98E-03	2.02E-03	-9.63E-04	7.28E-04
U2AF1	NP_001020374	-0.24	7.00E-05	3.10E-05	-3.90E-05	9.26E-04
TCTEX1D1	NP_689878	-0.89	1.36E-05	5.81E-06	-7.81E-06	1.10E-03
ESR1	NP_000116	-0.40	3.86E-05	1.47E-05	-2.39E-05	1.11E-03
KTN1	NP_001072989	-0.32	2.25E-04	1.51E-04	-7.40E-05	1.18E-03
ANTXR1	NP_444262	-0.48	1.15E-05	5.19E-06	-6.26E-06	1.19E-03
TAOK2	NP_057235	-1.12	1.14E-04	7.57E-05	-3.85E-05	1.25E-03
VASP	NP_003361	-0.22	1.75E-05	8.17E-06	-9.37E-06	1.26E-03
ATXN2	NP_002964	-1.08	1.17E-05	5.04E-06	-6.65E-06	1.31E-03
SIN3A	NP_001138829	-0.54	1.10E-04	8.09E-05	-2.93E-05	1.35E-03
CHD2	NP_001262	-0.78	4.19E-05	1.49E-05	-2.70E-05	1.49E-03
RIT1	NP_008843	-0.50	1.67E-05	7.30E-06	-9.41E-06	1.52E-03
RB1	NP_000312	-0.72	3.99E-04	2.18E-04	-1.81E-04	1.56E-03
HN1	NP_057269	-1.29	1.86E-05	9.90E-06	-8.73E-06	1.64E-03
SUV39H2	NP_001180353	-0.48	4.11E-04	2.37E-04	-1.74E-04	1.80E-03
CHD4	NP_001264	-0.73	9.12E-06	2.78E-06	-6.34E-06	1.97E-03
ARID5B	NP_115575	-0.30	2.46E-05	1.97E-05	-4.90E-06	2.14E-03
DYNC1LI2	NP_006132	-1.14	2.42E-05	1.46E-05	-9.64E-06	2.14E-03
FTL	NP_000137	-0.64	8.54E-06	3.95E-06	-4.59E-06	2.24E-03
TGM2	NP_004604	-1.09	2.95E-04	2.21E-04	-7.42E-05	2.46E-03
ETF1	NP_004721	-0.31	3.52E-05	2.30E-05	-1.22E-05	2.47E-03
CCT5	NP_036205	-0.44	3.76E-05	2.72E-05	-1.04E-05	2.60E-03
NEB	NP_001157980	-0.23	4.45E-04	2.92E-04	-1.53E-04	2.63E-03
ARID1B	NP_059989	-0.40	2.15E-04	1.20E-04	-9.52E-05	2.93E-03
DSTYK	NP_955749	-0.23	1.00E-04	4.89E-05	-5.15E-05	3.28E-03
ANKRD11	NP_037407	-0.23	4.89E-05	3.12E-05	-1.78E-05	3.56E-03

DDX43	NP_061135	-0.39	5.40E-05	3.45E-05	-1.95E-05	3.62E-03
TRIM22	NP_006065	-0.99	8.68E-06	3.86E-06	-4.82E-06	3.69E-03
CHD9	NP_079410	-1.00	4.29E-04	9.94E-05	-3.30E-04	3.92E-03
PDE8A	NP_002596	-0.24	8.89E-05	6.25E-05	-2.64E-05	4.05E-03
RBBP6	NP_008841	-0.46	2.61E-05	1.61E-05	-1.00E-05	4.07E-03
GPD2	NP_001076581	-0.29	7.59E-05	2.22E-05	-5.37E-05	4.20E-03
ZHX2	NP_055758	-0.75	5.23E-05	3.02E-05	-2.21E-05	4.43E-03
CTSA	NP_001121167	-0.94	4.21E-05	3.13E-05	-1.08E-05	4.60E-03
CCDC88A	NP_001129069	-0.83	9.08E-05	6.46E-05	-2.62E-05	4.77E-03
TIAM1	NP_003244	-1.25	6.62E-05	3.46E-05	-3.16E-05	4.82E-03
TOPORS	NP_005793	-1.08	2.14E-04	1.49E-04	-6.42E-05	4.91E-03
ACCS	NP_115981	-0.47	1.63E-05	9.45E-06	-6.80E-06	4.91E-03
NPM1	NP_002511	-1.06	5.48E-05	2.47E-05	-3.01E-05	5.35E-03
JAK3	NP_000206	-0.65	2.73E-05	1.11E-05	-1.62E-05	5.41E-03
MSR1	NP_619729	-1.11	3.63E-05	2.64E-05	-9.85E-06	5.53E-03
RPS6KA5	NP_004746	-1.31	5.24E-05	1.51E-05	-3.73E-05	6.19E-03
CIR1	NP_004873	-0.22	2.56E-05	9.07E-06	-1.65E-05	6.52E-03
HNRNPC	NP_112604	-0.97	1.38E-04	6.56E-05	-7.23E-05	6.56E-03
HSPA8	NP_006588	-1.28	7.15E-04	5.35E-04	-1.79E-04	7.09E-03
SEPT2	NP_004395	-1.02	1.94E-04	1.50E-04	-4.31E-05	7.52E-03
FLG2	NP_001014364	-0.33	1.98E-05	1.42E-05	-5.58E-06	7.83E-03
COQ2	NP_056512	-0.62	6.27E-05	4.40E-05	-1.86E-05	8.19E-03
PAFAH1B2	NP_002563	-0.94	2.13E-05	1.48E-05	-6.49E-06	8.43E-03
NKTR	NP_005376	-0.31	1.04E-04	7.38E-05	-3.07E-05	8.45E-03
PLEKHO2	NP_001181988	-0.53	4.92E-05	3.09E-05	-1.83E-05	8.52E-03
SEC24D	NP_055637	-0.62	3.76E-05	2.56E-05	-1.21E-05	8.52E-03
LMAN1	NP_005561	-0.37	2.14E-04	1.42E-04	-7.19E-05	9.04E-03
ITSN1	NP_001001132	-0.41	1.95E-05	7.95E-06	-1.15E-05	9.45E-03
ZNF362	NP_689706	-0.84	2.62E-05	8.99E-06	-1.73E-05	9.47E-03
GKAP1	NP_001129425	-0.70	2.58E-05	1.20E-05	-1.38E-05	9.93E-03
RBL1	NP_899662	-0.77	2.40E-05	1.08E-05	-1.32E-05	9.96E-03
MAGI3	NP_001136254	-1.21	6.99E-05	4.91E-05	-2.08E-05	1.00E-02
RAB5B	NP_002859	-0.98	4.41E-04	3.03E-04	-1.38E-04	1.03E-02
PDIK1L	NP_690048	-0.92	1.71E-05	6.95E-06	-1.02E-05	1.08E-02
CALD1	NP_149129	-1.32	4.01E-04	2.30E-04	-1.71E-04	1.13E-02
IKBIP	NP_710154	-0.85	1.08E-04	6.84E-05	-3.96E-05	1.15E-02
H2AFV	NP_619541	-0.31	7.13E-06	3.77E-06	-3.36E-06	1.17E-02
TMCC1	NP_001017395	-0.47	9.96E-05	1.66E-05	-8.31E-05	1.24E-02
SORL1	NP_003096	-0.81	3.49E-05	2.19E-05	-1.29E-05	1.35E-02
KIAA1109	NP_056127	-0.21	2.99E-04	2.46E-04	-5.31E-05	1.40E-02
KCNJ8	NP_004973	-0.85	1.61E-05	8.29E-06	-7.83E-06	1.46E-02
VASH2	NP_001129947	-0.47	1.92E-04	9.82E-05	-9.34E-05	1.51E-02
IQCE	NP_689771	-0.20	8.70E-05	4.53E-05	-4.18E-05	1.53E-02

LATS2	NP_055387	-0.21	1.61E-04	1.04E-04	-5.65E-05	1.57E-02
IFRD1	NP_001541	-0.91	1.05E-04	8.19E-05	-2.34E-05	1.57E-02
TRPS1	NP_054831	-0.25	6.73E-05	5.49E-05	-1.24E-05	1.60E-02
NEFH	NP_066554	-0.21	2.58E-05	1.94E-05	-6.45E-06	1.65E-02
ACSM5	NP_060358	-0.37	8.77E-05	5.29E-05	-3.47E-05	1.68E-02
BDH1	NP_976059	-0.50	3.36E-05	2.66E-05	-6.98E-06	1.74E-02
MTHFD1	NP_005947	-0.98	5.37E-05	4.33E-05	-1.03E-05	1.76E-02
CCDC150	NP_001074008	-0.27	5.16E-05	4.72E-05	-4.38E-06	1.77E-02
TACC2	NP_008928	-0.91	2.17E-05	1.54E-05	-6.30E-06	1.82E-02
SULF1	NP_055985	-0.65	1.11E-05	6.48E-06	-4.57E-06	1.85E-02
SMARCA5	NP_003592	-0.32	2.66E-04	1.80E-04	-8.64E-05	1.89E-02
ERG	NP_001129626	-0.79	2.57E-05	1.33E-05	-1.24E-05	1.92E-02
EPB41L4B	NP_060894	-0.70	2.20E-05	1.54E-05	-6.58E-06	1.94E-02
MAP3K12	NP_006292	-0.63	1.80E-05	1.04E-05	-7.59E-06	1.97E-02
ANKRD42	NP_872409	-0.44	3.12E-05	2.07E-05	-1.05E-05	2.04E-02
SYNC	NP_001155180	-0.44	2.68E-04	1.83E-04	-8.50E-05	2.05E-02
SYNE2	NP_878918	-0.51	1.38E-04	1.02E-04	-3.66E-05	2.08E-02
PLIN1	NP_001138783	-0.51	5.44E-06	3.29E-06	-2.16E-06	2.14E-02
UBE3C	NP_055486	-1.29	2.87E-05	2.02E-05	-8.44E-06	2.15E-02
PXDN	NP_036425	-0.98	5.53E-06	3.89E-06	-1.64E-06	2.31E-02
NAP1L1	NP_004528	-0.25	1.93E-05	8.63E-06	-1.07E-05	2.35E-02
CD109	NP_598000	-0.44	3.01E-05	1.72E-05	-1.28E-05	2.44E-02
ANKS1B	NP_690001	-1.06	2.50E-04	2.06E-04	-4.33E-05	2.51E-02
SEZ6	NP_849191	-0.47	4.24E-05	2.42E-05	-1.81E-05	2.58E-02
C3orf70	NP_001020437	-0.42	5.92E-05	1.97E-05	-3.95E-05	2.64E-02
WAC	NP_567823	-0.92	1.16E-03	7.24E-04	-4.41E-04	2.65E-02
CYP2U1	NP_898898	-0.58	3.03E-05	2.67E-05	-3.66E-06	2.78E-02
HNRNPA1	NP_002127	-0.61	6.01E-05	4.06E-05	-1.94E-05	2.80E-02
MYO5B	NP_001073936	-0.79	4.18E-04	1.79E-04	-2.38E-04	2.82E-02
DPP8	NP_569118	-0.38	5.25E-05	2.21E-05	-3.04E-05	2.83E-02
NECAB3	NP_112509	-0.21	5.21E-06	4.05E-06	-1.16E-06	2.96E-02
GOLGB1	NP_004478	-0.34	1.10E-05	5.72E-06	-5.31E-06	2.96E-02
AP4E1	NP_031373	-0.99	1.63E-05	9.88E-06	-6.44E-06	2.97E-02
KAT2B	NP_003875	-1.10	4.13E-04	3.74E-04	-3.89E-05	3.12E-02
DDX5	NP_004387	-0.89	3.92E-05	2.32E-05	-1.60E-05	3.15E-02
PDIA5	NP_006801	-0.40	3.02E-05	1.97E-05	-1.06E-05	3.28E-02
SETDB2	NP_001153780	-0.30	9.39E-05	6.74E-05	-2.64E-05	3.37E-02
CLUL1	NP_055225	-0.44	1.31E-05	9.54E-06	-3.52E-06	3.38E-02
KIF5C	NP_004513	-0.65	3.74E-05	2.77E-05	-9.65E-06	3.40E-02
DOCK5	NP_079216	-0.37	1.15E-05	6.57E-06	-4.96E-06	3.42E-02
ZMYM1	NP_079048	-0.70	9.78E-05	5.86E-05	-3.92E-05	3.44E-02
SNRPD3	NP_004166	-0.32	5.81E-05	3.88E-05	-1.93E-05	3.45E-02
CPNE1	NP_690904	-0.88	2.21E-05	1.71E-05	-4.99E-06	3.47E-02

KIF23	NP_004847	-1.22	3.96E-06	1.79E-06	-2.17E-06	3.52E-02
ZNF462	NP_067047	-0.68	2.38E-04	1.93E-04	-4.48E-05	3.55E-02
TAGAP	NP_473455	-0.94	4.99E-05	3.21E-05	-1.78E-05	3.69E-02
BCL6	NP_001124317	-0.32	2.67E-05	2.01E-05	-6.50E-06	3.80E-02
ZEB1	NP_001121600	-0.32	7.96E-06	5.67E-06	-2.29E-06	3.82E-02
RBM20	NP_001127835	-0.82	2.52E-05	1.78E-05	-7.44E-06	4.00E-02
AHCTF1	NP_056261	-1.06	1.25E-04	1.01E-04	-2.43E-05	4.08E-02
LASP1	NP_006139	-0.36	5.47E-05	4.39E-05	-1.09E-05	4.14E-02
TLR8	NP_619542	-0.72	8.64E-06	4.37E-06	-4.27E-06	4.20E-02
KLHL2	NP_001154993	-1.08	4.48E-05	1.86E-05	-2.62E-05	4.33E-02
CAB39L	NP_112187	-0.44	1.99E-05	1.25E-05	-7.32E-06	4.40E-02
RALYL	NP_001093861	-1.20	3.22E-05	1.78E-05	-1.45E-05	4.43E-02
PIP4K2C	NP_001139731	-0.52	4.63E-05	3.60E-05	-1.03E-05	4.54E-02
SKI	NP_003027	-0.59	1.92E-05	1.43E-05	-4.92E-06	4.56E-02
ZC3H11A	NP_055642	-0.23	1.57E-04	8.50E-05	-7.22E-05	4.59E-02
DPY19L1	NP_056098	-0.23	3.63E-05	2.16E-05	-1.47E-05	4.62E-02
PCDH15	NP_001136239	-0.77	1.09E-05	7.87E-06	-3.00E-06	4.72E-02
PRDM6	NP_001129711	-1.22	1.93E-04	1.51E-04	-4.26E-05	4.72E-02
FAF2	NP_055428	-0.46	9.62E-06	8.20E-06	-1.42E-06	4.90E-02
TMEM87A	NP_056312	-0.47	2.92E-05	2.12E-05	-8.01E-06	4.95E-02

mir-18a-5p (MIMAT0000072)						
Gene Symbol	RefSeq ID	mirSVR Score	SR	SEN	Diff Mean	P-value
CTNNA1	NP_001894	-0.52	8.46E-05	6.23E-05	-2.23E-05	1.01E-05
ANXA5	NP_001145	-0.36	7.40E-04	3.08E-04	-4.32E-04	4.28E-05
PCSK6	NP_612193	-0.24	3.60E-05	1.05E-05	-2.55E-05	6.86E-05
EPDR1	NP_060019	-0.26	2.78E-05	1.43E-05	-1.35E-05	9.83E-05
RNASE9	NP_001103831	-1.12	1.94E-05	7.13E-06	-1.22E-05	1.41E-04
MATR3	NP_061322	-1.21	4.91E-05	2.33E-05	-2.57E-05	1.49E-04
ANXA7	NP_001147	-0.72	3.71E-05	7.51E-06	-2.96E-05	1.93E-04
VCP	NP_009057	-0.67	1.82E-04	1.41E-04	-4.14E-05	2.31E-04
LRBA	NP_006717	-0.74	5.36E-05	3.31E-05	-2.05E-05	5.55E-04
HNRNPR	NP_005817	-0.32	9.09E-05	5.69E-05	-3.40E-05	8.82E-04
ALS2CR11	NP_001161693	-0.39	2.70E-05	1.68E-05	-1.02E-05	9.11E-04
NRP1	NP_003864	-0.30	5.15E-05	2.84E-05	-2.31E-05	9.36E-04
BCAR3	NP_003558	-1.25	5.82E-05	4.24E-05	-1.57E-05	1.02E-03
TLL2	NP_036597	-0.64	1.37E-05	8.27E-06	-5.39E-06	1.09E-03
TCTEX1D1	NP_689878	-1.06	1.36E-05	5.81E-06	-7.81E-06	1.10E-03
ESR1	NP_000116	-0.70	3.86E-05	1.47E-05	-2.39E-05	1.11E-03
UBA6	NP_060697	-0.59	2.59E-05	1.32E-05	-1.27E-05	1.24E-03
TAOK2	NP_057235	-0.40	1.14E-04	7.57E-05	-3.85E-05	1.25E-03

COL8A2	NP_005193	-0.21	5.78E-05	3.13E-05	-2.65E-05	1.28E-03
EXOSC10	NP_001001998	-1.12	5.72E-05	4.32E-05	-1.40E-05	1.42E-03
CHD2	NP_001262	-0.67	4.19E-05	1.49E-05	-2.70E-05	1.49E-03
RIT1	NP_008843	-0.89	1.67E-05	7.30E-06	-9.41E-06	1.52E-03
ALB	NP_000468	-0.57	1.15E-03	7.41E-04	-4.08E-04	2.18E-03
RC3H2	NP_001094058	-0.45	2.38E-04	9.35E-05	-1.44E-04	2.44E-03
DDX3Y	NP_001116137	-0.25	1.47E-05	5.02E-06	-9.64E-06	2.54E-03
CCT5	NP_036205	-0.68	3.76E-05	2.72E-05	-1.04E-05	2.60E-03
RUVBL1	NP_003698	-1.13	1.80E-04	1.49E-04	-3.07E-05	2.68E-03
CCDC8	NP_114429	-0.71	3.31E-05	2.15E-05	-1.16E-05	2.85E-03
ABCC3	NP_003777	-0.48	1.84E-05	6.58E-06	-1.19E-05	2.98E-03
TARDBP	NP_031401	-0.35	2.35E-05	1.80E-05	-5.47E-06	3.25E-03
ACACB	NP_001084	-0.31	4.19E-05	3.38E-05	-8.10E-06	3.30E-03
DDX43	NP_061135	-0.23	5.40E-05	3.45E-05	-1.95E-05	3.62E-03
HNRNPUL1	NP_008971	-0.46	3.21E-05	1.89E-05	-1.32E-05	3.66E-03
ACACA	NP_942131	-0.47	2.59E-05	1.28E-05	-1.31E-05	4.07E-03
RBBP6	NP_008841	-1.24	2.61E-05	1.61E-05	-1.00E-05	4.07E-03
KCTD12	NP_612453	-0.35	2.45E-05	1.42E-05	-1.03E-05	4.32E-03
ZHX2	NP_055758	-0.78	5.23E-05	3.02E-05	-2.21E-05	4.43E-03
MAFB	NP_005452	-0.23	4.03E-05	2.23E-05	-1.81E-05	4.46E-03
CCDC88A	NP_001129069	-0.34	9.08E-05	6.46E-05	-2.62E-05	4.77E-03
STXBP3	NP_009200	-0.53	1.47E-05	8.20E-06	-6.50E-06	4.98E-03
SEC24C	NP_940999	-0.22	2.01E-04	1.09E-04	-9.14E-05	5.67E-03
RPS6KA5	NP_004746	-0.98	5.24E-05	1.51E-05	-3.73E-05	6.19E-03
ARF6	NP_001654	-1.10	2.23E-05	1.46E-05	-7.69E-06	6.32E-03
AKR1D1	NP_005980	-0.27	4.21E-05	2.83E-06	-3.92E-05	6.39E-03
SEPT2	NP_004395	-0.25	1.94E-04	1.50E-04	-4.31E-05	7.52E-03
NRL	NP_006168	-0.21	6.69E-05	3.30E-05	-3.39E-05	8.47E-03
TPM3	NP_705935	-0.31	7.60E-05	5.26E-05	-2.34E-05	8.49E-03
CDK5RAP2	NP_060719	-0.25	4.41E-05	2.89E-05	-1.52E-05	9.06E-03
ITSN1	NP_001001132	-0.64	1.95E-05	7.95E-06	-1.15E-05	9.45E-03
FBXO30	NP_115521	-0.31	1.44E-05	6.49E-06	-7.90E-06	9.70E-03
SEL1L3	NP_056002	-0.80	3.16E-05	1.67E-05	-1.49E-05	9.76E-03
MAGI3	NP_001136254	-0.53	6.99E-05	4.91E-05	-2.08E-05	1.00E-02
RAB5B	NP_002859	-0.22	4.41E-04	3.03E-04	-1.38E-04	1.03E-02
EFS	NP_005855	-0.81	4.56E-05	1.85E-05	-2.70E-05	1.06E-02
PDIK1L	NP_690048	-0.57	1.71E-05	6.95E-06	-1.02E-05	1.08E-02
PABPC4	NP_001129125	-0.30	3.90E-05	2.92E-05	-9.81E-06	1.11E-02
ANKLE2	NP_055929	-0.33	2.09E-04	1.24E-04	-8.45E-05	1.68E-02
FAM46B	NP_443175	-0.23	4.06E-05	1.83E-05	-2.23E-05	1.69E-02
CX3CL1	NP_002987	-0.26	2.71E-05	1.67E-05	-1.04E-05	1.75E-02
TAF15	NP_631961	-0.76	2.13E-05	1.39E-05	-7.48E-06	1.86E-02
EPB41L4B	NP_060894	-0.21	2.20E-05	1.54E-05	-6.58E-06	1.94E-02

CDC42	NP_001782	-1.21	1.34E-04	7.02E-05	-6.37E-05	2.05E-02
SYNC	NP_001155180	-0.64	2.68E-04	1.83E-04	-8.50E-05	2.05E-02
ICT1	NP_001536	-0.28	3.12E-04	1.33E-04	-1.80E-04	2.14E-02
NAP1L1	NP_004528	-0.21	1.93E-05	8.63E-06	-1.07E-05	2.35E-02
CTH	NP_001893	-0.39	1.33E-05	5.24E-06	-8.09E-06	2.38E-02
PSME4	NP_055429	-0.97	1.37E-05	9.08E-06	-4.58E-06	2.41E-02
NAA50	NP_079422	-0.69	3.77E-05	2.07E-05	-1.71E-05	2.43E-02
HNRNPA1	NP_002127	-0.92	6.01E-05	4.06E-05	-1.94E-05	2.80E-02
DOCK5	NP_079216	-0.74	1.15E-05	6.57E-06	-4.96E-06	3.42E-02
SNRPD3	NP_004166	-1.11	5.81E-05	3.88E-05	-1.93E-05	3.45E-02
GMIP	NP_057657	-1.20	2.21E-05	1.71E-05	-4.99E-06	3.47E-02
CIRH1A	NP_116219	-0.35	6.90E-06	4.55E-06	-2.35E-06	3.49E-02
VSIG4	NP_009199	-0.22	4.58E-05	1.93E-05	-2.65E-05	3.67E-02
TNK2	NP_001010938	-0.29	4.98E-05	3.22E-05	-1.76E-05	3.72E-02
TMCC2	NP_055673	-0.53	1.31E-05	7.49E-06	-5.61E-06	3.84E-02
PPP1R9A	NP_001159633	-0.35	1.44E-05	5.21E-06	-9.20E-06	3.87E-02
MKI67	NP_002408	-0.29	2.97E-04	2.61E-04	-3.63E-05	4.01E-02
AHCTF1	NP_056261	-0.50	1.25E-04	1.01E-04	-2.43E-05	4.08E-02
PYGB	NP_002853	-0.23	3.97E-06	1.59E-06	-2.38E-06	4.22E-02
KCNA1	NP_000208	-0.40	1.53E-05	8.08E-06	-7.20E-06	4.32E-02
CENPBD1	NP_659476	-0.45	1.09E-05	8.18E-06	-2.70E-06	4.49E-02
TBC1D22B	NP_060242	-0.36	4.74E-05	2.69E-05	-2.05E-05	4.53E-02
MAP4K3	NP_003609	-0.77	4.64E-05	3.07E-05	-1.57E-05	4.55E-02
RIMS2	NP_055492	-1.15	9.44E-05	6.87E-05	-2.58E-05	4.69E-02
PRDM6	NP_001129711	-1.15	1.93E-04	1.51E-04	-4.26E-05	4.72E-02
MYO1H	NP_001094891	-0.29	3.09E-05	2.39E-05	-6.93E-06	4.91E-02
PDCD6	NP_037364	-0.85	5.74E-06	3.26E-06	-2.48E-06	4.97E-02

mir-19a-3p (MIMAT0000073)						
Gene Symbol	RefSeq ID	mirSVR Score	SR	SEN	Diff Mean	P-value
CTNNA1	NP_001894	-1.18	8.46E-05	6.23E-05	-2.23E-05	1.01E-05
PKD1L1	NP_612152	-0.99	1.20E-04	6.22E-05	-5.76E-05	1.24E-05
DNAJA2	NP_005871	-0.68	5.65E-06	3.04E-06	-2.61E-06	2.88E-05
SCN9A	NP_002968	-0.48	9.38E-05	5.27E-05	-4.11E-05	4.48E-05
PCSK6	NP_612193	-0.27	3.60E-05	1.05E-05	-2.55E-05	6.86E-05
ABCA5	NP_758424	-1.12	2.19E-05	7.82E-06	-1.40E-05	9.05E-05
SETX	NP_055861	-0.76	8.11E-05	3.78E-05	-4.33E-05	9.14E-05
JAG2	NP_002217	-0.51	3.58E-05	1.21E-05	-2.37E-05	1.09E-04
OR12D3	NP_112221	-0.95	1.58E-05	5.97E-06	-9.85E-06	1.54E-04
ANXA7	NP_001147	-0.61	3.71E-05	7.51E-06	-2.96E-05	1.93E-04
COL1A2	NP_000080	-1.14	8.86E-04	4.01E-04	-4.85E-04	1.98E-04

CRABP1	NP_004369	-0.39	1.04E-04	2.69E-05	-7.68E-05	2.12E-04
RCN2	NP_002893	-0.46	1.11E-05	6.78E-06	-4.30E-06	3.58E-04
ZEB2	NP_055610	-0.40	3.21E-05	8.87E-06	-2.32E-05	5.33E-04
KIAA1598	NP_060800	-0.80	5.37E-05	3.34E-05	-2.03E-05	5.48E-04
GRK6	NP_002073	-0.88	2.45E-05	1.25E-05	-1.21E-05	7.26E-04
DNM3	NP_001129599	-1.27	3.87E-05	2.77E-05	-1.09E-05	7.91E-04
E2F7	NP_976328	-1.02	1.93E-05	6.30E-06	-1.30E-05	9.19E-04
NRP1	NP_003864	-0.44	5.15E-05	2.84E-05	-2.31E-05	9.36E-04
BCAR3	NP_003558	-0.22	5.82E-05	4.24E-05	-1.57E-05	1.02E-03
TLL2	NP_036597	-0.70	1.37E-05	8.27E-06	-5.39E-06	1.09E-03
ESR1	NP_000116	-0.41	3.86E-05	1.47E-05	-2.39E-05	1.11E-03
ANTXR1	NP_444262	-0.39	1.15E-05	5.19E-06	-6.26E-06	1.19E-03
CS	NP_004068	-0.76	1.49E-04	8.20E-05	-6.70E-05	1.20E-03
DBN1	NP_004386	-1.16	7.88E-05	4.24E-05	-3.65E-05	1.36E-03
PBX2	NP_002577	-0.80	2.00E-05	5.62E-06	-1.44E-05	1.39E-03
CHD2	NP_001262	-1.00	4.19E-05	1.49E-05	-2.70E-05	1.49E-03
GRB10	NP_005302	-0.74	1.86E-05	9.90E-06	-8.73E-06	1.62E-03
SETD7	NP_085151	-0.31	8.13E-05	1.71E-05	-6.42E-05	1.66E-03
NCBP1	NP_002477	-0.62	1.11E-03	5.55E-04	-5.51E-04	1.75E-03
IGFBP3	NP_001013416	-1.11	1.22E-03	5.43E-04	-6.80E-04	1.81E-03
PABPC1L2B	NP_001035971	-0.35	6.46E-05	4.61E-05	-1.85E-05	1.84E-03
LRRC16A	NP_060110	-0.31	1.95E-05	1.37E-05	-5.84E-06	1.87E-03
ANXA4	NP_001144	-0.93	1.77E-04	9.63E-05	-8.11E-05	2.01E-03
ARID5B	NP_115575	-0.75	2.46E-05	1.97E-05	-4.90E-06	2.14E-03
DYNC1L12	NP_006132	-0.93	2.42E-05	1.46E-05	-9.64E-06	2.14E-03
TGM2	NP_004604	-0.32	2.95E-04	2.21E-04	-7.42E-05	2.46E-03
DDX3Y	NP_001116137	-0.98	1.47E-05	5.02E-06	-9.64E-06	2.54E-03
ZC3H13	NP_055885	-1.05	8.71E-06	3.87E-06	-4.84E-06	2.54E-03
KIF1B	NP_055889	-0.34	2.81E-05	1.50E-05	-1.31E-05	2.56E-03
MECOM	NP_001098547	-1.10	2.44E-05	1.48E-05	-9.65E-06	2.74E-03
CCDC8	NP_114429	-0.24	3.31E-05	2.15E-05	-1.16E-05	2.85E-03
FAM178A	NP_001129595	-0.46	3.30E-05	2.15E-05	-1.15E-05	2.92E-03
DAAM1	NP_055807	-1.22	2.64E-04	1.03E-04	-1.61E-04	2.92E-03
ABCC3	NP_003777	-1.04	1.84E-05	6.58E-06	-1.19E-05	2.98E-03
HIVEP2	NP_006725	-0.24	1.31E-04	8.79E-05	-4.35E-05	3.01E-03
POP1	NP_001139333	-0.36	1.01E-04	4.89E-05	-5.17E-05	3.43E-03
ANKRD11	NP_037407	-0.33	4.89E-05	3.12E-05	-1.78E-05	3.56E-03
CAND1	NP_060918	-1.11	2.76E-04	1.33E-04	-1.43E-04	3.62E-03
HNRNPUL1	NP_008971	-0.87	3.21E-05	1.89E-05	-1.32E-05	3.66E-03
FAM84B	NP_777571	-0.41	5.26E-05	2.78E-05	-2.48E-05	3.77E-03
PLCXD2	NP_695000	-0.74	2.19E-05	1.50E-05	-6.91E-06	3.92E-03
ACACA	NP_942131	-0.31	2.59E-05	1.28E-05	-1.31E-05	4.07E-03
GPD2	NP_001076581	-0.22	7.59E-05	2.22E-05	-5.37E-05	4.20E-03

RPSA	NP_001012321	-0.69	2.06E-04	1.70E-04	-3.60E-05	4.69E-03
CCDC88A	NP_001129069	-1.06	9.08E-05	6.46E-05	-2.62E-05	4.77E-03
CLTC	NP_004850	-0.50	1.30E-03	1.17E-03	-1.33E-04	4.87E-03
HUWE1	NP_113584	-0.22	1.66E-04	1.18E-04	-4.77E-05	5.01E-03
MTF2	NP_001157864	-1.00	3.63E-05	2.65E-05	-9.79E-06	5.41E-03
PPM1K	NP_689755	-0.41	1.85E-05	1.20E-05	-6.48E-06	5.71E-03
TTF2	NP_003585	-0.48	1.06E-05	4.96E-06	-5.63E-06	5.99E-03
RPS6KA5	NP_004746	-1.02	5.24E-05	1.51E-05	-3.73E-05	6.19E-03
PALMD	NP_060204	-0.20	9.34E-06	6.89E-06	-2.45E-06	6.21E-03
SUZ12	NP_056170	-1.03	2.65E-05	1.54E-05	-1.12E-05	6.65E-03
TRIO	NP_009049	-0.41	3.60E-05	1.71E-05	-1.89E-05	7.69E-03
ZBBX	NP_078963	-0.20	1.34E-05	5.73E-06	-7.62E-06	7.95E-03
CXCL12	NP_954637	-0.48	2.43E-04	1.60E-04	-8.23E-05	7.98E-03
TUB	NP_003311	-0.68	1.56E-05	1.23E-05	-3.24E-06	8.01E-03
AHSG	NP_001613	-0.97	7.72E-05	3.88E-05	-3.84E-05	8.29E-03
PAFAH1B2	NP_002563	-0.61	2.13E-05	1.48E-05	-6.49E-06	8.43E-03
H2AFY	NP_001035248	-0.21	2.91E-04	1.62E-04	-1.29E-04	8.71E-03
KIAA1841	NP_001123465	-0.31	4.35E-05	2.68E-05	-1.67E-05	8.98E-03
CDK5RAP2	NP_060719	-0.29	4.41E-05	2.89E-05	-1.52E-05	9.06E-03
FECH	NP_000131	-0.21	3.31E-05	1.02E-05	-2.29E-05	9.07E-03
ITSN1	NP_001001132	-1.21	1.95E-05	7.95E-06	-1.15E-05	9.45E-03
MED13L	NP_056150	-0.97	8.49E-05	4.77E-05	-3.72E-05	9.63E-03
SEL1L3	NP_056002	-0.81	3.16E-05	1.67E-05	-1.49E-05	9.76E-03
GKAP1	NP_001129425	-0.30	2.58E-05	1.20E-05	-1.38E-05	9.93E-03
RBL1	NP_899662	-0.42	2.40E-05	1.08E-05	-1.32E-05	9.96E-03
DDX3X	NP_001180345	-1.07	2.18E-05	1.46E-05	-7.15E-06	1.03E-02
ARFGAP3	NP_055385	-0.93	5.09E-05	3.47E-05	-1.62E-05	1.03E-02
RAB5B	NP_002859	-0.47	4.41E-04	3.03E-04	-1.38E-04	1.03E-02
ZNF518A	NP_055618	-1.20	9.54E-04	4.97E-04	-4.56E-04	1.04E-02
PDIK1L	NP_690048	-0.81	1.71E-05	6.95E-06	-1.02E-05	1.08E-02
IGF2BP3	NP_006538	-0.93	1.92E-05	1.32E-05	-5.99E-06	1.11E-02
CALD1	NP_149129	-0.70	4.01E-04	2.30E-04	-1.71E-04	1.13E-02
BCL3	NP_005169	-0.31	2.10E-05	1.24E-05	-8.55E-06	1.14E-02
ATP8A1	NP_006086	-0.39	1.06E-04	4.58E-05	-5.98E-05	1.14E-02
ZBTB11	NP_055230	-1.11	1.34E-04	1.05E-04	-2.90E-05	1.48E-02
IQCE	NP_689771	-0.87	8.70E-05	4.53E-05	-4.18E-05	1.53E-02
SAP18	NP_005861	-0.51	1.81E-04	1.19E-04	-6.25E-05	1.55E-02
AKAP1	NP_003479	-0.23	2.57E-05	1.36E-05	-1.20E-05	1.57E-02
TRPS1	NP_054831	-0.22	6.73E-05	5.49E-05	-1.24E-05	1.60E-02
SPATS2L	NP_001093894	-0.63	1.62E-05	1.11E-05	-5.11E-06	1.66E-02
RELN	NP_005036	-1.28	4.53E-06	3.30E-06	-1.23E-06	1.69E-02
FAM46B	NP_443175	-0.94	4.06E-05	1.83E-05	-2.23E-05	1.69E-02
RNF141	NP_057506	-1.09	2.10E-04	1.25E-04	-8.45E-05	1.77E-02

SULF1	NP_055985	-0.85	1.11E-05	6.48E-06	-4.57E-06	1.85E-02
ERG	NP_001129626	-0.36	2.57E-05	1.33E-05	-1.24E-05	1.92E-02
MAP3K12	NP_006292	-0.88	1.80E-05	1.04E-05	-7.59E-06	1.97E-02
EIF4E3	NP_001128123	-0.20	2.58E-05	1.35E-05	-1.23E-05	2.01E-02
ANKRD42	NP_872409	-1.25	3.12E-05	2.07E-05	-1.05E-05	2.04E-02
ZNHIT6	NP_060423	-0.38	7.97E-05	1.50E-05	-6.48E-05	2.20E-02
LBR	NP_002287	-0.90	1.08E-05	4.98E-06	-5.83E-06	2.21E-02
EEF1A1	NP_001393	-1.30	1.81E-03	1.44E-03	-3.64E-04	2.21E-02
RFTN1	NP_055965	-0.54	3.05E-04	1.25E-04	-1.79E-04	2.25E-02
MAP7D2	NP_001161937	-0.60	2.26E-05	1.26E-05	-1.00E-05	2.27E-02
PXDN	NP_036425	-0.73	5.53E-06	3.89E-06	-1.64E-06	2.31E-02
NAP1L1	NP_004528	-0.50	1.93E-05	8.63E-06	-1.07E-05	2.35E-02
CSMD2	NP_443128	-0.33	8.05E-05	5.85E-05	-2.21E-05	2.39E-02
CMYA5	NP_705838	-0.69	4.96E-05	3.41E-05	-1.55E-05	2.42E-02
ANKS1B	NP_690001	-0.82	2.50E-04	2.06E-04	-4.33E-05	2.51E-02
C3orf70	NP_001020437	-0.91	5.92E-05	1.97E-05	-3.95E-05	2.64E-02
WAC	NP_567823	-0.90	1.16E-03	7.24E-04	-4.41E-04	2.65E-02
ATP6V0A1	NP_001123493	-0.93	5.56E-05	3.58E-05	-1.98E-05	2.69E-02
DPM1	NP_003850	-0.35	9.42E-05	4.33E-05	-5.09E-05	2.72E-02
SNX18	NP_001138899	-0.23	1.32E-05	9.50E-06	-3.69E-06	2.74E-02
CYP2U1	NP_898898	-1.06	3.03E-05	2.67E-05	-3.66E-06	2.78E-02
HNRNPA1	NP_002127	-1.11	6.01E-05	4.06E-05	-1.94E-05	2.80E-02
MYO5B	NP_001073936	-0.64	4.18E-04	1.79E-04	-2.38E-04	2.82E-02
AFTPH	NP_060127	-1.31	2.39E-05	8.29E-06	-1.56E-05	2.85E-02
NECAB3	NP_112509	-0.71	5.21E-06	4.05E-06	-1.16E-06	2.96E-02
AP4E1	NP_031373	-0.28	1.63E-05	9.88E-06	-6.44E-06	2.97E-02
INSM2	NP_115983	-1.00	7.83E-05	5.52E-05	-2.31E-05	3.04E-02
CASP1	NP_150637	-1.22	9.13E-05	8.01E-05	-1.12E-05	3.09E-02
PDE4A	NP_006193	-0.44	3.28E-05	1.91E-05	-1.37E-05	3.10E-02
VANGL2	NP_065068	-0.28	2.13E-05	1.59E-05	-5.36E-06	3.10E-02
ARHGAP11A	NP_055598	-1.19	3.57E-05	2.67E-05	-9.02E-06	3.11E-02
CGNL1	NP_116255	-0.72	2.45E-05	2.08E-05	-3.77E-06	3.15E-02
CLUL1	NP_055225	-1.19	1.31E-05	9.54E-06	-3.52E-06	3.38E-02
KIF5C	NP_004513	-0.68	3.74E-05	2.77E-05	-9.65E-06	3.40E-02
PPP1R12A	NP_001137357	-1.09	1.25E-04	8.27E-05	-4.26E-05	3.42E-02
DOCK5	NP_079216	-0.80	1.15E-05	6.57E-06	-4.96E-06	3.42E-02
SNRPD3	NP_004166	-0.50	5.81E-05	3.88E-05	-1.93E-05	3.45E-02
PPP1R9A	NP_001159633	-0.23	1.44E-05	5.21E-06	-9.20E-06	3.87E-02
RBM20	NP_001127835	-0.48	2.52E-05	1.78E-05	-7.44E-06	4.00E-02
AHCTF1	NP_056261	-1.10	1.25E-04	1.01E-04	-2.43E-05	4.08E-02
PYGB	NP_002853	-0.31	3.97E-06	1.59E-06	-2.38E-06	4.22E-02
CAB39L	NP_112187	-0.44	1.99E-05	1.25E-05	-7.32E-06	4.40E-02
TBC1D22B	NP_060242	-0.36	4.74E-05	2.69E-05	-2.05E-05	4.53E-02

MAP4K3	NP_003609	-1.22	4.64E-05	3.07E-05	-1.57E-05	4.55E-02
ZC3H11A	NP_055642	-0.87	1.57E-04	8.50E-05	-7.22E-05	4.59E-02
FAM193A	NP_003695	-0.40	9.01E-05	5.01E-05	-3.99E-05	4.70E-02
POSTN	NP_006466	-0.71	2.83E-04	2.17E-04	-6.56E-05	4.71E-02
PCDH15	NP_001136239	-0.87	1.09E-05	7.87E-06	-3.00E-06	4.72E-02
CEP350	NP_055625	-1.15	7.84E-05	6.00E-05	-1.84E-05	4.94E-02
PDCD6	NP_037364	-0.49	5.74E-06	3.26E-06	-2.48E-06	4.97E-02

mir-20a-5p (MIMAT0000075)						
Gene Symbol	RefSeq ID	mirSVR Score	SR	SEN	Diff Mean	P-value
SH3GLB1	NP_057093	-0.44	1.92E-05	6.38E-06	-1.28E-05	1.18E-04
DNALI1	NP_003453	-0.20	3.16E-05	1.51E-05	-1.65E-05	1.61E-04
LCA5L	NP_689718	-0.32	5.13E-05	1.36E-05	-3.77E-05	1.87E-04
CCDC141	NP_775919	-0.46	1.84E-05	8.26E-06	-1.01E-05	3.15E-04
RCN2	NP_002893	-0.21	1.11E-05	6.78E-06	-4.30E-06	3.58E-04
IGFBP7	NP_001544	-0.23	1.20E-05	4.12E-06	-7.89E-06	3.70E-04
CA10	NP_001076002	-0.66	2.84E-05	7.68E-06	-2.08E-05	4.35E-04
ZEB2	NP_055610	-0.56	3.21E-05	8.87E-06	-2.32E-05	5.33E-04
KIAA1598	NP_060800	-1.25	5.37E-05	3.34E-05	-2.03E-05	5.48E-04
NUP205	NP_055950	-1.28	2.54E-05	1.12E-05	-1.43E-05	5.66E-04
MAP2	NP_002365	-0.33	8.61E-05	3.58E-05	-5.03E-05	5.76E-04
FGD5	NP_689749	-1.19	1.52E-05	9.77E-06	-5.40E-06	6.26E-04
COL15A1	NP_001846	-0.83	3.44E-05	1.26E-05	-2.18E-05	7.09E-04
AHNAK	NP_001611	-1.29	2.98E-03	2.02E-03	-9.63E-04	7.28E-04
U2AF1	NP_001020374	-0.24	7.00E-05	3.10E-05	-3.90E-05	9.26E-04
TCTEX1D1	NP_689878	-0.89	1.36E-05	5.81E-06	-7.81E-06	1.10E-03
ESR1	NP_000116	-0.40	3.86E-05	1.47E-05	-2.39E-05	1.11E-03
KTN1	NP_001072989	-0.31	2.25E-04	1.51E-04	-7.40E-05	1.18E-03
ANTXR1	NP_444262	-0.48	1.15E-05	5.19E-06	-6.26E-06	1.19E-03
UBA6	NP_060697	-0.35	2.59E-05	1.32E-05	-1.27E-05	1.24E-03
TAOK2	NP_057235	-1.12	1.14E-04	7.57E-05	-3.85E-05	1.25E-03
VASP	NP_003361	-0.22	1.75E-05	8.17E-06	-9.37E-06	1.26E-03
ATXN2	NP_002964	-1.08	1.17E-05	5.04E-06	-6.65E-06	1.31E-03
SIN3A	NP_001138829	-0.54	1.10E-04	8.09E-05	-2.93E-05	1.35E-03
CHD2	NP_001262	-0.78	4.19E-05	1.49E-05	-2.70E-05	1.49E-03
RIT1	NP_008843	-0.50	1.67E-05	7.30E-06	-9.41E-06	1.52E-03
RB1	NP_000312	-0.72	3.99E-04	2.18E-04	-1.81E-04	1.56E-03
HN1	NP_057269	-1.29	1.86E-05	9.90E-06	-8.73E-06	1.64E-03
SUV39H2	NP_001180353	-0.48	4.11E-04	2.37E-04	-1.74E-04	1.80E-03
CHD4	NP_001264	-0.73	9.12E-06	2.78E-06	-6.34E-06	1.97E-03
ARID5B	NP_115575	-0.30	2.46E-05	1.97E-05	-4.90E-06	2.14E-03

DYNC1L12	NP_006132	-1.14	2.42E-05	1.46E-05	-9.64E-06	2.14E-03
FTL	NP_000137	-0.64	8.54E-06	3.95E-06	-4.59E-06	2.24E-03
TGM2	NP_004604	-1.09	2.95E-04	2.21E-04	-7.42E-05	2.46E-03
ETF1	NP_004721	-0.30	3.52E-05	2.30E-05	-1.22E-05	2.47E-03
CCT5	NP_036205	-0.44	3.76E-05	2.72E-05	-1.04E-05	2.60E-03
NEB	NP_001157980	-0.24	4.45E-04	2.92E-04	-1.53E-04	2.63E-03
ARID1B	NP_059989	-0.98	2.15E-04	1.20E-04	-9.52E-05	2.93E-03
DSTYK	NP_955749	-0.24	1.00E-04	4.89E-05	-5.15E-05	3.28E-03
ANKRD11	NP_037407	-0.23	4.89E-05	3.12E-05	-1.78E-05	3.56E-03
TRIM22	NP_006065	-0.99	8.68E-06	3.86E-06	-4.82E-06	3.69E-03
CHD9	NP_079410	-1.00	4.29E-04	9.94E-05	-3.30E-04	3.92E-03
PDE8A	NP_002596	-0.24	8.89E-05	6.25E-05	-2.64E-05	4.05E-03
RBBP6	NP_008841	-0.43	2.61E-05	1.61E-05	-1.00E-05	4.07E-03
GPD2	NP_001076581	-0.29	7.59E-05	2.22E-05	-5.37E-05	4.20E-03
ZHX2	NP_055758	-0.76	5.23E-05	3.02E-05	-2.21E-05	4.43E-03
CTSA	NP_001121167	-0.94	4.21E-05	3.13E-05	-1.08E-05	4.60E-03
CCDC88A	NP_001129069	-0.83	9.08E-05	6.46E-05	-2.62E-05	4.77E-03
TIAM1	NP_003244	-1.25	6.62E-05	3.46E-05	-3.16E-05	4.82E-03
TOPORS	NP_005793	-1.08	2.14E-04	1.49E-04	-6.42E-05	4.91E-03
ACCS	NP_115981	-0.47	1.63E-05	9.45E-06	-6.80E-06	4.91E-03
NPM1	NP_002511	-1.05	5.48E-05	2.47E-05	-3.01E-05	5.35E-03
JAK3	NP_000206	-0.65	2.73E-05	1.11E-05	-1.62E-05	5.41E-03
MSR1	NP_619729	-1.11	3.63E-05	2.64E-05	-9.85E-06	5.53E-03
RPS6KA5	NP_004746	-1.29	5.24E-05	1.51E-05	-3.73E-05	6.19E-03
CIR1	NP_004873	-0.22	2.56E-05	9.07E-06	-1.65E-05	6.52E-03
HNRNPC	NP_112604	-0.97	1.38E-04	6.56E-05	-7.23E-05	6.56E-03
NDUFA4	NP_002480	-1.00	9.62E-06	7.11E-06	-2.52E-06	6.68E-03
HSPA8	NP_006588	-1.28	7.15E-04	5.35E-04	-1.79E-04	7.09E-03
SEPT2	NP_004395	-1.01	1.94E-04	1.50E-04	-4.31E-05	7.52E-03
FLG2	NP_001014364	-0.33	1.98E-05	1.42E-05	-5.58E-06	7.83E-03
COQ2	NP_056512	-0.62	6.27E-05	4.40E-05	-1.86E-05	8.19E-03
PAFAH1B2	NP_002563	-0.94	2.13E-05	1.48E-05	-6.49E-06	8.43E-03
NKTR	NP_005376	-0.31	1.04E-04	7.38E-05	-3.07E-05	8.45E-03
PLEKHO2	NP_001181988	-0.40	4.92E-05	3.09E-05	-1.83E-05	8.52E-03
SEC24D	NP_055637	-0.63	3.76E-05	2.56E-05	-1.21E-05	8.52E-03
LMAN1	NP_005561	-0.37	2.14E-04	1.42E-04	-7.19E-05	9.04E-03
ZNF362	NP_689706	-0.84	2.62E-05	8.99E-06	-1.73E-05	9.47E-03
FBXO30	NP_115521	-0.60	1.44E-05	6.49E-06	-7.90E-06	9.70E-03
GKAP1	NP_001129425	-0.70	2.58E-05	1.20E-05	-1.38E-05	9.93E-03
RBL1	NP_899662	-0.77	2.40E-05	1.08E-05	-1.32E-05	9.96E-03
MAGI3	NP_001136254	-1.21	6.99E-05	4.91E-05	-2.08E-05	1.00E-02
RAB5B	NP_002859	-0.96	4.41E-04	3.03E-04	-1.38E-04	1.03E-02
PDIK1L	NP_690048	-0.93	1.71E-05	6.95E-06	-1.02E-05	1.08E-02

CALD1	NP_149129	-1.32	4.01E-04	2.30E-04	-1.71E-04	1.13E-02
IKBIP	NP_710154	-0.84	1.08E-04	6.84E-05	-3.96E-05	1.15E-02
H2AFV	NP_619541	-0.31	7.13E-06	3.77E-06	-3.36E-06	1.17E-02
TMCC1	NP_001017395	-0.47	9.96E-05	1.66E-05	-8.31E-05	1.24E-02
SORL1	NP_003096	-0.81	3.49E-05	2.19E-05	-1.29E-05	1.35E-02
KIAA1109	NP_056127	-0.21	2.99E-04	2.46E-04	-5.31E-05	1.40E-02
KCNJ8	NP_004973	-0.85	1.61E-05	8.29E-06	-7.83E-06	1.46E-02
VASH2	NP_001129947	-0.47	1.92E-04	9.82E-05	-9.34E-05	1.51E-02
IQCE	NP_689771	-0.20	8.70E-05	4.53E-05	-4.18E-05	1.53E-02
LATS2	NP_055387	-0.21	1.61E-04	1.04E-04	-5.65E-05	1.57E-02
IFRD1	NP_001541	-0.90	1.05E-04	8.19E-05	-2.34E-05	1.57E-02
TRPS1	NP_054831	-0.25	6.73E-05	5.49E-05	-1.24E-05	1.60E-02
NEFH	NP_066554	-0.22	2.58E-05	1.94E-05	-6.45E-06	1.65E-02
ACSM5	NP_060358	-0.37	8.77E-05	5.29E-05	-3.47E-05	1.68E-02
BDH1	NP_976059	-0.50	3.36E-05	2.66E-05	-6.98E-06	1.74E-02
MTHFD1	NP_005947	-0.98	5.37E-05	4.33E-05	-1.03E-05	1.76E-02
CCDC150	NP_001074008	-0.27	5.16E-05	4.72E-05	-4.38E-06	1.77E-02
BTF3	NP_001032726	-0.20	1.83E-05	1.47E-05	-3.53E-06	1.80E-02
TACC2	NP_008928	-0.91	2.17E-05	1.54E-05	-6.30E-06	1.82E-02
SULF1	NP_055985	-0.65	1.11E-05	6.48E-06	-4.57E-06	1.85E-02
SMARCA5	NP_003592	-0.32	2.66E-04	1.80E-04	-8.64E-05	1.89E-02
CHGA	NP_001266	-0.63	3.87E-05	2.07E-05	-1.80E-05	1.91E-02
ERG	NP_001129626	-0.79	2.57E-05	1.33E-05	-1.24E-05	1.92E-02
EPB41L4B	NP_060894	-0.70	2.20E-05	1.54E-05	-6.58E-06	1.94E-02
MAP3K12	NP_006292	-0.63	1.80E-05	1.04E-05	-7.59E-06	1.97E-02
ANKRD42	NP_872409	-0.44	3.12E-05	2.07E-05	-1.05E-05	2.04E-02
SYNC	NP_001155180	-0.44	2.68E-04	1.83E-04	-8.50E-05	2.05E-02
SYNE2	NP_878918	-0.51	1.38E-04	1.02E-04	-3.66E-05	2.08E-02
PLIN1	NP_001138783	-0.51	5.44E-06	3.29E-06	-2.16E-06	2.14E-02
UBE3C	NP_055486	-1.29	2.87E-05	2.02E-05	-8.44E-06	2.15E-02
PXDN	NP_036425	-0.98	5.53E-06	3.89E-06	-1.64E-06	2.31E-02
MAP7D3	NP_078873	-0.64	6.86E-06	5.91E-06	-9.46E-07	2.35E-02
NAP1L1	NP_004528	-0.24	1.93E-05	8.63E-06	-1.07E-05	2.35E-02
CD109	NP_598000	-0.44	3.01E-05	1.72E-05	-1.28E-05	2.44E-02
ANKS1B	NP_690001	-1.06	2.50E-04	2.06E-04	-4.33E-05	2.51E-02
SEZ6	NP_849191	-0.48	4.24E-05	2.42E-05	-1.81E-05	2.58E-02
GAK	NP_005246	-0.25	6.45E-05	2.78E-05	-3.67E-05	2.63E-02
WAC	NP_567823	-0.92	1.16E-03	7.24E-04	-4.41E-04	2.65E-02
CYP2U1	NP_898898	-0.58	3.03E-05	2.67E-05	-3.66E-06	2.78E-02
MYO5B	NP_001073936	-0.79	4.18E-04	1.79E-04	-2.38E-04	2.82E-02
DPP8	NP_569118	-0.38	5.25E-05	2.21E-05	-3.04E-05	2.83E-02
NECAB3	NP_112509	-0.21	5.21E-06	4.05E-06	-1.16E-06	2.96E-02
GOLGB1	NP_004478	-0.34	1.10E-05	5.72E-06	-5.31E-06	2.96E-02

AP4E1	NP_031373	-0.99	1.63E-05	9.88E-06	-6.44E-06	2.97E-02
KAT2B	NP_003875	-1.10	4.13E-04	3.74E-04	-3.89E-05	3.12E-02
DDX5	NP_004387	-0.89	3.92E-05	2.32E-05	-1.60E-05	3.15E-02
PDIA5	NP_006801	-0.40	3.02E-05	1.97E-05	-1.06E-05	3.28E-02
SETDB2	NP_001153780	-0.30	9.39E-05	6.74E-05	-2.64E-05	3.37E-02
CLUL1	NP_055225	-0.44	1.31E-05	9.54E-06	-3.52E-06	3.38E-02
KIF5C	NP_004513	-0.66	3.74E-05	2.77E-05	-9.65E-06	3.40E-02
PPP1R12A	NP_001137357	-1.02	1.25E-04	8.27E-05	-4.26E-05	3.42E-02
DOCK5	NP_079216	-0.40	1.15E-05	6.57E-06	-4.96E-06	3.42E-02
ZMYM1	NP_079048	-0.70	9.78E-05	5.86E-05	-3.92E-05	3.44E-02
SNRPD3	NP_004166	-0.32	5.81E-05	3.88E-05	-1.93E-05	3.45E-02
CPNE1	NP_690904	-0.89	2.21E-05	1.71E-05	-4.99E-06	3.47E-02
KIF23	NP_004847	-1.22	3.96E-06	1.79E-06	-2.17E-06	3.52E-02
TAGAP	NP_473455	-0.94	4.99E-05	3.21E-05	-1.78E-05	3.69E-02
BCL6	NP_001124317	-0.32	2.67E-05	2.01E-05	-6.50E-06	3.80E-02
ZEB1	NP_001121600	-0.32	7.96E-06	5.67E-06	-2.29E-06	3.82E-02
RBM20	NP_001127835	-0.82	2.52E-05	1.78E-05	-7.44E-06	4.00E-02
AHCTF1	NP_056261	-1.06	1.25E-04	1.01E-04	-2.43E-05	4.08E-02
LASP1	NP_006139	-0.36	5.47E-05	4.39E-05	-1.09E-05	4.14E-02
TLR8	NP_619542	-0.72	8.64E-06	4.37E-06	-4.27E-06	4.20E-02
EXOSC3	NP_057126	-1.08	3.52E-05	2.12E-05	-1.39E-05	4.23E-02
KLHL2	NP_001154993	-1.08	4.48E-05	1.86E-05	-2.62E-05	4.33E-02
CAB39L	NP_112187	-0.44	1.99E-05	1.25E-05	-7.32E-06	4.40E-02
RALYL	NP_001093861	-1.19	3.22E-05	1.78E-05	-1.45E-05	4.43E-02
CENPBD1	NP_659476	-0.42	1.09E-05	8.18E-06	-2.70E-06	4.49E-02
PIP4K2C	NP_001139731	-0.52	4.63E-05	3.60E-05	-1.03E-05	4.54E-02
SKI	NP_003027	-0.59	1.92E-05	1.43E-05	-4.92E-06	4.56E-02
ZC3H11A	NP_055642	-0.23	1.57E-04	8.50E-05	-7.22E-05	4.59E-02
DPY19L1	NP_056098	-0.23	3.63E-05	2.16E-05	-1.47E-05	4.62E-02
ZNF528	NP_115799	-0.49	1.74E-05	9.52E-06	-7.87E-06	4.67E-02
PCDH15	NP_001136239	-0.77	1.09E-05	7.87E-06	-3.00E-06	4.72E-02
PRDM6	NP_001129711	-1.22	1.93E-04	1.51E-04	-4.26E-05	4.72E-02
FAF2	NP_055428	-0.46	9.62E-06	8.20E-06	-1.42E-06	4.90E-02
TMEM87A	NP_056312	-0.21	2.92E-05	2.12E-05	-8.01E-06	4.95E-02

mir-100-5p (MIMAT0000098)						
Gene Symbol	RefSeq ID	mirSVR Score	SR	SEN	Diff Mean	P-value
EPDR1	NP_060019	-0.37	2.78E-05	1.43E-05	-1.35E-05	9.83E-05
CCDC141	NP_775919	-0.59	1.84E-05	8.26E-06	-1.01E-05	3.15E-04
ST5	NP_631896	-0.36	2.01E-05	5.56E-06	-1.45E-05	1.28E-03
TARDBP	NP_031401	-0.92	2.35E-05	1.80E-05	-5.47E-06	3.25E-03

HNRNPH2	NP_062543	-0.41	3.11E-05	1.32E-05	-1.79E-05	5.38E-03
PTPRN2	NP_570857	-0.21	4.39E-05	2.90E-05	-1.49E-05	5.59E-03
VNN1	NP_004657	-0.97	6.24E-06	3.95E-06	-2.29E-06	1.35E-02
SMARCA5	NP_003592	-1.27	2.66E-04	1.80E-04	-8.64E-05	1.89E-02
HOXA1	NP_005513	-0.84	2.82E-06	1.53E-06	-1.30E-06	3.08E-02
NOP56	NP_006383	-0.29	8.98E-05	6.46E-05	-2.52E-05	3.27E-02
TBC1D22B	NP_060242	-0.51	4.74E-05	2.69E-05	-2.05E-05	4.53E-02

How the deposited data were processed for this re-analysis (not part of the article)

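RNA of human adipose-derived mesenchymal stem cells (hADSCs) was measured in 2 states, self-renewing (SR, population doubling 8) and senescent (SEN, population doubling 40). Each state has 1 library made from a pool of 3 lines. The authors sequenced the libraries on the Roche pyrosequencing platform and mapped the reads with BLAT to the human build hg18 (NCBI 36.1) at 99% identity, with other settings at their defaults. Ties between positions were broken by RefSeq exon cover. The paper states that the RNA isolation enriched small non-coding species. The version of BLAT is not given in the sources used here. The strand of the reads is not stated, so reads of overlapping genes and of a host transcript and its microRNA hairpin cannot be told apart. The quantitative PCR, luciferase, protein and mimic experiments of the paper were not analysed here.

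The authors deposited a table of counts, whole reads per RefSeq transcript that are not normalized, for 19980 transcripts (18295 mRNA and 1685 non-coding). They also deposited a table of RPKM, reads scaled by transcript length and library total, for 19005 transcripts, 710 of them non-coding. The RPKM were found to equal the count plus 0.5, scaled by length and by 1 library total per library. The ratio of these totals, SEN over SR, was 0.853 in all 19005 rows. The totals themselves, 193113 for SR and 164714 for SEN, were recovered from small RNA lengths in RefSeq (86 of 96 small RNAs within 0.1% of 1 total). Reads in genes, with the most-read transcript of each gene symbol, summed to 67160 in SR and 65347 in SEN. Both tables list a transcript only where at least 1 library has a read.

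Gene symbols were taken from the deposited tables and joined on RefSeq identifiers. A reference of another build (GRCh 38) was used only for small RNA lengths and to leave XIST and Y-linked genes out of every list of genes, and no coordinates are given. The study's criteria were applied to the deposited RPKM: an absolute log2 SEN/SR ratio above 0.95 and a log2 absolute RPKM difference above 4.07 for ncRNAs, and above 0.58 and 2.32 for mRNAs. Separately, the counts of 2583 gene symbols with at least 10 reads over both libraries were compared by a 2-sided exact binomial test with Benjamini-Hochberg adjustment over mRNAs and ncRNAs together and a threshold of 0.05. Its null share was set by the deposited library totals. With 1 library per state no spread between cultures can be estimated, so edgeR's quasi-likelihood test could not be used as the main test. The p-values cover counting error between these libraries and not the conditions. Log2 ratios are those of the RPKM, with 0.5 added to each count, and the 95% intervals are Clopper-Pearson intervals of the counts. A gene at 0 reads in 1 library is given as a fold against 3 reads in that library. This fold takes the reads of the other library as exact, so it is not a limit that covers counting error.

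The precision follows from the depth. The median gene had 4 reads over both libraries, and 8579 of the 11162 gene symbols had fewer than 10. Counts were simulated for the real genes (2703 tested, SEN against SR) with counting error and no spread between cultures. On these the exact test recovered 27% of genes changed 2-fold and 66% of genes changed 4-fold, with 0 false calls. The test assumes the same, so the 0 false calls say nothing of a spread between cultures. At 100 or more reads it recovered 17 of 18 genes changed 2-fold and 13 of 13 changed 4-fold. The changed genes of this simulation were taken from those with at least 20 reads over both libraries. Only 1135 of the 2583 genes tested in the real libraries reach that depth. The 27% and 66% therefore do not cover tested genes with fewer reads, where a change is harder to detect.

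24 gene lists for pathways, cell types and complexes were fixed before the data were examined, as were the rule for named genes and the tests and alternatives, except for 3 alternatives for the number of ncRNAs higher in SEN and the tests of the scaling and of the hairpin reads for *H19*, which were chosen after seeing the data. For each list with at least 5 tested genes, the median log2 ratio was set among 10000 random lists matched on expression in 20 bins, as a description of these libraries. The named genes are every gene the paper names with RNA-seq values (some of these values were seen in its tables beforehand), the 10 mRNAs each way and the 5 ncRNAs each way with the largest ratios among those past the test with at least 20 reads, up to 4 genes of each list with the lowest p, and the 5 genes of Table S1 with the most SR reads. *TGFBI*, *EEF1A1*, *FN1*, *IGFBP4*, *TIMP3*, *ZFHX3*, *STC1*, *PTP4A1*, *ERLIN1*, *HOXC8* and the hairpins of the host loci and of *H19* are named outside that rule, after their values were seen. Some genes that the rule covers are not reported here.

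The alternatives were TMM factors, median-of-ratios factors and the ratio of the summed counts for the scaling, other minimum read numbers, every RefSeq transcript in place of 1 per symbol, another added count, the RPKM difference read without its log2, and edgeR's exact test with an assumed biological coefficient of variation of 0.2 and 0.4. For the study's criteria, 100 draws shared each transcript's reads between the libraries at random, each transcript on its own even where a gene has several. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, the last only for the median-of-ratios factors. A change of scaling factors adds the same value to every log2 ratio, −0.18 for TMM and −0.23 for median-of-ratios factors.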

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

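For *H19*, the tests of the scaling and of the reads of its hairpin were chosen only after its ratio was seen. The genes below are outside the genes the paper discusses and the copies of Tables S1 and S2 held here (309 of the 389 mRNAs the paper reports, for Table S1), so the missing part of the tables can name some of them. Their reads differed between the 2 libraries by the exact binomial test under the deposited scaling, TMM factors, the ratio of summed counts and median-of-ratios factors. None passed with edgeR at an assumed biological coefficient of variation of 0.2 or 0.4.

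Higher in the SEN library were *PCDH18*, a protocadherin, with a log2 SEN/SR ratio of 1.75, *B2M* of MHC class I with 1.28, *TPM1* (tropomyosin 1) with 0.93 and *COL12A1* with 0.75. Lower were *FTH1* with −1.26, *PLOD2*, a collagen lysyl hydroxylase, with −1.13, and *CCND1* (cyclin D1) with −0.50. The other scalings lower every log2 ratio, so for these lower genes passing under them was no added test. *FTH1* has processed copies in the genome that can take or give reads.

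*H19*, the maternally expressed long ncRNA, was higher in SEN with a log2 ratio of 1.49 from 28 and 68 reads, and it is among the transcripts with a count but no RPKM. The tables argue against the scaling as the whole cause, since its adjusted p from the exact test with TMM factors was 0.00404 (0.00940 with median-of-ratios factors). The hairpin *MIR675* inside *H19* had 7 reads in SR and 9 in SEN. If these were counted for *H19* too, it had 21 and 59 reads without them. The lower bound of the 95% interval of its log2 ratio was then 0.98. Taking out so few and nearly even reads could only raise the ratio, so this was no added test. The counts show only that these hairpin reads do not make the difference. A spread between the pooled lines stays open, because each state is 1 pool, and with an assumed coefficient of variation of 0.4 the adjusted p of *H19* was 1. A difference between SR and SEN cells stays open beside it as a hypothesis that these libraries cannot separate from a difference between cultures.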

How the results depend on the processing

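Read depth and the lack of replicates set the limits of these results. 3 alternatives for the number of ncRNAs higher in SEN were chosen after seeing the data, and all others before. With edgeR at an assumed coefficient of variation of 0.2 or 0.4, 0 mRNAs and 0 ncRNAs passed in either direction and 0 targets of Table S1 were lower, against 28 genes by the exact test, because the assumed spread is added to the counting error; 76 and 11 genes had an unadjusted p under 0.05 there, against 251. On simulated counts with that spread at 0.2, that test recovered 1 of 100 genes changed 2-fold and 25 of 100 changed 4-fold among 2676, so it misses most changes of that size at this depth. The changed genes of that simulation were taken from those with at least 20 reads over both libraries.

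The scaling moved the calls of the exact test because it adds 1 value to every log2 ratio. From 19 mRNAs higher and 7 lower and 2 ncRNAs higher, TMM factors gave 10 and 11 with 1 ncRNA, the ratio of summed counts 10 and 11 with 1, and median-of-ratios factors 8 and 13 with 1. TMM kept 18 of the 28 genes and added 4, *FN1*, *IGFBP4*, *INHBA* and *TIMP3*, all lower, and median-of-ratios factors kept 16 and added 6, these with *LDHA* and *ZFHX3*. With no read minimum 1 ncRNA was higher, since more genes are tested. Over every RefSeq transcript 36 mRNAs were higher, since a gene then counts once per transcript. The number of ncRNAs lower stayed at 0 in each setting.

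By the study's criteria, the number of mRNAs lower in SEN went from 937 to 609 without the added count and transcripts at 0, to 1904 with the difference read as RPKM, to 1544 over RefSeq transcripts and to 276 with at least 10 reads. mRNAs higher went from 1703 to 1109, 3211, 2706 and 551 in the same settings. ncRNAs higher went from 54 to 10 without the added count and transcripts at 0, to 140 with the difference read as RPKM and to 4 with at least 10 reads, and ncRNAs lower from 48 to 8, 83 and 4. Adding 1 read in place of 0.5 left 11 ncRNAs lower. Of the settings chosen after seeing the data, the difference read as RPKM over RefSeq transcripts gave 161 ncRNAs higher, the ratio threshold alone 273, and the mRNA difference threshold read as RPKM 225. Beyond what each setting's construction shows (fewer or more transcripts counted), the cause was not tested.

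Of 19 gene lists, the place among matched lists stayed inside or outside the central 95% of them in each setting except for 4. With at least 20 reads, chromatin remodelling and histone deacetylation went from the 98.5 to the 66.3 percentile, the interferon response from 99.4 to 87.5 and glycolysis from 1.31 to 2.76, with fewer genes in each list. Matched also on length, the stress and unfolded protein response went from 97.0 to 97.8. 3 lists had too few genes with 20 reads for a value. Of 103 named genes with a test, 96 kept their call with TMM factors (6 lost it and 1 gained it) and 93 with median-of-ratios factors (8 lost and 2 gained), and no called gene changed direction (*MALAT1* stood at 0 with median-of-ratios factors).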

Differences from the paper's values

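The paper reports 216 ncRNAs upregulated in SEN, and its stated thresholds, with the difference read as log2, gave 54 gene symbols here. The thresholds need an RPKM, so this count covers only the 710 non-coding transcripts that have one. The other 975, *MIR100HG* among them, could not be counted. Whether the paper's number holds any of these is not known here. None of the alternatives set before the data were examined brought the number within 1.5 times of the paper's: TMM factors and median-of-ratios factors gave 47 each, adding 1 read gave 51, leaving out transcripts at 0 reads gave 10, counting RefSeq transcripts gave 58, at least 10 reads gave 4, and the difference read as RPKM gave 140. 3 settings chosen after seeing the values came within 1.5 times of it: the difference read as RPKM over RefSeq transcripts (161), the ratio threshold alone (273), and the mRNA difference threshold read as RPKM (225). Each of these keeps a host or hairpin transcript of all 4 loci the paper lists, so 0 of them are dropped, as does the main setting. The loci are kept through 6 hairpin transcripts with at most 3 SEN reads each. Of the 4 host transcripts, the main setting called 0 and each of the 3 later settings called 1, *MIR17HG*. The paper's number of 937 mRNAs downregulated in SEN equals the number found here.

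The paper lists the locus of *NEAT1* and mir-612 among the ncRNA loci upregulated in SEN (Fig. 2b). *NEAT1* itself had 88 reads in SR and 60 in SEN here, a log2 SEN/SR ratio of −0.32 (95% interval −0.82 to 0.17), and did not pass the exact test, while its hairpin *MIR612* had 1 and 3 reads and exceeds the thresholds. The *NEAT1* transcript counted is 3735 bases long and need not hold the hairpin, so its ratio need not stand for the whole locus. For the other 3 loci the ratios of the host transcripts lie on the paper's side: *MIR100HG* at 1.17 with 6 and 12 reads, *MIRLET7BHG* at 0.71 with 2 and 3 reads, and *MIR17HG* with 0 reads in SR and 2 in SEN. *MIR100HG* did not pass the exact test either, and *MIRLET7BHG* and *MIR17HG*, with fewer than 10 reads, were not tested.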

Other observations

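Further gene groups, listed before the data were examined, showed few differences between the libraries. Of 20 nuclear genes of the respiratory chain and ATP synthase, none passed the exact test by either adjustment, with *ATP5B* at 15 reads in SR and 31 in SEN (log2 SEN/SR 1.25, 95% interval 0.34 to 2.27) and *NDUFC2* at 12 and 2 (−2.09, −5.56 to −0.19). None of 17 lysosomal genes passed (*CTSB* 71 and 77 reads, *SQSTM1* 15 and 6), nor any of 7 histone genes (*H2AFZ* 12 and 5, *HIST1H4J* 2 and 9, with near-identical copies), by either adjustment. Of 5 adipocyte genes none passed over all genes, and *CD36*, a fatty acid receptor, was lower when adjusted over the list alone (21 and 4 reads, −2.03). Of 5 pericyte marker genes none passed over all genes, and *ACTA2*, smooth muscle actin, was higher when adjusted over the list alone (2 and 12 reads, 2.55, 0.65 to 6.02); *PDGFRB* had 8 and 9. 1 of 23 cholesterol synthesis genes had enough reads (*CYP51A1*, 6 and 5) and did not pass. The percentiles of the list medians among matched lists were 16.4 for the respiratory chain, 57.2 for the lysosome, 55.9 for histones, 7.86 for adipocyte and 84.6 for pericyte genes. Those of lists described above were 74.0 for smooth muscle and cytoskeleton, 51.0 for senescence and p53 targets, 96.5 for RNA binding and splicing, 88.1 for ribosomal proteins, 84.7 for the cell cycle, 10.1 for secreted factors, 30.9 for stromal markers and 99.1 for the extracellular matrix. Several of these places rest on the read minimum: with at least 20 reads, where some lists keep only 3 genes, they were 86.1 for the respiratory chain, 3.24 for the cell cycle, 46.7 for secreted factors and 93.0 for senescence and p53 targets.

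The paper measured chromatin and network genes by PCR in SR cells given the SA-miRNA mimics. In the replicative SEN library against SR, *SUZ12* had 4 and 4 reads (SR and SEN), *SAP18* 5 and 1, *IGF2BP3* 1 and 0, *CHD2* 7 and 4 and *CHD4* 12 and 7, and *SMARCD2* had no row in the count table. *CHD2* and *CHD4* both had a log2 SEN/SR ratio of −0.51, with 95% intervals of −2.80 to 1.40 and −2.13 to 0.91. *CHD9*, a related remodeller, had 17 and 4 reads (−1.73, −3.89 to −0.24, adjusted p = 0.320, exact binomial test). Of the genes that the paper gives as downregulated on replicative SEN without being targets, and for which it shows protein levels (Fig. 7e), *SMARCA1* had 4 reads in SR and 11 in SEN (1.58, −0.07 to 3.80), *HDAC5* 5 and 8 (0.86, −0.89 to 2.87), *HDAC3* 2 and 4 (1.08, −1.57 to 4.70), *CHD8* 4 and 3 (−0.13, −2.96 to 2.38) and *HDAC9* 2 and 0. None of these genes with at least 10 reads passed the exact test, and those with fewer were not tested. *EIF2C3*, which encodes AGO3, had 1 and 5 reads (2.10, −0.61 to 8.12).

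Counting error at low depth was weighed as an explanation for the number of mRNAs past the study's criteria. 100 draws of 2 libraries from 1 set of rates, in the read ratio of the real libraries, gave a mean of 800.0 mRNAs lower and 1544.6 higher in SEN, against 937 and 1703 observed. These means are 85.4% and 90.7% of the observed counts. The draws were scored on the deposited scaling, so they hold its offset as well as counting error. The 2 together could give most of both counts. The reads of each transcript were drawn separately, though transcripts of the same gene can hold the same reads. A gene with several transcripts thus had more ways to pass in the draws, which can make these shares too high. Both observed numbers lay above all 100 of these draws. Sharing the reads by the library totals of the RPKM leaves that offset out. These draws gave 1035 mRNAs lower (960 to 1101), all above the 937 observed. They gave 1211 higher (1128 to 1289), a mean of 71.1% of the 1703 observed and all below it. The number higher thus exceeds the draws by either way of sharing, and for the number lower a part beyond counting error depends on the scaling and is left open. For ncRNAs the observed 54 higher and 48 lower lay inside the range of the draws.

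More mRNAs were higher (1703) than lower (937) in SEN by the study's criteria, a ratio of 1.82. With TMM factors the ratio was 1.04 and with median-of-ratios factors 0.91. Both kinds of factors centre the log2 ratios, so a ratio near 1 follows from them whatever the cause, and this test does not decide whether the scaling of the 2 libraries gave the imbalance. With no gene changed, the draws in the read ratio gave 1544.6 higher and 800.0 lower. Those by the library totals gave 1211 and 1035. The offset of the deposited scaling could thus give an imbalance of this size. The first draws take the read ratio as the right scaling, so they cannot decide whether it did. The scaling stays open, and no biological explanation for the imbalance was tested.

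*STC1*, a stanniocalcin, and *PTP4A1*, a phosphatase, are other genes of Table S1 listed under 4 and 5 miRNAs. *STC1* had 29 reads in SR and 8 in SEN (log2 ratio −1.57, adjusted p = 0.140, exact binomial test) and *PTP4A1* 20 and 6 (−1.43, adjusted p = 0.351), and neither passed.

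5 genes passed the exact test that are also in the copy of Table S2 held here, the paper's table of targets lower in SEN as proteins: *EEF1A1*, *COL3A1*, *IGFBP3*, *CALD1* and *POSTN*. All 5 were higher in the SEN library as mRNAs, with log2 SEN/SR ratios of 0.40, 0.51, 0.65 and 0.98 for the first 4 and a 2.30-fold difference for *POSTN*. *IGFBP3*, *CALD1* and *POSTN* passed under each scaling, and *EEF1A1*, which has many copies in the genome, and *COL3A1* did not pass with TMM factors. A further 2 genes with no SR read, *ERLIN1* and *HOXC8*, had 10 SEN reads each. They were 3.91-fold higher with the SR reads set to a floor of 3, a fold that does not cover counting error. Both did not pass with TMM factors (adjusted p = 0.0759 each, exact test).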
